# E3 ligase-inactivation rewires CBL interactome to elicit oncogenesis by hijacking RTK–CBL–CIN85 axis

**DOI:** 10.1038/s41388-021-01684-x

**Published:** 2021-02-24

**Authors:** Syed Feroj Ahmed, Lori Buetow, Mads Gabrielsen, Sergio Lilla, Gary J. Sibbet, David Sumpton, Sara Zanivan, Ann Hedley, William Clark, Danny T. Huang

**Keywords:** Oncogenes, Ubiquitylation, Ubiquitylation

## Abstract

Casitas B-lineage lymphoma (CBL) is a ubiquitin ligase (E3) that becomes activated upon Tyr371-phosphorylation and targets receptor protein tyrosine kinases for ubiquitin-mediated degradation. Deregulation of CBL and its E3 activity is observed in myeloproliferative neoplasms and other cancers, including breast, colon, and prostate cancer. Here, we explore the oncogenic mechanism of E3-inactive CBL mutants identified in myeloproliferative neoplasms. We show that these mutants bind strongly to CIN85 under normal growth conditions and alter the CBL interactome. Lack of E3 activity deregulates CIN85 endosomal trafficking, leading to an altered transcriptome that amplifies signaling events to promote oncogenesis. Disruption of CBL mutant interactions with EGFR or CIN85 reduces oncogenic transformation. Given the importance of the CBL–CIN85 interaction in breast cancers, we examined the expression levels of CIN85, CBL, and the status of Tyr371-phosphorylated CBL (pCBL) in human breast cancer tissue microarrays. Interestingly, pCBL shows an inverse correlation with both CIN85 and CBL, suggesting that high expression of inactivated CBL could coordinate with CIN85 for breast cancer progression. Inhibition of the CBL–CIN85 interaction with a proline-rich peptide of CBL that binds CIN85 reduced the proliferation of MDA-MB-231 cells. Together, these results provide a rationale for exploring the potential of targeting the EGFR–CBL–CIN85 axis in CBL-inactivated mutant cancers.

## Introduction

Aberrant signaling cascades mediated by receptor protein tyrosine kinases (RTKs) are a characteristic feature of a number of human cancers [1]. The RING ubiquitin ligase (E3) Casitas B-lineage lymphoma (c-CBL or CBL) has a critical role in controlling aberrant and sustained RTK signaling by negatively regulating activated RTKs via their ubiquitination and subsequent proteasomal or lysosomal degradation [2–4].

CBL contains a highly conserved N-terminal tyrosine kinase-binding domain (TKBD) followed by a linker helix region (LHR) and a RING domain [5, 6]. Its E3 activity is tightly regulated by a conserved LHR tyrosine (Tyr371 in CBL). Under normal conditions, this tyrosine is anchored to the TKBD and constrains the RING domain in an inactive conformation. Upon growth factor stimulation, CBL is recruited to an activated RTK, leading to extensive tyrosine phosphorylation in CBL including Tyr371, which induces conformational changes to activate its E3 activity [2–4, 7–10]. In addition, CBL also functions as an adaptor through its C-terminal region. A long stretch of proline-rich residues allows it to interact with SH3 domain-containing proteins such as GRB2, CD2AP/CIN85, Cool/Pix, and others [11–14]. Moreover, upon phosphorylation, C-terminal Tyr700, Tyr731, and Tyr774 act as docking sites for proteins with SH2 domains [15–17]. Thus, under different settings, CBL can have divergent functions as an E3 or an adaptor.

Mutations in *CBL* have been observed in different types of myeloid malignancies accounting for ~5% of such cases [18]. *CBL* mutations are predominantly found in myelodysplastic syndrome/myeloproliferative neoplasms (MDS/MPN), where mutations are clustered within the LHR and RING domains with Tyr371 mutations as the major hotspot [18–21]. These CBL mutants have dominant-negative effect and induce oncogenic phenotypes in various cell lines [22–26]. In addition, conditional knock-in mice expressing CMML-associated CBL-Q367P or ligase-dead CBL-C379A mutant developed CMML-like phenotypes and leukemia, respectively [27, 28]. However, an increasing number of studies suggest that these oncogenic CBL mutants attain gain-of-function properties [22, 27–32], but the exact mechanism remains elusive. It is noteworthy that abnormal CBL expression is associated with the progression of different types of human cancer [33–35], but the status of CBL activation has not been analyzed in these studies.

In this study, we utilized CBL-70Z, a well-characterized oncogenic CBL mutant lacking residues 366–382, and CBL-Y371S, a prevalent MDS/MPN CBL mutant, as E3-inactive CBL mutants to explore their oncogenic mechanism. We found that these mutants predominantly associate with CIN85 (CBL-interacting protein of 85 kDa) to elicit oncogenic transformation. CIN85 is an SH3-containing adaptor protein that associates with CBL and endophilin upon growth factor stimulation to promote trafficking of RTKs to endosomes prior to their lysosomal degradation [2, 3, 36, 37]. Monoubiquitination or phosphorylation of CIN85 is important for this process [38–42]. In contrast to such observations, we show that E3-inactive CBL mutants bind CIN85 in the absence of growth factor stimulation and deregulate CIN85 trafficking and signaling to alter the transcriptome landscape thereby promoting oncogenic transformation. Mechanistically, the cell-transforming ability of these CBL mutants is dependent on CIN85 binding which in turn depends on RTK-mediated phosphorylation of CBL’s C-terminal tyrosines to expose a proline-rich motif for CIN85 binding. Given that CIN85 and CBL have been implicated in the invasiveness of breast cancer cells [43], we examined the expression of CIN85, CBL and Tyr371-phosphorylated CBL (pCBL) in human breast cancer tissue samples. The levels of CIN85 and CBL progressively increase as cancer stages advance. Interestingly, pCBL shows an inverse correlation with both CIN85 and CBL, suggesting that high levels of inactivated CBL could coordinate with CIN85 for cancer progression. Furthermore, we show that a peptide mimicking the proline-rich region of CBL that binds CIN85 reduces the proliferation of breast cancer cells. Our findings provide a rationale for targeting CBL in cancers with CBL mutation or inactivation for therapeutic intervention.

## Results

### Oncogenic CBL mutants interact with CIN85 in the absence of EGF stimulation

CBL mutants, for example, 70Z, Y371S, and Y371H attain a gain-of-function to drive oncogenesis [22, 30, 31]. We wondered whether the gain-of-function effect of these CBL mutants might arise from different interactomes compared to wild-type (WT) CBL. To test this hypothesis, we overexpressed Myc-tagged WT-CBL or CBL-70Z in HEK293 cells and performed Myc-trap pull-downs followed by mass spectrometry analyses. We found differences between the WT-CBL and CBL-70Z interactomes in the absence of growth factor stimulation (Fig. 1a and Supplementary Fig. 1a, b, Supplementary Table 1). Immunoprecipitation experiments confirmed these observations in the absence of growth factor stimulation. CIN85 displayed a strong interaction with CBL-70Z as compared to WT-CBL while CD2AP and GRB2 to some extent also showed greater interactions with CBL-70Z (Fig. 1b). Upon EGF stimulation, the differences between WT-CBL and CBL-70Z in CIN85, CD2AP, and GRB2 pull-down became less obvious (Fig. 1b). Hereafter, we focused on the effect of CIN85. Next, we assessed whether various CBL-Y371 mutants (Y371S, Y371E, Y371D, Y371A, Y371H, Y371C, and Y371F) displayed similar interactions with CIN85 and found that they all pulled down CIN85 in the absence of EGF stimulation (Fig. 1c and Supplementary Fig. 1c). Likewise, other MDS/MPN CBL mutants such as R420Q and R420L also pulled down CIN85 in the absence of EGF stimulation (Supplementary Fig. 1d). Together, these results showed that in contrast to WT-CBL, CBL mutants acquire the ability to interact with CIN85 in the absence of growth factor stimulation.

**Fig. 1:**
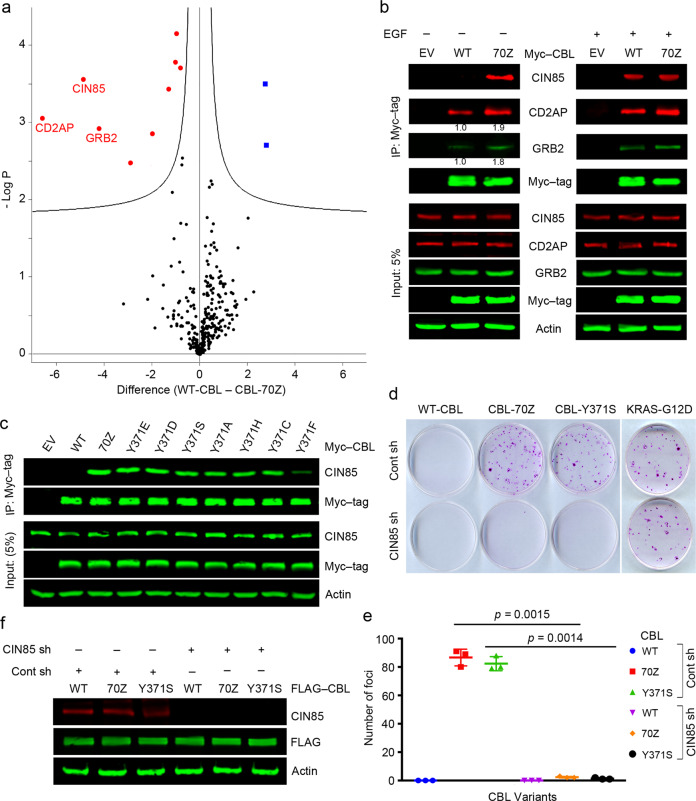
CBL mutants interact strongly with CIN85 to induce cellular transformation. **a** Volcano plot showing differences in interactomes between WT-CBL and CBL-70Z. The experiment was performed in triplicate. Red dots represent significant hits with CBL-70Z as compared to WT-CBL while blue dots represent significant hits with WT-CBL as compared to CBL-70Z. **b** Co-immunoprecipitation assay of HEK293 cell lysates with overexpressed Myc-tagged WT-CBL, CBL-70Z, or empty vector (EV) in the absence (left) and presence (right) of stimulation with EGF. Anti-Myc immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-CIN85, anti-CD2AP, anti-GRB2, anti-Myc tag, and anti-actin antibodies as indicated. In the right panels, the cells were treated with 50 ng/ml EGF for 5 min prior to harvesting. **c** Co-immunoprecipitation assay of HEK293 cell lysates with overexpressed Myc-tagged CBL variants or EV as indicated. Anti-Myc antibody immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-CIN85, anti-Myc tag, and anti-actin antibodies as indicated; *n* = 3 independent experiments. **d** Foci-formation assay using 3T3 cells stably expressing CBL variants or a positive control KRAS-G12D with and without *CIN85* knockdown; 3T3 cells expressing the oncogenic KRAS-G12D were used as a positive control for cell transformation. **e** Quantification of **d**; *n* = 3 independent experiments. Error bars represent ± SEM. **f** Expression of CIN85, FLAG, and actin in 3T3 cells stably expressing FLAG-tagged WT-CBL, CBL-70Z, or CBL-Y371S with and without *CIN85* knockdown from **d**; *n* = 3. The actin panel is a sample control in **b**, **c**, and **f**. Associated with Supplementary Fig. 1 and Supplementary Table 1.

### CIN85 interaction is essential for CBL mutant-induced transformation

To assess whether CIN85 could confer oncogenic potential to the CBL mutants, we performed foci-formation assays in the presence and absence of CIN85. Foci formation was observed in cells expressing endogenous CIN85 and stably overexpressing CBL-70Z or CBL-Y371S but not WT-CBL (Fig. 1d–f). Interestingly, both CBL-70Z and CBL-Y371S expressing cells failed to form foci when stably knocked down for CIN85 even though the control oncogenic KRAS-G12D mutant still promoted transformation in the CIN85 knocked down cells. Together, these results indicate that CIN85 is important for CBL mutant-driven transformation.

The structure of CIN85’s SH3 domain bound to a proline-rich peptide from CBL-B and mutational analyses show that R904 and R911 of CBL-B and the corresponding R822 and R829 in CBL are important for CIN85 interaction [14]. To verify this CBL–CIN85 interaction, we designed a peptide encompassing the consensus SH3 domain-binding proline-rich PXXXPR motif from CBL (PERPPKPFPRRIN; PepC1) (Fig. 2a). We tested its binding affinity for CIN85 using surface plasmon resonance (SPR) assays and found that PepC1 binds CIN85 full-length with a *K*_d_ of ~5.5 μM (Table 1, Supplementary Fig. 2). We measured the binding affinity of CIN85 SH3 domains: CIN85-SH3A, CIN85-SH3B, and CIN85-SH3C to PepC1 and found that they have *K*_d_’s of ~36, ~2, and 68 μM, respectively, but showed no binding for a control peptide from the C terminus of CBL (IDSCTYEAMYN; PepC2) (Table 1 and Supplementary Fig. 2). Accordingly, we generated secondary site mutations (R822A, R829A, ΔR822, ΔR829, R822A/R829A, and ΔCT-PR lacking residues 822-830) in CBL-Y371S and performed immunoprecipitation experiments. Deletion of R829 or alanine substitution alone was sufficient to disrupt the interaction between CBL-Y371S and CIN85 (Fig. 2b). Correspondingly, cells stably expressing CBL-Y371S with secondary site mutations R829A or R822A/R829A reduced foci-forming ability (Fig. 2c, d). These data further support our finding that interaction with CIN85 is important for cell transformation by CBL-Y371S.

**Fig. 2:**
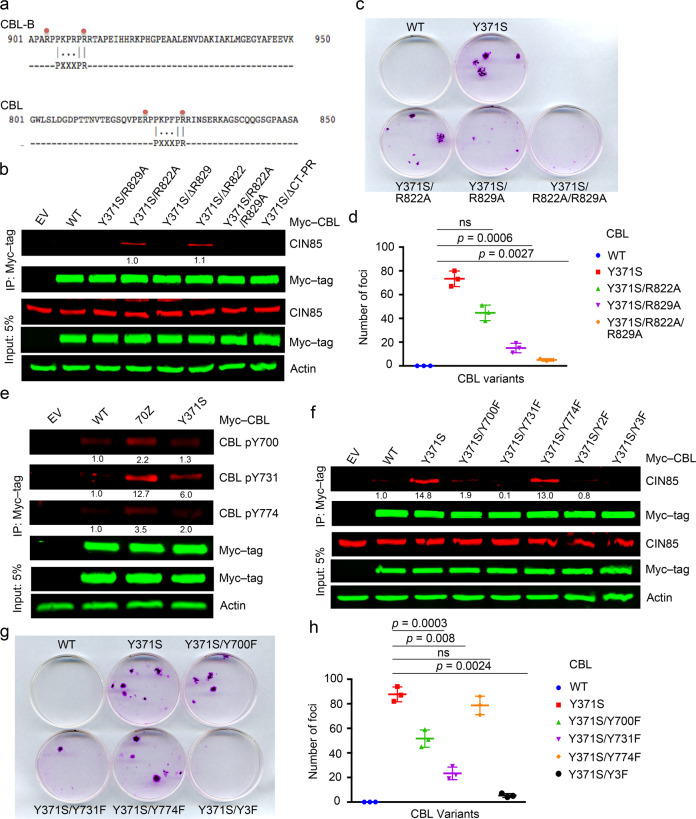
C-terminal tyrosine hyper-phosphorylation of CBL-Y371S is critical for CIN85 binding. **a** Comparison of CIN85-interacting consensus proline-rich motif in CBL-B and CBL. A red dot indicates CIN85-interacting Arg. **b** Co-immunoprecipitation assay of HEK293 cell lysates overexpressing Myc-tagged CBL-Y371S variants or EV. Anti-Myc immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-CIN85, anti-Myc tag, and anti-actin antibodies as indicated. Band intensities of immunoprecipitated CIN85 were quantified and average values from (*n* = 3) independent experiments relative to Y371S/R822A are represented below the bands. **c** Foci-formation assay using 3T3 cells stably expressing WT-CBL or CBL-Y371S variants. **d** Quantification of **c**; *n* = 3 independent experiments. **e** Co-immunoprecipitation assay of HEK293 cell lysates overexpressing Myc-tagged WT-CBL, CBL-70Z, CBL-Y371S, or EV. Anti-Myc immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-CBL pY700, anti-CBL pY731, anti-CBL pY774, anti-Myc tag, and anti-actin antibodies as indicated. Band intensities of immunoprecipitated CBL pY700, CBL pY731, and CBL pY774 were quantified and average values from (*n* = 3) independent experiments relative to WT-CBL are represented below the bands. **f** Co-immunoprecipitation assay of HEK293 cell lysates overexpressing Myc-tagged WT-CBL, CBL-Y371S variants, or EV. Anti-Myc immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-CIN85, anti-Myc tag, and anti-actin antibodies as indicated. Band intensities of immunoprecipitated CIN85 were quantified and average values from (*n* = 3) independent experiments relative to WT-CBL are represented below the bands. **g** Foci-formation assay using 3T3 cells stably expressing WT-CBL or CBL-Y371S variants. **h** Quantification of **g**; *n* = 3 independent experiments. Error bars represent ± SEM and Student’s *t*-test was used to calculate *p*-values in **d** and **h**. The actin panel is a sample control in **b**, **c**, and **f**.

**Table 1:** Dissociation constants (*K*_d_) for interactions between CIN85 FL, CIN85-SH3A, CIN85-SH3B, CIN85-SH3C WT-CBL, CBL-Y371S, PepC1, PepC2, and pY-EGFR peptide.

Immobilized protein	Analyte	*K*_d_ (μM)
CIN85 FL	PepC1	5.5 ± 0.5
CIN85 FL	PepC2	N.M.
CIN85-SH3A	PepC1	35.6 ± 0.7
CIN85-SH3A	PepC2	N.M.
CIN85-SH3B	PepC1	2.3 ± 0.2
CIN85-SH3B	PepC2	N.M.
CIN85-SH3C	PepC1	68.0 ± 15.4
CIN85-SH3C	PepC2	N.M.
WT-CBL (47–435)	pY-EGFR peptide	1.2 ± 0.1
CBL-Y371S (47–435)	pY-EGFR peptide	0.6 ± 0.1

All proteins were immobilized via an N-terminal GST-tag. SEM and dissociation constants (*K*_d_) are indicated. The number of replicates, representative sensorgrams, and binding curves are shown in Supplementary Fig. 2. N.M. indicates no measurable binding.

### C-terminal tyrosine phosphorylation of CBL-Y371S is important for interaction with CIN85

A number of reports showed that oncogenic CBL mutants are tyrosine hyper-phosphorylated [44, 45]. Specifically, Y700, Y731, and Y774 of WT-CBL have been implicated in various signaling processes [15–17] and CIN85 interaction [2, 31]. To assess the phosphorylation status of these three tyrosine residues, we overexpressed Myc-tagged WT-CBL, CBL-70Z, and CBL-Y371S in HEK293 cells and performed immunoprecipitation experiments. All three tyrosine residues particularly Y731 showed enhanced phosphorylation in CBL-70Z and CBL-Y371S compared to WT-CBL (Fig. 2e). To address the relevance of phosphorylation of these tyrosine residues, we generated secondary site mutations (Y700F, Y731F, Y774F, Y700F/Y731F (Y2F), Y700F/Y731F/Y774F (Y3F)) in CBL-Y371S and assessed the ability of these mutants to interact with CIN85. Among the individual mutants, Y731F showed the greatest effect in disrupting the association between CBL-Y371S and CIN85, and incorporation of Y3F resulted in no interaction with CIN85 (Fig. 2f). These data were further corroborated with foci-formation assays in which cells stably expressing CBL-Y371S/Y3F completely lost their ability to form foci (Fig. 2g, h). Thus, the C-terminal tyrosine hyper-phosphorylation of CBL-Y371S is critical for its interaction with CIN85 and cell transformation potential.

### Oncogenic potential of CBL-Y371S depends on its RTK binding

Next, we examined how CBL-Y371S becomes hyper-phosphorylated and wondered whether RTK binding was important. We showed that EGFR binds WT-CBL, CBL-70Z, and CBL-Y371S although it was noticeable that more of the CBL mutants were pulled down than WT-CBL (Fig. 3a, Supplementary Fig. 3a). SPR analyses showed that WT-CBL and CBL-Y371S fragments (47–435) bind tyrosine-phosphorylated EGFR peptide (LQRpYSSDPTGA) with *K*_d_’s of 1.2 and 0.6 μM, respectively (Table 1, Supplementary Fig. 2). This enhancement in binding affinity for the CBL-Y371S fragment might explain the differences in amounts of WT-CBL and CBL-Y371S pulled down by EGFR. These results demonstrate that CBL mutants are competent in binding EGFR.

**Fig. 3:**
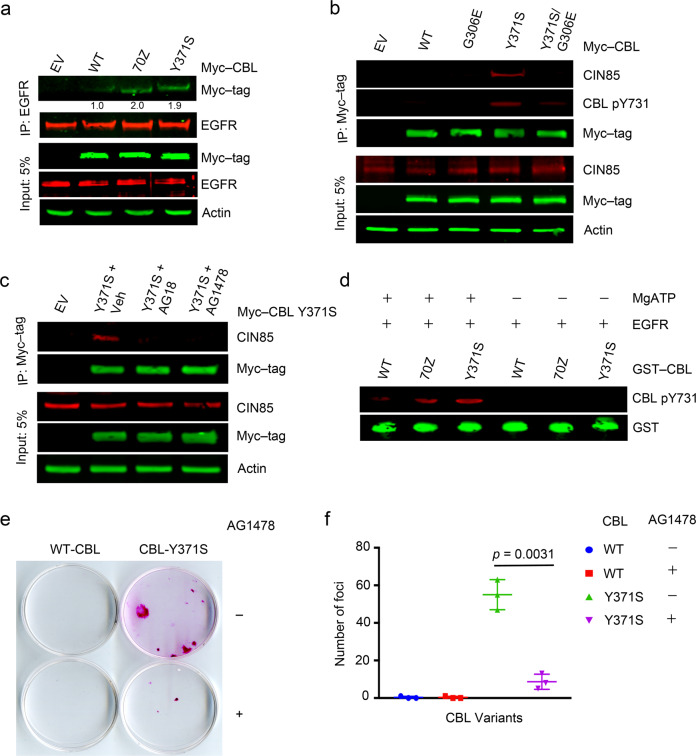
RTK binding is important for the oncogenic potential of CBL-Y371S. **a** Co-immunoprecipitation assay of HEK293 cell lysates with overexpressed Myc-tagged WT-CBL, CBL-70Z, CBL-Y371S, or EV. Anti-EGFR immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-Myc tag, anti-EGFR, and anti-actin antibodies as indicated. Band intensities of immunoprecipitated Myc-CBL variants were quantified and average values from (*n* = 3) independent experiments relative to WT-CBL are represented below the bands. **b** Co-immunoprecipitation assay of HEK293 cell lysates with overexpressed Myc-tagged WT-CBL, CBL-G306E, CBL-Y371S, CBL-Y371S/G306E, or EV. Anti-Myc tag immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-CIN85, anti-CBL pY731, anti-Myc tag, and anti-actin antibodies as indicated; *n* = 3 independent experiments. **c** Co-immunoprecipitation assay of HEK293 cell lysates with overexpressed Myc-tagged CBL-Y371S or EV, treated with vehicle (Veh), 50 μM AG18 or 50 μM AG1478. Anti-Myc immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-CIN85, anti-Myc tag, and anti-actin antibodies as indicated; *n* = 3 independent experiments. The actin panel is a sample control in **a**–**c**. **d** In vitro kinase assay performed with full-length GST-tagged WT-CBL, CBL-70Z, or CBL-Y371S in the presence of purified active EGFR. Phosphorylation was detected by immunoblotting with a CBL pY731 antibody while GST protein levels were used to demonstrate even loading; *n* = 3 independent experiments. **e** Foci-formation assay using 3T3 cells stably expressing WT-CBL or CBL-Y371S with or without AG1478 treatment. **f** Quantification of **e**; *n* = 3 independent experiments. Error bars represent ± SEM. Student’s *t*-test was used to calculate *p*-values. Associated with Supplementary Fig. 3.

Substitution of G306E in CBL disrupts RTK binding [45], so we incorporated this as a secondary site mutation in CBL-Y371S and investigated its effects on CIN85 interaction. Introduction of G306E into CBL-Y371S reduced Y731 phosphorylation and abolished interactions with CIN85 (Fig. 3b and Supplementary Fig. 3b). Next, we treated HEK293 cells overexpressing Myc-tagged CBL-Y371S with EGFR inhibitors AG18, AG1478, gefitinib, and erlotinib, and performed immunoprecipitation experiments. Treatment with EGFR inhibitors greatly reduced the ability of CBL-Y371S to interact with CIN85 (Fig. 3c and Supplementary Fig. 3c, d). To verify that EGFR can catalyze CBL Y731 phosphorylation, we performed in vitro kinase assays by incubating GST-tagged full-length WT-CBL, CBL-70Z, or CBL-Y371S purified from *E. coli* with purified active EGFR and monitored Y731 phosphorylation. We found that EGFR phosphorylated Y731 of both WT and mutant CBLs in vitro (Fig. 3d and Supplementary Fig. 3e). Furthermore, the foci-forming ability of cells stably expressing CBL-Y371S was significantly reduced when treated with the EGFR inhibitor AG1478 (Fig. 3e, f). Together, these data underscore the importance of RTK binding and RTK-mediated phosphorylation as key steps for CBL-Y371S to become tyrosine hyper-phosphorylated at its C terminus thereby enabling interactions with CIN85 to initiate transformation.

### Oncogenic mutant CBLs are unable to traffic CIN85 to endosomes

Since CBL-70Z and CBL-Y371S lack E3 activity, we investigated how these mutants influence CIN85 ubiquitination and trafficking. To assess the ubiquitination status, lysates from HEK293 cells overexpressing Myc-tagged empty vector, WT-CBL, CBL-70Z, or CBL-Y371S were subjected to cell-based ubiquitination assays. WT-CBL, but neither CBL-70Z nor CBL-Y371S ubiquitinated both exogenous and endogenous CIN85 upon EGF stimulation (Fig. 4a and Supplementary Fig. 4a). In the presence of overexpressed WT-CBL, CIN85 showed a distinct punctate pattern and co-localized with the early endosomal marker EEA1 whereas, in the presence of overexpressed CBL-70Z or CBL-Y371S, it showed a uniform distribution throughout the cell (Fig. 4b, c and Supplementary Fig. 4b). The localization pattern of CIN85 looked similar whether or not cells were treated with the lysosomal inhibitor chloroquine (Supplementary Fig. 4b).

**Fig. 4:**
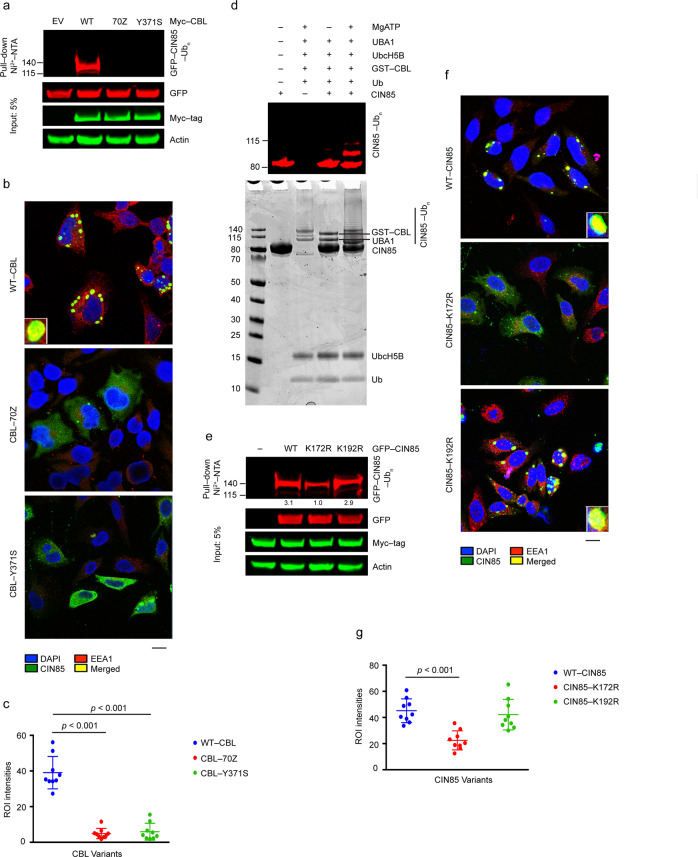
E3 ligase activity-deficient CBL mutants are unable to traffic CIN85 to endosomes. **a** Ubiquitination assay of HEK293 cell lysates with overexpressed Myc-tagged WT-CBL, CBL-70Z, CBL-Y371S, or EV along with GFP-CIN85 and His-Ub. Ni^2+^-pull-down products and the cell lysates were analyzed by immunoblotting against anti-GFP, anti-Myc tag and anti-actin antibodies as indicated; *n* = 3 independent experiments. **b** HeLa cells stably expressing WT-CBL, CBL-70Z, or CBL-Y371S were overexpressed with GFP-tagged CIN85 (green), fixed, and subjected to immunofluorescence staining using antibodies against EEA1 (red) and DAPI (blue, nuclei). Images were captured using confocal microscopy. The box at the left bottom corner shows a zoomed view of co-localized CIN85 and EEA1. Scale bars, 25 μm. **c** Quantification of **b**; *n* = 3 independent experiments. **d** In vitro ubiquitination assay performed with purified full-length CIN85 and GST-tagged CBL. The reaction was run for 30 min at room temperature. The Coomassie-stained gel (lower panel) shows the presence of Ub, UbcH5B, CIN85, UBA1, and GST-CBL. The gel was used for mass spectrometric analyses to identify CIN85 ubiquitinated sites. A fraction of each reaction was used for immunoblotting against anti-CIN85 as represented in the upper panel. **e** Ubiquitination assay of HEK293 cell lysates with overexpressed GFP-tagged WT-CIN85, CIN85-K172R, CIN85-K192R, or EV in the presence of Myc–WT-CBL and His-Ub. Ni^2+^-pull-down products and the cell lysates were analyzed by immunoblotting against anti-GFP, anti-Myc tag, and anti-actin antibodies as indicated. Band intensities of Ni^2+^-pull-down ubiquitinated products were quantified and average values from (*n* = 3) independent experiments relative to CIN85-K172R are represented below the bands. The actin panel is a sample control in **a** and **e**. **f** HeLa cells stably expressing WT-CBL were overexpressed with GFP-tagged WT-CIN85, CIN85-K172R, or CIN85-K192R (all green), fixed and subjected to immunofluorescence staining using antibodies against EEA1 (red) and DAPI (blue, nuclei). Images were captured using confocal microscopy. The box at the right bottom corner shows a zoomed view of co-localized CIN85 variants and EEA1. Scale bars, 25 μm. **g** Quantification of **f**; *n* = 3 independent experiments. The cells in all experiments except **d** were treated with 50 μM chloroquine for 24 h and stimulated with 50 ng/ml EGF for 5 min prior to harvesting or processing for immunocytochemistry. In **c** and **g**, average intensities of the region of interest (ROI) representing the fused early endosomes from three different fields of view for each set have been plotted. Error bars represent ± SEM. Student’s *t*-test was used to calculate *p*-values. Associated with Supplementary Figs. 4–6 and Supplementary Table 2.

Next, we investigated the lysine residues ubiquitinated by CBL in CIN85. To identify the ubiquitinated lysine sites, we performed an in vitro ubiquitination assay with purified full-length CIN85 and WT-CBL (Fig. 4d) and analyzed the ubiquitinated CIN85 bands using mass spectrometry (Supplementary Table 2). One particular lysine, K172 (Supplementary Fig. 5), gave the highest MaxQuant score. We found that ubiquitination of CIN85-K172R was reduced whereas ubiquitination of CIN85-K192R another site identified through mass spectrometry was similar to WT-CIN85 in the presence of WT-CBL (Fig. 4e). In contrast to WT-CIN85 and CIN85-K192R, CIN85-K172R failed to localize to endosomes efficiently independent of treatment with the lysosomal inhibitor chloroquine (Fig. 4f, g and Supplementary Fig. 4c). However, we find overexpression of CBL causes an increase in the size of the early endosomes (Supplementary Fig. 6) corroborating previous findings of a role for CBL in early endosome fusion [46]. The lack of complete disruption of ubiquitination and endosomal trafficking of CIN85-K172R suggests that there are additional ubiquitination sites. Nonetheless, these data showed that ubiquitination of CIN85 by CBL is important for its endosomal trafficking. Oncogenic CBL mutants lacking E3 activity cannot ubiquitinate CIN85, resulting in a failure of CIN85 trafficking to endosomes.

### Oncogenic CBL mutants activate Cdc42 in a CIN85-dependent manner

Next, we asked what signaling events are triggered by CBL mutant-CIN85 complexes to initiate oncogenesis. 

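RNA sequencing compared 4 NIH-3T3 lines stably transduced with empty vector (EV), WT-CBL, CBL-70Z or CBL-Y371S, with 3 libraries per line and 12 in all. Reads counted at mouse Cbl differed between the lines. Cbl (ENSMUSG00000034342, chromosome 9, 44142976 to 44234049 of GRCm38) was at 680.1 ± 51.9 normalized reads in EV, 805 ± 119 in WT-CBL, 1711 ± 104 in CBL-70Z and 1514 ± 146 in CBL-Y371S (mean ± SD, n = 3 libraries per line). Against EV the log2 fold change of Cbl was 0.23 ± 0.08 in WT-CBL (± SE, adjusted p = 0.0294, with libraries of the 2 lines overlapping), 1.33 ± 0.08 in CBL-70Z (adjusted p = 2.8e-10) and 1.15 ± 0.08 in CBL-Y371S (adjusted p = 4.2e-10). Both mutants were also above WT-CBL at this gene, by 1.10 ± 0.08 and 0.92 ± 0.08, while the difference between CBL-70Z and CBL-Y371S was 0.18 ± 0.08 (adjusted p = 0.0824). Reads of the transduced CBL reach the mouse Cbl count only as far as they align there, so these levels do not give the dose of CBL protein. Cblb, a related ligase, was at 984 ± 9.23, 738 ± 33.2, 1102 ± 34.5 and 864 ± 20.8 in the same order (log2 fold changes against EV -0.42, 0.16 and -0.19, SE 0.04), and its fall in CBL-Y371S turned into a rise once a trend with gene length and GC content was removed.

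The libraries came from a kit that does not mark the strand and were read as pairs of 36 bases. The authors report alignment to GRCm38 with TopHat2, counting per gene with HTSeq and normalization with DESeq2, and deposited a table of size-factor-normalized counts for each CBL line beside EV. Multiplying by each library's size factor returned whole reads at 100% of genes, and the EV reads were the same in the 3 tables. Reads in genes ranged from 24763982 to 29684881 in EV (median 25644762), 23018097 to 25874715 in WT-CBL (23836508), 22454220 to 23675857 in CBL-70Z (23081280) and 20724468 to 26305846 in CBL-Y371S (24747425). Each table was normalized by the authors on its own, so the reads of all 12 libraries were put on a common scale with median-of-ratios size factors, and levels given here and below are on that scale rather than that of any single table. The 15266 genes with a mean of at least 10 in a line were tested with limma on log2(value + 1), and p-values were adjusted over all tested genes. The replicates are not stated to be separate cultures, so the p-values measure only the spread between these libraries. WT-CBL replicate 3 stood apart from the other 2 WT-CBL libraries, and the fold changes of all lines against EV followed exon length in part (Spearman rho -0.61 for WT-CBL, -0.28 for CBL-70Z and -0.54 for CBL-Y371S over 10162 abundant genes).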

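A small set of genes moved to opposite sides of EV in WT-CBL cells and in cells expressing the mutants. Stra6, which encodes the receptor for retinol-binding protein (ENSMUSG00000032327, chromosome 9, 58063788 to 58153996 of GRCm38), was at 424 ± 16.8 normalized reads in EV, 162 ± 9.55 in WT-CBL, 822 ± 28.4 in CBL-70Z and 834 ± 29.5 in CBL-Y371S (mean ± SD, n = 3 libraries each). Its log2 fold changes against EV were -1.38 ± 0.06, 0.95 ± 0.06 and 0.98 ± 0.06 (± SE, adjusted p = 1.5e-12, 1.4e-10 and 1.9e-11). Sema7a, a membrane-anchored semaphorin (ENSMUSG00000038264, chromosome 9, 57940112 to 57962865), went from 394 in EV to 179 in WT-CBL, 1065 in CBL-70Z and 858 in CBL-Y371S, with log2 fold changes of -1.13, 1.44 and 1.12, SE 0.07. The same order held for the adhesion gene Tenm4 (-0.62, 2.33 and 1.67, SE 0.10) and for Rgs16, a regulator of G-protein signaling (-0.62, 1.14 and 0.94, SE 0.04).

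In the other direction, the corneodesmosome gene Cdsn was at 574 ± 11.1 in EV, 1002 ± 11.5 in WT-CBL, 264 ± 23.3 in CBL-70Z and 322 ± 13.7 in CBL-Y371S (log2 fold changes 0.80, -1.12 and -0.83, SE 0.06). The matricellular gene Wisp2 (0.37, -0.96 and -1.20, SE 0.03), the Ras-like GTPase gene Rasl11a (0.50, -0.75 and -0.88, SE 0.03) and the pentraxin Ptx3 (0.40, -0.82 and -0.77, SE 0.03) rose in WT-CBL and fell in both mutants. The retinaldehyde dehydrogenase Aldh1a1 (0.65, -0.76 and -0.38, SE 0.10), the chemokine receptor Ccr7 (0.32, -0.84 and -0.98, SE 0.12) and the serine protease Prss23 (0.22, -0.87 and -0.80, SE 0.04) did so too. The weakest of these calls was Ccr7 in WT-CBL (adjusted p = 0.0440).

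Other genes changed the same way in WT-CBL and the mutants, some of them weakly in WT-CBL. The ferritin receptor Scara5 (ENSMUSG00000022032, chromosome 14, 65666403 to 65764826) was at 77.0 ± 6.20 in EV, 252 ± 22.5 in WT-CBL, 428 ± 15.6 in CBL-70Z and 404 ± 23.2 in CBL-Y371S (log2 fold changes 1.70, 2.46 and 2.38, SE 0.08). The orphan receptor Gpr149 (0.72, 2.03 and 2.18, SE 0.07), the integrin gene Itga6 (0.32, 1.47 and 1.37, SE 0.07) and the cytohesin-binding gene Cytip (0.25, 2.07 and 2.15, SE 0.10, adjusted p = 0.0420 in WT-CBL) rose in all 3 lines. The tetraspanin Tspan33 fell in all 3 (-0.35, -1.57 and -1.96, SE 0.13, adjusted p = 0.0398 in WT-CBL). The cytokine receptor Csf2rb (-1.36, -0.72 and -1.65, SE 0.10), the diacylglycerol kinase Dgkh (-1.36, -0.69 and -1.64, SE 0.09), the unconventional myosin Myo7a (-1.29, -1.09 and -2.21, SE 0.17), the zinc-finger gene Zfp871 (-1.36, -0.30 and -1.92, SE 0.10) and the aminopeptidase Lnpep (-1.14, -0.39 and -1.91, SE 0.07) fell in all 3. Zbed6 fell as well (-1.23, -0.31 and -1.94, SE 0.11), but its sequence lies within Zc3h11a so that its reads cannot be assigned with certainty. Csf2rb, Dgkh, Myo7a, Zfp871, Lnpep and Zbed6 fell least in CBL-70Z, the line with the weakest trend with exon length (rho -0.28). Their values here are not corrected for that trend. Ptar1, a prenyltransferase subunit, fell in WT-CBL and CBL-Y371S, with -0.37 ± 0.13 in CBL-70Z (adjusted p = 0.0525). Igf2os, antisense to the growth factor gene Igf2, gave -1.43, -1.15 and -2.13, SE 0.05, and because the strand is not marked its reads may belong to Igf2.

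Id1, Id2 and Id4 were among the genes that rose most in WT-CBL. Id1 (ENSMUSG00000042745, chromosome 2, 152736251 to 152737410) was at 917 ± 26.5 in EV, 1902 ± 79.3 in WT-CBL, 922 ± 27.7 in CBL-70Z and 1611 ± 56.1 in CBL-Y371S (log2 fold changes 1.05, 0.01 and 0.81, SE 0.04). Id2 gave 0.89, -0.15 and 0.34, SE 0.05 and Id4 1.22, -0.47 and 0.16, SE 0.10. Id4 in CBL-Y371S (adjusted p = 0.199), Id1 in CBL-70Z (0.930) and Id2 in CBL-70Z (0.0505) did not pass the test. Further genes high in WT-CBL were the myogenic nuclear gene Mustn1 (0.87, -0.22 and -0.03, SE 0.06), angiotensinogen (Agt, 0.79, 0.04 and -0.20, SE 0.06), the little-studied U90926 (1.43, -0.63 and 0.73, SE 0.07), the cadherin Cdh26 (0.80, 0.22 and 0.74, SE 0.10) and the glycosyltransferase-like Glt8d2 (0.80, 0.42 and 0.57, SE 0.09). Crabp1, a retinoic acid-binding protein, changed little in WT-CBL, with overlapping libraries, and rose in the mutants (-0.13, 0.99 and 1.06, SE 0.04), and the actin-binding Ablim1 stayed near EV in WT-CBL and fell in the mutants (-0.04, -1.12 and -1.44, SE 0.08).

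Across the tested genes, 6383 passed the test in WT-CBL (3176 up, 3207 down), 3705 in CBL-70Z (1855 up, 1850 down) and 9178 in CBL-Y371S (4552 up, 4626 down). At a fold of 2 or more they numbered 139, 130 and 502. Genes called against EV on opposite sides by WT-CBL and both mutants numbered 124 (75 up in WT-CBL, 49 down in WT-CBL), and genes called on the same side by all 3 lines numbered 1982 (1017 up, 965 down). The opposite calls numbered 192 after removal of the length and GC trend, 76 with the authors' p-values and 1 at a fold of 2 or more. In 100 simulations of unchanged genes with a shared EV both counts were 0, as a call in 3 comparisons at once is not expected there, so the simulations set no baseline for either count. Fold changes against EV correlated positively between WT-CBL and CBL-70Z (r = 0.405, covariance 0.0344) and between WT-CBL and CBL-Y371S (r = 0.707, covariance 0.0951). The shared EV libraries alone gave r = 0.50 and a covariance of 0.0124 (highest 0.0138) in the same simulations. The correlation with CBL-70Z lies below that r, while both covariances lie above the simulated ones. The simulations cover the spread between EV libraries gene by gene, but not a change of the EV cells as a whole. With 1 group of EV libraries, part of the excess may come from such a change. Of 15266 genes, WT-CBL and CBL-70Z shared 1042 calls up and 976 down where independent calls would give 386 and 389. They had 180 and 163 calls on opposite sides where independent calls would give 385 and 389.7. For WT-CBL and CBL-Y371S the shared calls were 2617 up and 2758 down (independent 947 and 972), with 110 and 83 on opposite sides (962 and 956). The independent numbers leave out the shared EV and are no baseline for a shared effect. From these transcript profiles the authors describe an inverse relationship between cells overexpressing WT-CBL and cells overexpressing the mutants (Fig. 5a), which for Stra6, Sema7a, Cdsn and similar genes is the order seen here around EV.

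**Figure D1:**
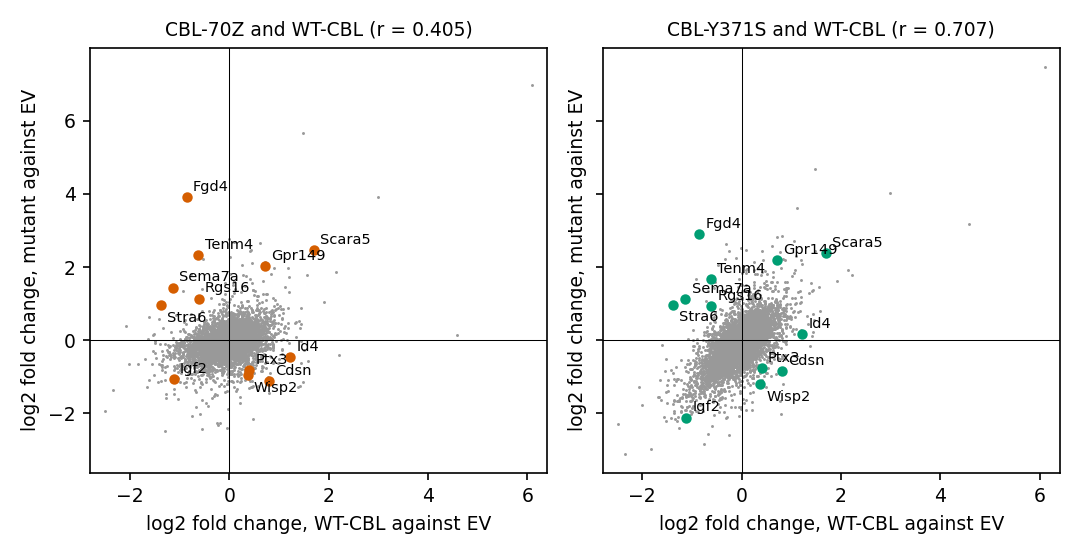
Log2 fold changes of each mutant (CBL-70Z left, CBL-Y371S right) against those of WT-CBL, all against the same EV libraries, for the 15266 tested genes (n = 3 libraries per line). Named genes are colored. Stra6, Sema7a, Tenm4 and Rgs16 lie at upper left and Cdsn, Wisp2 and Ptx3 at lower right, while Scara5 (1.70 in WT-CBL) lies at upper right and Igf2 (-1.12 in WT-CBL) at lower left.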

We examined the transcripts of 3T3 cells stably expressing WT-CBL, CBL-70Z, or CBL-Y371S and observed an inverse relationship in the transcript profiles of cells overexpressing WT and CBL mutants (Fig. 5a and Supplementary Table 3). Among the genes that were significantly upregulated in the presence of CBL mutants was *Fgd4*, a Cdc42 GEF (guanine nucleotide exchange factor). 

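Fgd4 (ENSMUSG00000022788, chromosome 16, 16416917 to 16600549 of GRCm38), which encodes an exchange factor for CDC42, was at 12.6 ± 3.04 normalized reads in EV, 6.98 ± 3.45 in WT-CBL, 200.0 ± 32.9 in CBL-70Z and 99.2 ± 4.76 in CBL-Y371S (mean ± SD, n = 3 libraries each). Against EV its log2 fold change was 3.90 ± 0.27 in CBL-70Z (± SE, adjusted p = 1.5e-09) and 2.91 ± 0.27 in CBL-Y371S (adjusted p = 1.6e-08), and against WT-CBL it was 4.76 ± 0.27 (adjusted p = 5.7e-11) and 3.77 ± 0.27 (adjusted p = 1.6e-09), with every library of a mutant above every library of EV and WT-CBL. WT-CBL differed from EV by -0.86 ± 0.27 (adjusted p = 0.0163), but single libraries of the 2 lines overlapped at these low counts. CBL-70Z exceeded CBL-Y371S by 0.99 ± 0.27 (adjusted p = 0.00476).

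A related exchange factor, Dock8 (ENSMUSG00000052085, chromosome 19, 24999534 to 25202432), rose with it, from 382 ± 2.18 in EV and 359 ± 41.2 in WT-CBL to 911 ± 13.3 in CBL-70Z and 846 ± 21.1 in CBL-Y371S (1.14 ± 0.06 in CBL-Y371S against EV, and 1.35 and 1.24 in CBL-70Z and CBL-Y371S against WT-CBL). Some exchange factors fell. Fgd3 fell in CBL-70Z (-0.63 ± 0.08, adjusted p = 3.9e-06), Dock11 fell in CBL-Y371S (-0.62 ± 0.04, adjusted p = 2.4e-11), and the intersectins Itsn1 (-0.21 ± 0.04) and Itsn2 (-0.43 ± 0.06), Dock9 (-0.37 ± 0.07) and Dock11 (-0.16 ± 0.04) fell in WT-CBL. Of the 16 measured CDC42 exchange factors, WT-CBL had 0 up and 9 down (adjusted p = 0.0268, 0.494 with an estimated correlation, up to 0.167 with a library left out) against EV. Exchange factors in CBL-70Z had 3 up and 4 down (adjusted p = 0.839, median -0.00 but mean 0.32). Exchange factors in CBL-Y371S had 2 up and 7 down (adjusted p = 0.526, median -0.11 but mean 0.13). Fgd4 and Dock8 pull the mean of the group up, to 0.32 in CBL-70Z and 0.13 in CBL-Y371S, while the group as a whole was not called against EV in either mutant. Exchange factors relative to WT-CBL had 8 up and 3 down (adjusted p = 0.0237, 0.486 with an estimated correlation, up to 0.120 with a library left out, 9 and 3 with p adjusted over the list alone) in CBL-70Z. The exchange factors had 4 up and 5 down (adjusted p = 0.737, 4 and 6 with p adjusted over the list alone) in CBL-Y371S relative to WT-CBL. The p-values of groups are from camera of limma. After removal of the trend with gene length and GC content the group gave adjusted p = 0.893 for WT-CBL against EV and 0.287 for CBL-70Z against WT-CBL.

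Cdc42 transcripts themselves changed little, at 6821 ± 139.5 in EV, 7542 ± 162 in WT-CBL, 7135 ± 26.1 in CBL-70Z and 7278 ± 220.4 in CBL-Y371S (0.14, 0.07 and 0.09, SE 0.03). Egr1, an immediate early transcription factor, was at 1378 ± 90.7, 1258 ± 37.7, 1279 ± 54.5 and 1308 ± 52.0 in the order EV, WT-CBL and the 2 mutants. Against EV it was -0.11 ± 0.05 in CBL-70Z (adjusted p = 0.117) and -0.07 ± 0.05 in CBL-Y371S (0.189), and 0.02 ± 0.05 (0.742) and 0.06 ± 0.05 (0.384) against WT-CBL. Erf, an ETS repressor, was at 2431 ± 53.7, 2393 ± 63.9, 2481 ± 63.3 and 2686 ± 49.6, or 0.03 ± 0.03 (adjusted p = 0.568) and 0.14 ± 0.03 (7.0e-04) against EV, a rise called only in CBL-Y371S. Pak1, a CDC42-bound kinase, rose in both mutants (0.05, 0.31 and 0.48, SE 0.04), as did Sh3kbp1, which encodes CIN85 (0.08, 0.31 and 0.34, SE 0.03), while its paralog Cd2ap fell (-0.12, -0.13 and -0.37, SE 0.04, with CBL-70Z libraries overlapping those of EV). The falls of Cd2ap in WT-CBL and CBL-Y371S, and of Itsn1 in WT-CBL, turned into rises once the trend with gene length and GC content was removed, and Dock11 in WT-CBL was then near 0. Akt1 gave 0.07, 0.09 and 0.29, SE 0.03, the adaptor Grb2 0.06, 0.02 and 0.14, SE 0.03 (adjusted p = 0.175, 0.682 and 9.0e-04) and the receptor Egfr -0.30, -0.14 and -0.61, SE 0.06 with adjusted p = 0.0740 in CBL-70Z. Of the 22 measured CDC42 effectors, WT-CBL had 5 up and 10 down (adjusted p = 0.228) against EV. CDC42 effectors in CBL-70Z had 5 up and 6 down (adjusted p = 0.864, 7 and 6 with p adjusted over the list alone). CDC42 effectors in CBL-Y371S had 8 up and 8 down (adjusted p = 0.927). In CBL-Y371S, Pak3 (-0.87 ± 0.04) and Cdc42ep3 (-0.67 ± 0.04) fell and Cdc42ep2 rose (0.34 ± 0.03). CDC42 effectors relative to WT-CBL had 8 up and 3 down (adjusted p = 0.429) in CBL-70Z. The CDC42 effectors had 8 up and 4 down (adjusted p = 0.429, 8 and 5 with p adjusted over the list alone) in CBL-Y371S relative to WT-CBL. RNA levels do not show the activity of CDC42. The authors measured that activity by pull-down and relate it to the rise of Fgd4 (Fig. 5d). Their pull-down used human HEK293 cells overexpressing the variants, not the stable mouse NIH-3T3 lines sequenced here. In stable 3T3 cells they report more phosphorylated AKT and PAK with the mutants, and much less after CIN85 knockdown (Fig. 5e). Fgd4 transcripts in the mutant cells also fell with that knockdown (Fig. 5c).

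**Figure D2:**
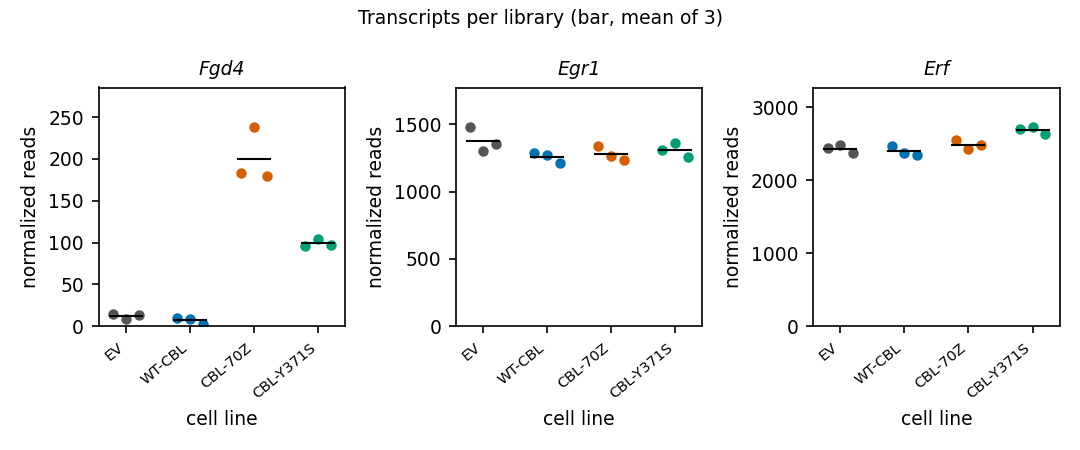
Normalized reads of Fgd4, Egr1 and Erf in each of 12 libraries, 3 per line, with bars at the means. Fgd4 rises from 12.6 in EV to 200.0 in CBL-70Z and 99.2 in CBL-Y371S, and the means of Egr1 lie between 1258 and 1378 in all 4 lines.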

Quantitative real-time PCR confirmed that *Fgd4* transcript levels were upregulated in the presence of CBL mutants as compared to WT-CBL (Fig. 5b). Since FGD4 is a Cdc42-associated GEF, we checked the transcript levels of two Cdc42-responsive genes, *Egr-1* and *Erf*, and found both to be upregulated in the presence of CBL mutants (Fig. 5b). Correspondingly, knockdown of CIN85 led to reduced *Fgd4* transcript levels in cells expressing CBL mutants (Fig. 5c), suggesting that CBL mutant-mediated transcriptional regulation of *Fgd4* was CIN85-dependent. To verify that upregulated *Fgd4* increased Cdc42 activation, we performed pull-downs of Cdc42 in the presence of WT-CBL, CBL-70Z, or CBL-Y371S using PAK1 p21-binding domain (PBD), which binds the active GTP-bound state of Cdc42. More Cdc42 was pulled down in the presence of CBL mutants as compared to WT-CBL (Fig. 5d), consistent with higher Cdc42 activation. CBL was shown to interact with the p85 subunit of PI3K through its phosphorylated Y731 [47]. The addition of PI3K inhibitor Wortmannin reduced the levels of activated Cdc42 in cells expressing all CBL variants or empty vector (Fig. 5d). However, cells expressing CBL mutants still exhibited strong Cdc42 activation in the presence of Wortmannin as compared to WT-CBL expressing cells (Fig. 5d). These results suggest that in addition to PI3K, CBL mutants also use a PI3K-independent pathway to activate Cdc42. Consistent with higher Cdc42 activation, we found that phosphorylation of AKT and PAK was elevated in the presence of CBL mutants (Fig. 5e). In contrast, when CIN85 was knocked down, CBL mutant-mediated activation of both AKT and PAK was greatly reduced (Fig. 5e). Together, these results signify the importance of interactions between CIN85 and oncogenic CBL mutants in activating downstream signaling pathways.

**Fig. 5:**
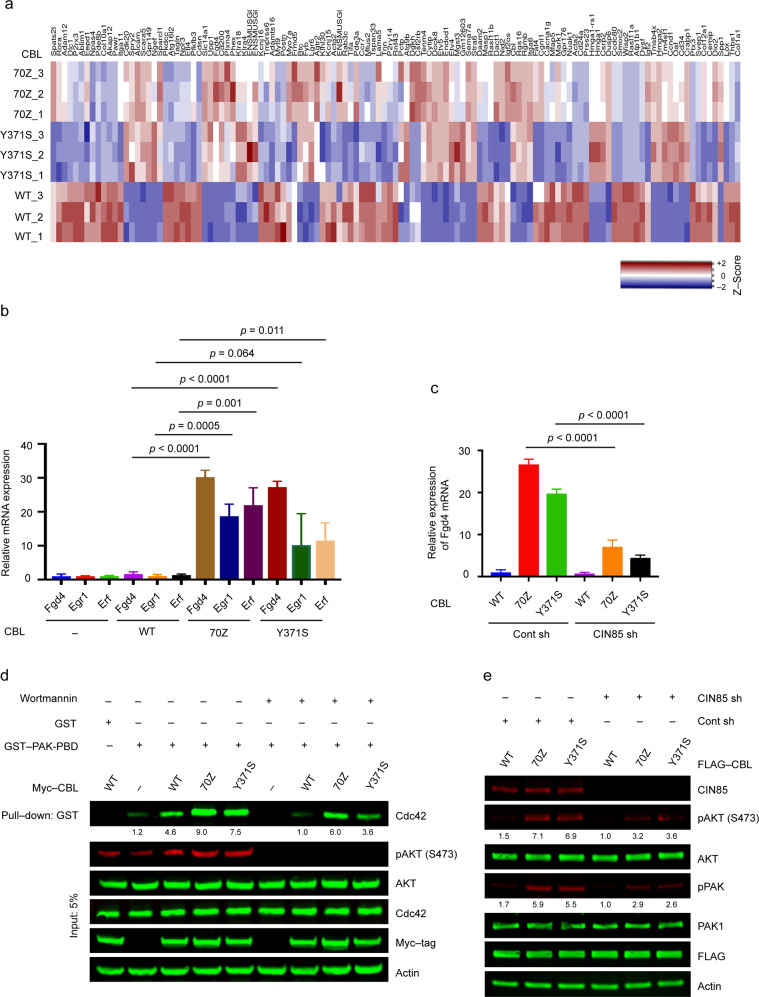
CIN85-interacting CBL mutants activate Cdc42. **a** Heatmap of RNA sequencing data comparing normalized expression of WT-CBL, CBL-70Z, and CBL-Y371S against EV. RNA was isolated from 3T3 cells stably expressing the CBL variants and subjected to RNA sequencing. Red and blue represent up- and downregulated expression, respectively. The experiment was performed in triplicate. **b** Bar graphs showing relative expression of genes from 3T3 cells stably expressing CBL variants. RNA was extracted from 3T3 cells stably expressing WT-CBL, CBL-70Z, or CBL-Y371S and quantitative RT-PCR was performed to measure transcript levels of *Fgd4*, *Egr1*, and *Erf*. The bars represent 95% confidence intervals for relative expression. The experiment was performed in triplicate. Student’s t-test was used to calculate *p*-values. **c** Bar graphs showing relative expression of *Fgd4* with and without *CIN85* knockdown. RNA was extracted from 3T3 cells stably expressing WT-CBL, CBL-70Z, or CBL-Y371S with and without *CIN85* knockdown and quantitative RT-PCR was performed to check *Fgd4* levels. The bars represent 95% confidence intervals for relative expression. The experiment was performed in triplicate. Student’s *t*-test was used to calculate *p*-values. **d** Cdc42 activation assay of HEK293 cell lysates overexpressed with CBL variants in the absence and presence of 1 μM Wortmannin treatment for 24 h. Wortmannin untreated or treated lysates from HEK293 cells overexpressing EV, WT-CBL, CBL-70Z, or CBL-Y371S were incubated with GST-PAK1-PBD bound to glutathione agarose. Immunoblotting was done against active Cdc42 using an anti-Cdc42 antibody. Lysates were also checked for expression of pAKT (S473), pan AKT, CBL variants (Myc tag), and actin. Band intensities of GST-PAK1-PBD pulled down Cdc42 were quantified and average values from (*n* = 3) independent experiments relative to Wortmannin treated WT-CBL are represented below the bands. **e** Expression of CIN85, pAKT (S473), pan AKT, pPAK, PAK1, FLAG, and actin in 3T3 cells from **c**; stably expressing FLAG-tagged WT-CBL, CBL-70Z, or CBL-Y371S with and without *CIN85* knockdown. Band intensities of pAKT (S473) and pPAK were quantified and average values from (*n* = 3) independent experiments relative to WT-CBL/CIN85 sh are represented below the bands. The actin panel is a sample control in **d** and **e**. Associated with Supplementary Table 3.

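Measured against EV, the 20 genes read from the heatmap (Fig. 5a) changed more in each mutant line than in WT-CBL, with the exception of Igf2 in CBL-70Z. They were picked from a heatmap of these same libraries, so their shifts do not stand for those of other genes. The smooth-muscle actin gene Acta2 was at 2592 ± 21.7 normalized reads in EV, 2331 ± 78.2 in WT-CBL, 1332 ± 44.3 in CBL-70Z and 1389 ± 12.3 in CBL-Y371S (mean ± SD, n = 3 libraries each), with log2 fold changes of -0.15, -0.96 and -0.90, SE 0.03. The contractile gene Tagln (-0.28, -1.13 and -1.27, SE 0.05), the collagen gene Col1a1 (-0.20, -0.69 and -0.65, SE 0.04) and the matricellular gene Thbs1 (-0.47, -1.15 and -1.74, SE 0.04) fell in all 3 lines. The collagen crosslinker Lox (-0.27, -0.62 and -1.27, SE 0.03), the metalloprotease Adam12 (-0.54, -0.85 and -1.34, SE 0.06) and the growth factor Igf2 (-1.12, -1.05 and -2.11, SE 0.03) fell in all 3 lines against EV. For these genes WT-CBL lay on the same side of EV as the mutants. Igf2 did not differ between CBL-70Z and WT-CBL (0.07 ± 0.03, adjusted p = 0.150), and its reads overlap those of the antisense Igf2os. The matrix gene Postn was at 121 ± 14.7, 135 ± 56.5, 49.9 ± 9.71 and 38.9 ± 9.72 (0.09, -1.27 and -1.63, SE 0.22), with no call in WT-CBL (adjusted p = 0.786). Only Akap12, a kinase-anchoring protein, was called up in WT-CBL and down in both mutants (0.24, -0.78 and -0.82, SE 0.07).

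Among the genes high in the mutants, cyclin D1 (Ccnd1) rose from 3683 ± 118 in EV to 4715 ± 171 in WT-CBL, 6797 ± 7.00 in CBL-70Z and 7576 ± 153 in CBL-Y371S (0.36, 0.88 and 1.04, SE 0.03). The stem cell antigen Cd34 (0.48, 0.77 and 0.88, SE 0.03), the ERK feedback gene Spry2 (0.37, 0.77 and 0.79, SE 0.07) and the chromatin protein Hmga1 (0.15, 0.84 and 1.26, SE 0.05) likewise rose in all 3 lines. Hmga2 (-0.06, 0.97 and 0.98, SE 0.03, adjusted p = 0.0875 in WT-CBL), osteopontin (Spp1, 0.07, 0.71 and 0.80, SE 0.03, 0.0700), the ERK phosphatase Dusp6 (0.07, 0.72 and 0.67, SE 0.04, 0.204), the ETS factors Etv4 (-0.02 and 0.91 in WT-CBL and CBL-70Z, 0.805, with 446 reads in EV and 1097 in CBL-Y371S) and Etv5 (-0.06, 1.04 and 1.08, SE 0.05, 0.354), the surface glycoprotein Cd200 (-0.08, 1.55 and 1.44, SE 0.13, 0.650) and uridine phosphorylase (Upp1, 0.41, 2.43 and 2.44, SE 0.16, 0.0527) rose in the mutants without a call in WT-CBL.

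Groups of genes around these were tested as lists. Of the 17 measured ERK pathway feedback and target genes, WT-CBL had 5 up and 6 down (adjusted p = 0.927) against EV. ERK target genes in CBL-70Z had 14 up and 1 down (adjusted p = 2.6e-13, 0.00702 with an estimated correlation). ERK target genes in CBL-Y371S had 13 up and 1 down (adjusted p = 4.0e-05, 0.0545 with an estimated correlation). ERK target genes relative to WT-CBL had 13 up and 1 down (adjusted p = 1.4e-10, 0.0108 with an estimated correlation, 14 and 1 with p adjusted over the list alone) in CBL-70Z. The ERK target genes had 15 up and 1 down (adjusted p = 1.3e-11, 0.0102 with an estimated correlation) in CBL-Y371S relative to WT-CBL. The p-values of groups are from camera of limma. Of the 26 measured collagen and matrix genes, WT-CBL had 4 up and 15 down (adjusted p = 2.9e-05, 0.264 with an estimated correlation, 5 and 16 with p adjusted over the list alone) against EV. Matrix genes in CBL-70Z had 0 up and 22 down (adjusted p = 3.6e-22, 0.0386 with an estimated correlation). Matrix genes in CBL-Y371S had 1 up and 22 down (adjusted p = 8.4e-12, 0.0995 with an estimated correlation). The matrix genes that fell most in CBL-70Z included Postn, Thbs1 and Col12a1 (-1.03 ± 0.05). Matrix genes relative to WT-CBL had 5 up and 18 down (adjusted p = 3.9e-05, 0.265 with an estimated correlation, 6 and 18 with p adjusted over the list alone) in CBL-70Z. The matrix genes had 0 up and 19 down (adjusted p = 3.8e-13, 0.0833 with an estimated correlation, 0 and 20 with p adjusted over the list alone) in CBL-Y371S relative to WT-CBL. Of the 20 measured actin and contractile genes, WT-CBL had 2 up and 11 down (adjusted p = 0.00592, 0.0995 with an estimated correlation) against EV. Contractile genes in CBL-70Z had 0 up and 12 down (adjusted p = 2.9e-10, 0.00702 with an estimated correlation, 0 and 14 with p adjusted over the list alone). Contractile genes in CBL-Y371S had 3 up and 12 down (adjusted p = 0.00363, 0.0833 with an estimated correlation, 3 and 13 with p adjusted over the list alone). Myl9 (-1.63 ± 0.13) and Tpm1 (-0.37 ± 0.03) fell in CBL-70Z beside Acta2 and Tagln. Contractile genes relative to WT-CBL had 3 up and 9 down (adjusted p = 0.00328, 0.0833 with an estimated correlation, 4 and 9 with p adjusted over the list alone) in CBL-70Z. The contractile genes had 3 up and 10 down (adjusted p = 0.0237, 0.172 with an estimated correlation) in CBL-Y371S relative to WT-CBL. Of the 12 measured protease and invasion genes, WT-CBL had 3 up and 3 down (adjusted p = 0.913, 5 and 3 with p adjusted over the list alone, median 0.02 but mean -0.00) against EV. Invasion genes in CBL-70Z had 7 up and 5 down (adjusted p = 0.0352, 0.177 with an estimated correlation, 0.0514 after removal of the length and GC trend). Invasion genes in CBL-Y371S had 7 up and 5 down (adjusted p = 0.194). The cathepsin gene Ctsl was at 0.59 ± 0.03 in CBL-70Z. Invasion genes relative to WT-CBL had 6 up and 4 down (adjusted p = 0.0275, 0.172 with an estimated correlation, 7 and 4 with p adjusted over the list alone) in CBL-70Z. The invasion genes had 7 up and 5 down (adjusted p = 0.0536) in CBL-Y371S relative to WT-CBL. These 4 lists hold genes seen in the heatmap (Dusp6, Etv4, Etv5, Spry2 and Ccnd1, Col1a1, Thbs1, Postn and Lox, Acta2 and Tagln, Hmga1, Hmga2 and Spp1). Their counts and p-values are therefore not independent of it.

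The heatmap shows the libraries of 3 lines and none of EV, although its legend names EV as the reference (Fig. 5a). Of 1772 genes that differed from WT-CBL the same way in both mutants (807 up, 965 down), EV lay between WT-CBL and the mutants for 878, beyond WT-CBL for 580 and beyond a mutant for 314. EV was placed by means of the lines alone, without a test or margin. Choosing genes by their distance from the same WT-CBL libraries can itself put EV in between, so the 878, 580 and 314 have no baseline. Both mutants were called away from EV for 997 of these genes and WT-CBL for 657, with 124 where WT-CBL and both mutants were called on opposite sides, 873 where both mutants were called and WT-CBL was not called on the other side, and 336 where WT-CBL was called and neither mutant was called on the other side. WT-CBL was called on the mutants' side of EV for 236.

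**Figure D3:**
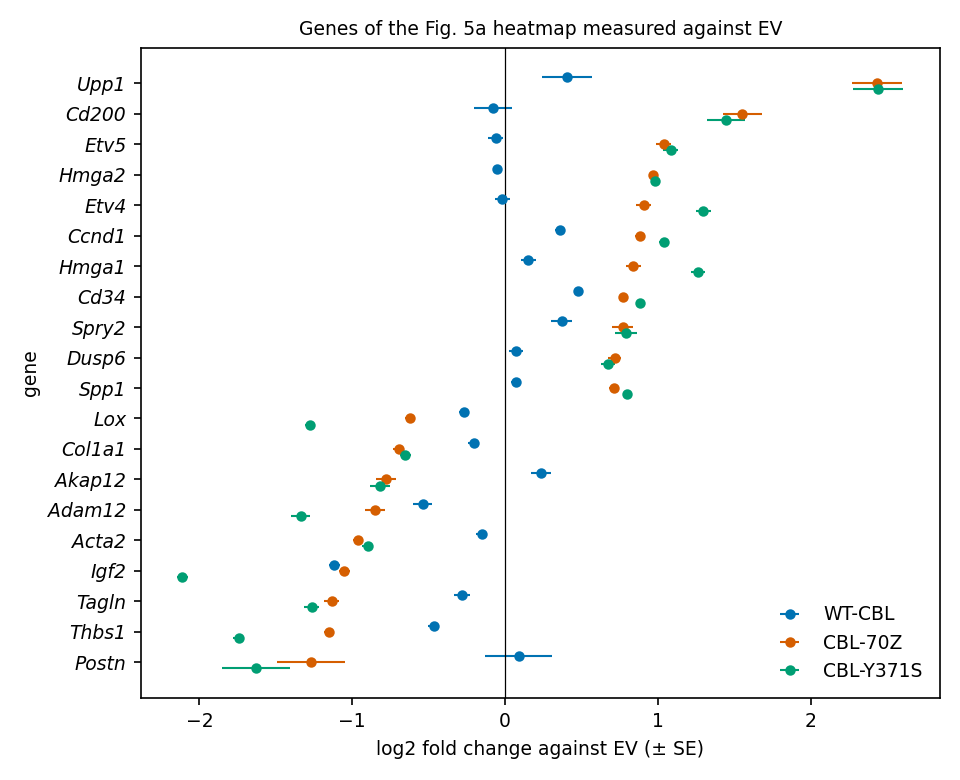
Log2 fold changes against EV (± SE, n = 3 libraries per line) of 20 genes read from the heatmap of Fig. 5a, for WT-CBL, CBL-70Z and CBL-Y371S. The mutants lie away from 0 on the same side for each gene, WT-CBL lies on the other side of 0 with a call only for Akap12 (0.24), and the largest shift of WT-CBL is that of Igf2 (-1.12).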

### CIN85 shows an inverse correlation with activated CBL in breast cancer

Given the importance of CBL and CIN85 in cancer progression of breast cancer cells and tissues [34, 43, 48, 49], we investigated their association in breast cancer tissue microarrays (Supplementary Table 4) through immunohistochemistry. The expression of CIN85 was very high between stages II and III as compared to the cancer adjacent normal breast tissue (NAT) and stage I breast cancer tissues (Fig. 6a, b). Similarly, low levels of CBL expression were observed in the NAT but increased in stage I and became higher in stages II–III (Fig. 6c, d). Thus, in advanced stages of breast cancer, CIN85 and CBL could coordinate to promote cancer progression and metastasis. We also looked at the CBL E3 activation status by monitoring the levels of pCBL in the same tissue samples using a customized CBL-pTyr371 antibody. In contrast to CIN85 and CBL, the level of pCBL was higher in the NAT and gradually decreased through the different stages of breast cancer until it became very low between stages II and III (Fig. 6e, f). This suggests that although there is a high level of CBL expression in advanced stages of breast cancer, its E3 ligase function is not activated. Under these circumstances, CBL could in principle act as an adaptor and recruit other proteins such as CIN85 to facilitate breast cancer progression. We, therefore, reasoned that disruption of the CBL–CIN85 interaction by PepC1 might reduce breast cancer cell proliferation. Since CBL and CIN85 show higher expression in MDA-MB-231 cells [43] (Supplementary Fig. 7), we treated these cells with PepC1 and found that the cells treated with PepC1 had a lower rate of proliferation as compared to cells treated with the cell-penetrating peptide Antennapedia (Cont) or PepC2 (Fig. 6g). These data suggest for a correlation between the protein levels of CIN85 and E3-inactivated CBL in facilitating breast cancer progression; hence, there might be therapeutic potential in disrupting the CBL–CIN85 interaction.

**Fig. 6:**
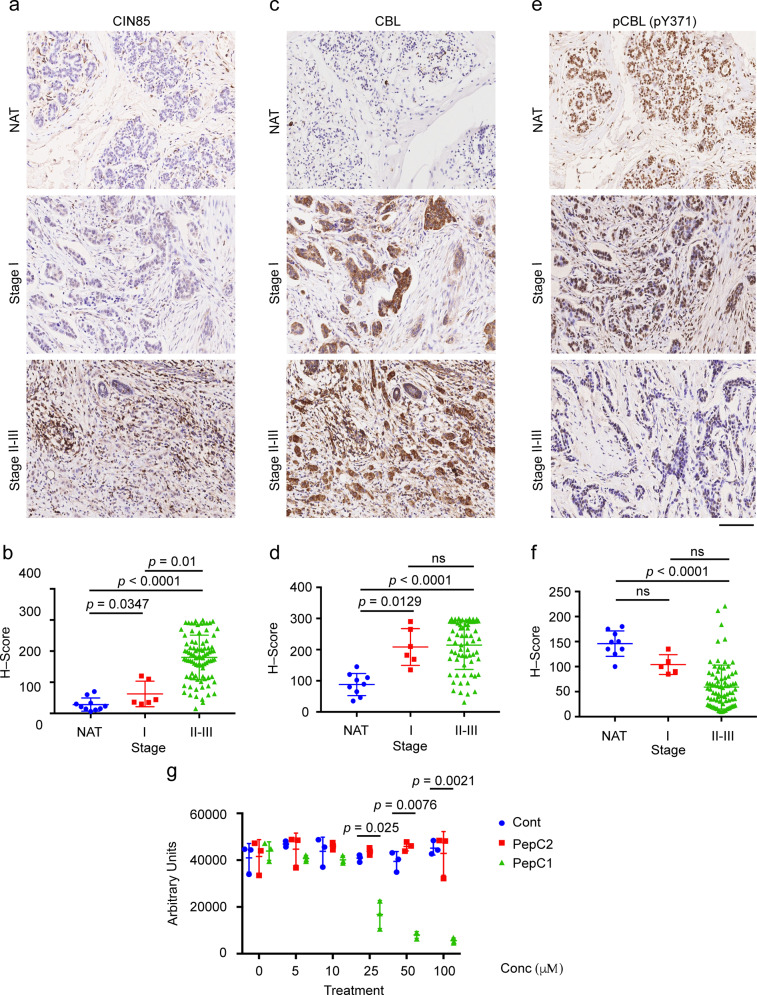
CIN85 shows an inverse correlation with pCBL. **a** Representative examples of CIN85 staining in NAT (*n* = 10), Stage I (*n* = 6), Stages II–III cores (*n* = 91). **b** Quantification of CIN85 expression as shown by CIN85 histoscore (*H*-Score) across different stages for the full tissue microarray (TMA). **c** Representative examples of CBL staining in NAT (*n* = 9), Stage I (*n* = 6), Stages II–III (*n* = 67) cores. **d** Quantification of CBL expression as shown by CBL histoscore (*H*-Score) across different stages for the full TMA. **e** Representative examples of pCBL (pY371) staining in NAT (*n* = 9), Stage I (*n* = 5), Stages II–III cores (*n* = 80). **f** Quantification of pCBL (pY371) expression as shown by pCBL (pY371) histoscore (*H*-Score) across different stages for the full TMA. Only intact cores following immunohistochemistry were used for analyses. Images were exported using Halo software at ×20 original magnification. The scale bar (bottom right) represents 100 µm in each panel. **g** Plot for MDA-MB-231 cell proliferation assay (*n* = 3) using CyQUANT direct showing growth inhibitory properties of PepC1. Cells were treated with 1 μM cell-penetrating Antennapedia peptide in the absence and presence of PepC1 and PepC2 peptides at concentrations of 5, 10, 25, 50, and 100 μM. Student’s *t*-test was used to calculate *p*-values in **b**, **d**, **f**, and **g**. Associated with Supplementary Fig. 7 and Supplementary Table 4.

## Discussion

CBL’s dual functions as an E3 and an adaptor are tightly coupled to ensure proper regulation of RTK signaling. CBL mutations or deletions within the LHR and RING domain have been identified in a substantial fraction of different types of myeloid malignancies. A central feature of these CBL mutants is the loss of E3 activity, which decouples CBL’s dual functions, resulting in deregulation of adaptor proteins that activate various signaling pathways (Fig. 7). Our work provides a mechanistic link between the adaptor role of CBL mutants and CIN85 in eliciting oncogenesis. We showed that CBL mutants bind CIN85 in the absence of growth factor stimulation; this binding and the lack of E3 activity deregulates CIN85 trafficking and signaling. This results in alteration of the transcriptome landscape to promote various signaling events such as Cdc42 activation to drive oncogenic transformation. A coordinated event involving EGFR binding and subsequent EGFR-mediated phosphorylation of CBL mutants’ C-terminal tyrosines is essential for enabling interactions between an adjacent proline-rich motif and CIN85. In human breast cancer samples, we found a correlation between levels of CIN85 and E3-inactivated CBL. Furthermore, we identified a CIN85-binding peptide, PepC1, from the proline-rich region of CBL that reduces the proliferation of breast cancer cells. These results suggest that inhibiting interactions between mutant or E3-inactive CBL and RTKs or CIN85 in cancer patients could have therapeutic potential.

**Fig. 7:**
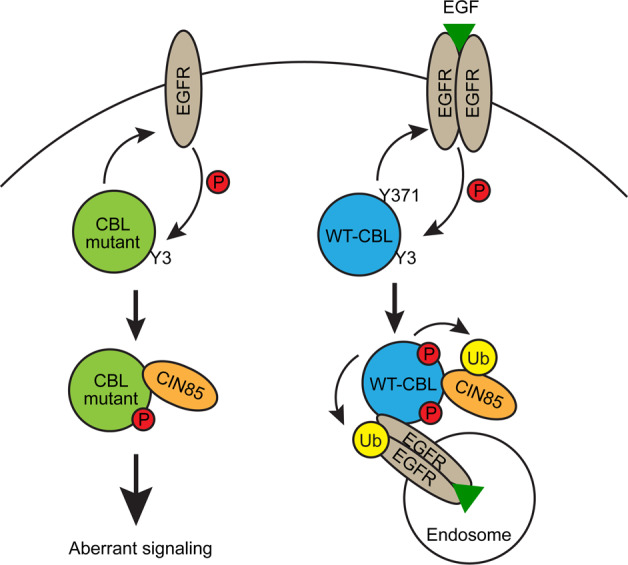
Model showing the mechanism of action of CBL mutant in promoting oncogenesis. RTKs like EGFR activates WT-CBL via Tyr371-phosphorylation. This ligase-activated CBL associates with adaptor proteins like CIN85 to promote subsequent endosomal sorting and lysosome-mediated degradation of EGFR. CBL Y371 mutants lack E3 ligase activity but still associate with EGFR and are phosphorylated within the C-terminal tyrosines (Y3) and are thus able to bind tightly to CIN85. These CBL mutant-CIN85 complexes have derailed endosomal trafficking associated with amplified signaling that promotes oncogenesis.

We showed that unlike the WT-CBL and CIN85 binding [2, 37]; CBL-Y371S binds CIN85 in the absence of growth factor stimulation. It seems that in the absence of receptor stimulation, there is basal EGFR activity as shown by EGFR-mediated phosphorylation of CBL mutants’ C-terminal tyrosines. However, why WT-CBL’s C-terminal tyrosines are not hyper-phosphorylated is unclear as EGFR is competent in phosphorylating the C-terminal Y731 of both WT-CBL and CBL mutants in vitro. We find that CBL-Y371S exhibits a slightly higher binding preference for EGFR as compared to WT-CBL, but this difference is moderate. As Tyr371 mutation induces LHR conformational change [50], we reason that altered CBL conformation could favor EGFR binding and EGFR-mediated C-terminal tyrosine phosphorylation. CBL-70Z lacks part of the LHR including Tyr371, suggesting it also disrupts LHR–TKBD interactions to alter CBL’s conformation. Although CBL-Y371F has not been identified as an MDS/MPN CBL mutant, previous studies showed that it lacks E3 activity but adopts a conformation similar to WT-CBL [50]. We showed that this mutant binds CIN85 albeit not to the same extent as MDS/MPN CBL Y371 mutants. Moreover, we found that other MDS/MPN CBL mutants located in the RING domain rather than the LHR, such as R420Q and R420L, disrupt E2~Ub binding but still bind strongly to CIN85 in the absence of growth factor stimulation. Thus, the lack of E3 activity contributes to the enhanced CIN85 binding, and mutation-induced conformational changes might facilitate the process.

Several groups have independently demonstrated that the TKBD, proline-rich regions, and C-terminal tyrosines are important for CBL mutants to elicit oncogenic potential [22, 30, 31]. We showed that these domains function in a coordinated manner in which the TKBD is critical for initial binding to EGFR to allow EGFR-mediated phosphorylation of C-terminal tyrosines of CBL mutants and subsequent CIN85 binding to a C-terminal proline-rich motif in CBL mutants. Our mass spectrometry analyses also identified GRB2 and CD2AP that bind CBL-70Z in the absence of growth factor stimulation. We speculate that they might contribute to aberrant CBL mutant signaling depending on the cell system. A common theme for the oncogenic potential of CBL mutants is the activation of select downstream signaling pathways including PI3K-AKT, STATs, and ERK [22, 27, 28, 31, 32]. Understanding CBL mutant interactomes offers the opportunity to block the initiation of these aberrant signaling cascades. Indeed we showed that knockdown of CIN85, disruption of the CIN85-binding mechanism, or disruption of the RTK–CBL interaction, reduced the transforming ability of CBL-Y371S, suggesting that inhibiting these events might have therapeutic potential.

CBL–CIN85 complex is assembled upon growth factor stimulation and localizes to endosomal vesicles to facilitate lysosomal degradation of RTKs [2, 3]. It is unclear what the consequences of failure are in sorting of CIN85 to the endosomes. We showed that E3-inactive CBL mutants were unable to ubiquitinate and traffic CIN85 to the endosomes. This would deregulate RTK signaling where RTKs like EFGR could act as transcription factors [51] or activate additional transcription factors via signaling proteins like AKT, thereby altering the transcriptome landscape. CIN85 binds many proteins via its SH3 domains and proline-rich region [52]. It seems likely that CBL mutant-CIN85 complex could recruit other signaling proteins to form large scaffolding complexes and activate transcriptional events. Our results showed that CBL mutant-CIN85 complexes alter the transcriptome and consequently activate Cdc42 to modulate AKT pathway. This process is independent of PI3K and we posit that transcriptional upregulation of Fgd4 could contribute to Cdc42 activation.

Several studies have shown that CBL–CIN85 complex interacts with a number of proteins to promote cancer progression [34, 43, 48, 49]. AMAP1 localizes with CBL–CIN85 complex at invadopodia to advance breast cancer cell invasion [43] and MUC1 association with CBL–CIN85 complex at the plasma membrane and in the cytosol contributes to the progression of colon cancer [34]. How WT-CBL is deregulated, however, remains unclear. We found a stage-wise increase in the expression levels of both CIN85 and CBL in breast cancer samples. In contrast, levels of pCBL were high in cancer adjacent normal breast tissue and considerably low in advanced stages of cancer. This inverse relationship between CBL expression and its Tyr371-phosphorylation status implies that in the advanced stages of breast cancer the high levels of CBL remain in an E3-inactivated state in which CBL mainly functions as an adaptor. It seems plausible that E3-inactivated CBL could function in a similar manner to the MDS/MPN CBL mutants and cooperate with CIN85 to promote cancer progression. Indeed, knocking down CBL in different cancer cells reduces their proliferation, clonogenic survival, and migration [43, 53]. It is noteworthy that none of these studies show the activation status of CBL. Nonetheless, we find the reduced proliferation of MDA-MB-231 cells when treated with the PepC1 peptide that blocks the interaction between CIN85 and CBL. Although PepC1 binds CIN85 with a *K*_d_ of 5.5 μM, it remains unclear whether PepC1 could interact with other protein(s) in cells or the chemical property of PepC1 could contribute to the reduced cell proliferation. Future optimization of PepC1 is required to improve its specificity and efficacy. Likewise screening for peptides targeting additional CBL domains would be beneficial in targeting CBL in CBL-dependent cancer.

In summary, our results elucidate how MDS/MPN CBL mutants or inactivated CBL elicit gain-of-function properties by deregulating CBL–CIN85 signaling and provide evidence that targeting the RTK–CBL–CIN85 axis could inhibit oncogenesis.

## Materials and methods

Detailed methods including plasmids, antibodies, shRNA knockdown, mass spectrometry and RNAseq analyses, ubiquitination and kinase assays, cDNA synthesis and quantitative real-time PCR, Cdc42 activation assay, recombinant protein preparation, SPR analyses, breast cancer tissue microarray, cell proliferation assays are provided in the Supplemental Information.

### Cell maintenance and transfections

Mammalian cell lines HEK293, MDA-MB-231, and NIH-3T3 were obtained from ATCC. The HeLa cell line was procured from EACC. HEK293 and NIH-3T3 cells were cultured in DMEM; MDA-MB-231 cells were cultured in DMEM/F12 and HeLa cells were cultured in RPMI. The cell lines were grown in a monolayer at 37 °C in 5% CO_2_, supplemented with 20 mM l-glutamine, 6 mg/l gentamycin, 0.1 mg/ml streptomycin, and 100 units/ml penicillin (Invitrogen, USA). All cell lines except NIH-3T3 (supplemented with 10% DBS) were also supplemented with 10% FBS. Short tandem repeat profiling using GenePrint 10 System (Promega) is used to authenticate the cell lines in-house every 2 years. Cell lines are also regularly tested in-house for mycoplasma. Lipofectamine-2000 (ThermoFisher Scientific) or jetPEI DNA transfection reagent (Polyplus transfection) reagents were used to transfect the cell lines with the plasmids following the manufacturer’s protocol. Unless otherwise mentioned, cells were harvested 48 h after transfection.

### Immunoblotting and co-immunoprecipitation

Cells were resuspended in IP lysis buffer (50 mM Tris-HCl pH 7.5, 150 mM NaCl, 1 mM EDTA, 1% IGEPAL CA-630, 10% glycerol, 0.5 mM DTT, and cOmplete protease inhibitor cocktail) to prepare whole cell lysates for western blot and immunoprecipitation as described previously [54]. For standard immunoprecipitations, 1 mg of freshly prepared whole-cell lysates were precleared by incubating them with 25 μl (50% slurry) of a 1:3 mixture of Protein G Sepharose 4 Fast Flow and Protein A Sepharose CL 4B beads on a rotatory shaker at 4 °C for 30 min. The indicated antibodies were then added to the collected supernatants and incubated overnight on a rotatory shaker at 4 °C. The following day, samples were further incubated for 2 h at 4 °C after adding 35 μl (50% slurry) beads. For immunoprecipitation using Myc-trap, the lysates were only incubated for 1 h with the trap beads. The beads were washed twice with IP lysis buffer and once with IP wash buffer (IP lysis buffer consisting of 200 mM NaCl and 1.0 mM DTT). Immunoprecipitated proteins were eluted in 40 μl 2× loading dye at 95 °C. Immunoblotting was performed as described previously [54] and the immunoblots were scanned on an Odyssey CLx Imaging System (LI-COR Biosciences).

### Immunocytochemistry

The cells on coverslips were washed thrice with PBS, fixed in methanol, and blocked with 3% BSA in PBS. Primary antibodies in 1% BSA were added and the coverslips were put in a moist chamber for overnight incubation at 4 °C. This was followed by incubation with secondary antibodies for 1 h at room temperature under dark conditions and the coverslips were then mounted onto glass slides containing DAPI media. The images were captured on a Zeiss 710 upright confocal microscope at ×60 (oil) magnification.

### Foci-formation assay

NIH-3T3 cells were seeded onto 6 cm dishes, followed by two successive rounds of infections with the respective constructs as described previously [50]. The cells were selected with 1.5 μg/ml puromycin (Sigma-Aldrich), cultured for 18 days, fixed in methanol, and stained with sulforhodamine B (Sigma-Aldrich). Cells transfected with KRAS-G12D were cultured for 7 days. Three independent experiments were performed. Foci were then counted manually and statistical analyses were performed with Prism (Graph Pad, version 8.1.0).

### Quantification and statistical analysis

Statistical analyses were performed with GraphPad Prism (version 8.1.0). Student’s t-tests (two-tailed) were performed to analyze statistical significance with p-values <0.05 accepted as statistically significant. The error bars present in the foci-formation assay figures represent ± SEM. Representative immunoblots and immunocytochemistry images were shown and the experiments were performed in triplicate unless otherwise mentioned. For immunoblot band quantification, intensities were measured using Fiji as detailed in the figure legends. For SPR assays, Biacore T200 BIAevaluation software (GE Healthcare) was used for the analyses of data by steady-state affinity. The number of replicates (*n*) for each *K*_d_ measurement is indicated in Supplementary Fig. S2. The bar graphs for relative expression in quantitative real-time PCR represent 95% confidence intervals. GraphPad Prism (version 8.1.0) was used to generate the plots in Figs. 4c, g, 6b, d, f, g and Supplementary Figs. 1c, 3a, b, c, e, and the error bars represent ± SEM.

## Supplementary information

Supplemental Material

## Data Availability

Raw mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the data set identifier PXD011369. Gene expression profiling data based on RNAseq for WT-CBL, CBL-70Z, and CBL-Y371S have been deposited in the Gene Expression Ominibus (GEO) under accession code GSE121176. Uncropped immunoblots are provided in Supplementary Fig. 8. All data generated in this study are included in this article (and its supplementary files) or are available from the corresponding author upon request.

# Supplementary material for: E3 ligase-inactivation rewires CBL interactome to elicit oncogenesis by hijacking RTK–CBL–CIN85 axis
**Source:** Oncogene. 2021 Feb 24;40(12):2149–64. doi: 10.1038/s41388-021-01684-x
**Supplement:** Supplementary file 1 — Supplemental Material

**Supplementary Information**

**E3 ligase-inactivation rewires CBL interactome to elicit oncogenesis by hijacking RTK-CBL-CIN85 axis**

Syed Feroj Ahmed, Lori Buetow, Mads Gabrielsen, Sergio Lilla, Gary J. Sibbet, David Sumpton, Sara Zanivan, Ann Hedley, William Clark, and Danny T. Huang

**
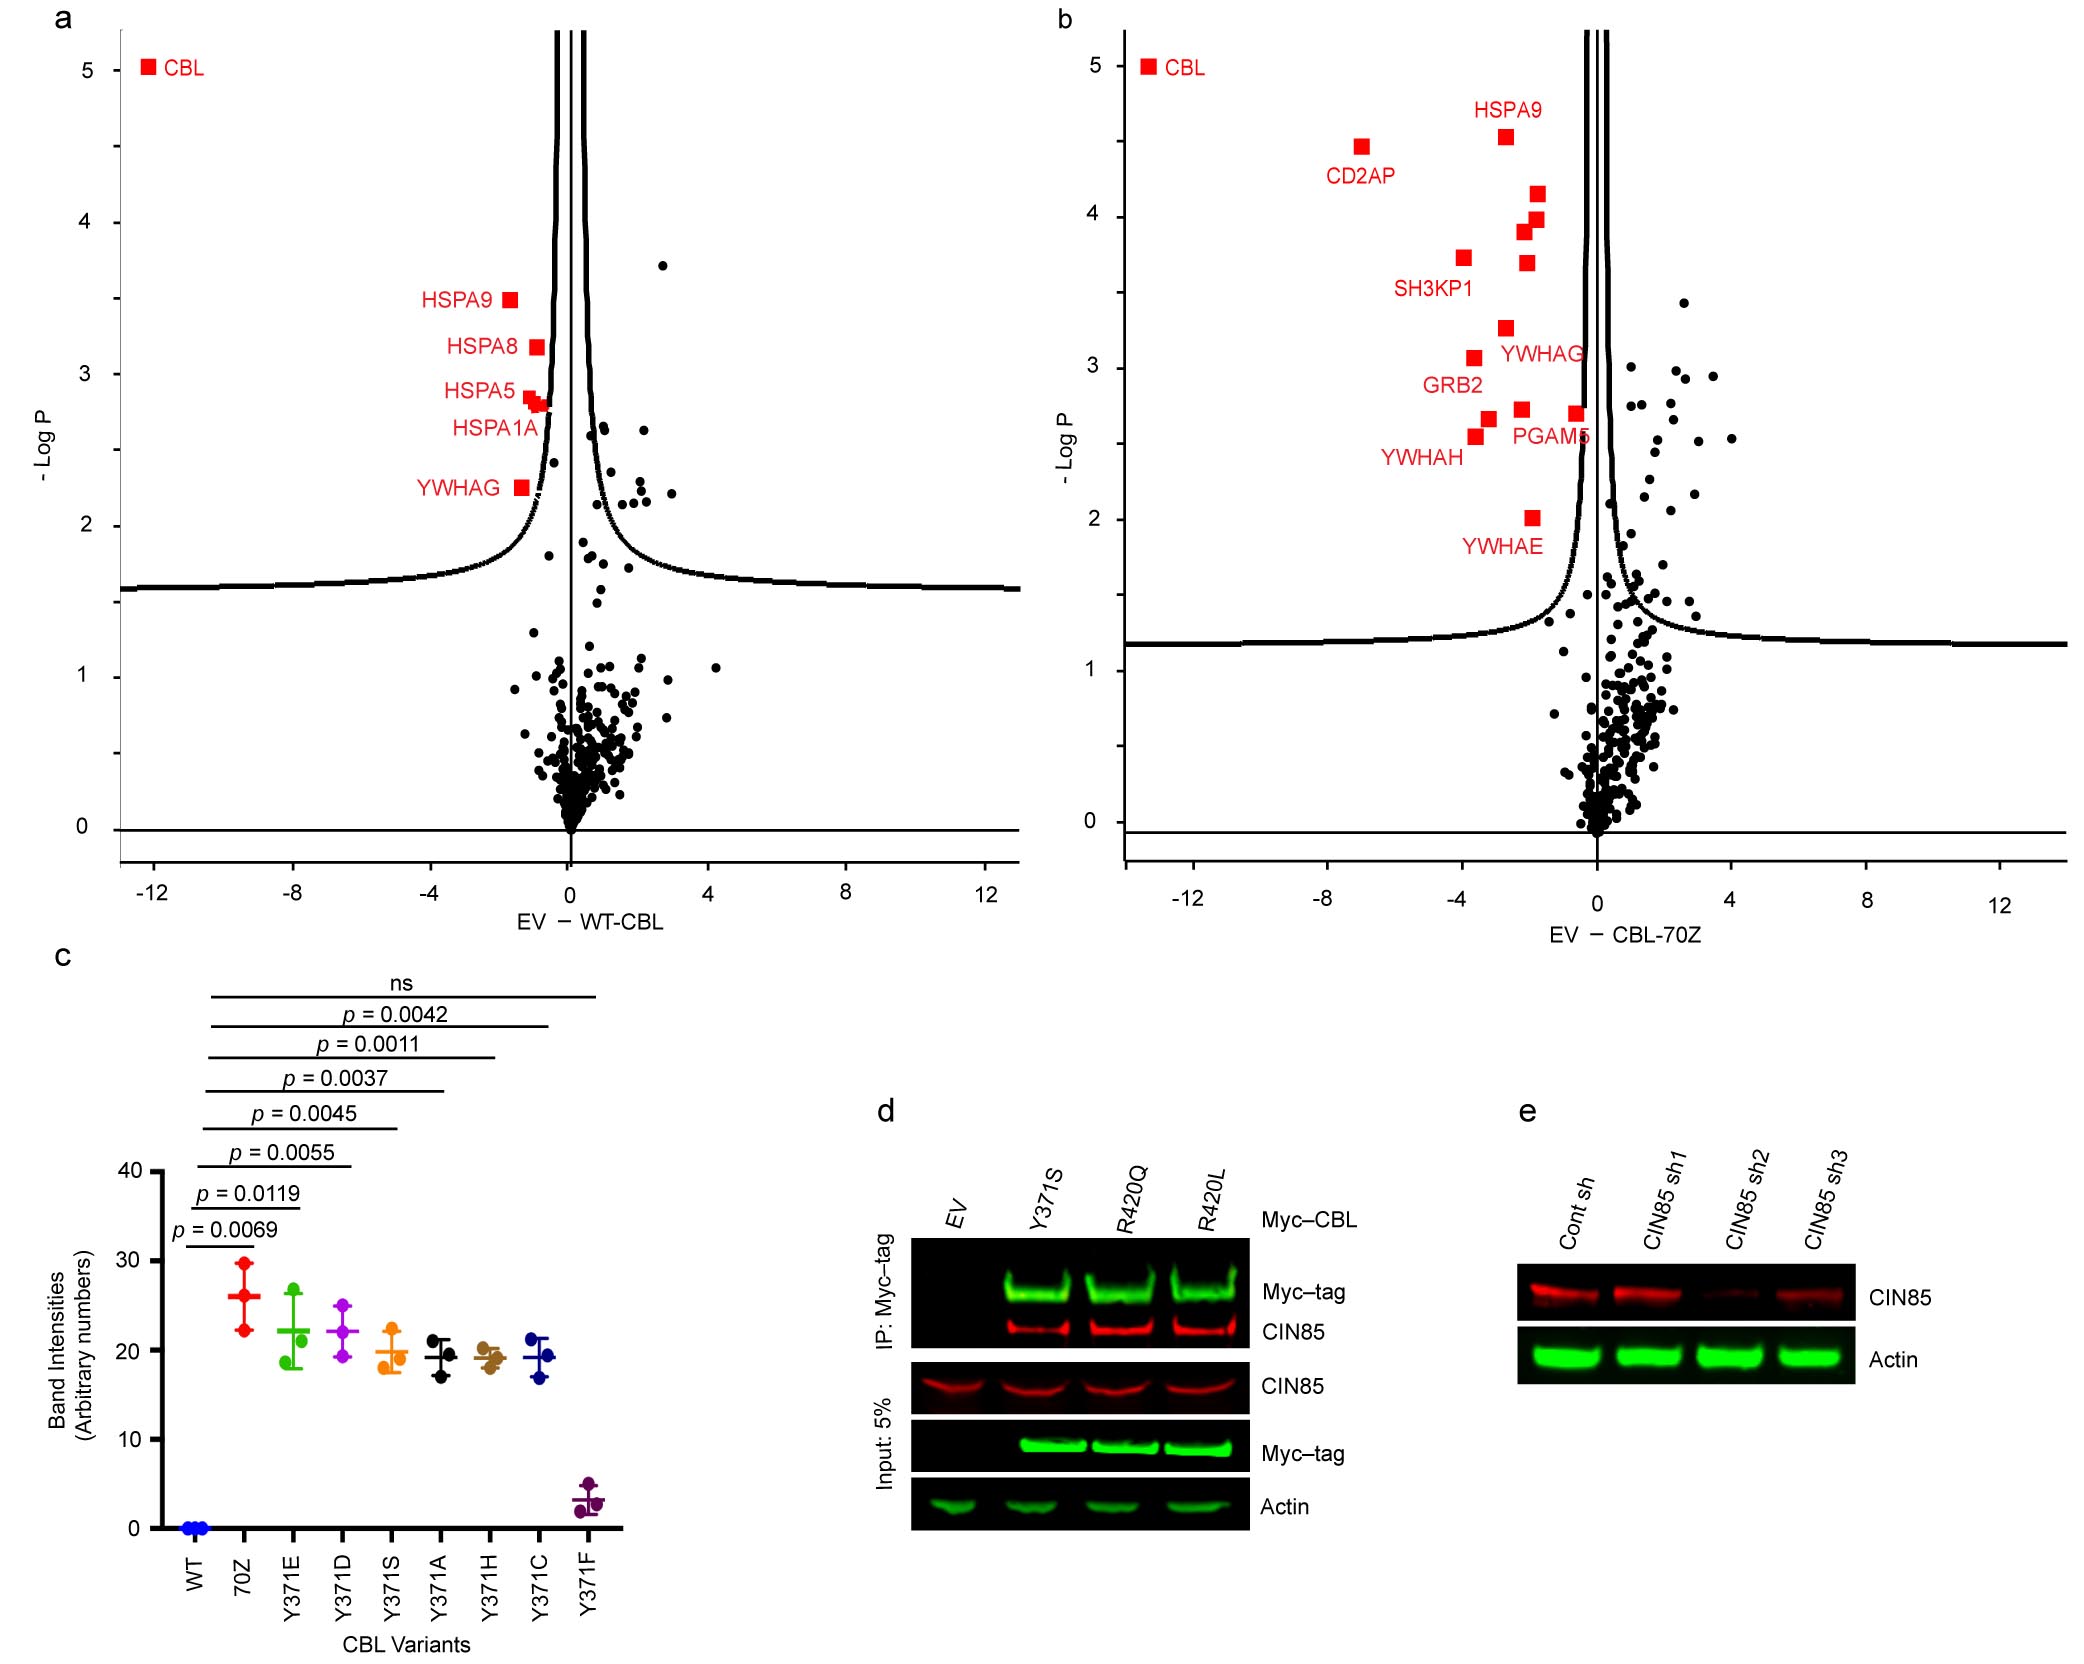
**

**Supplementary Fig. 1: WT-CBL and CBL-70Z show differences in interactomes, related to Figure 1. a** Volcano plot showing differences in interactomes of empty vector (EV) and WT-CBL. Experiment was performed in triplicate. **b** Volcano plot showing differences in interactomes of empty vector (EV) and CBL-70Z. Experiment was performed in triplicate. **c** Quantification of immunoprecipitated CIN85 band intensities in Fig. 1c. Band intensities of immunoprecipitated CIN85 against each CBL variant were quantified and the values from (n = 3) independent experiments were plotted. Error bars represent ± SEM and Student’s t-test was used to calculate p-values**. d** Co-immunoprecipitation assay of HEK293 cell lysates with overexpressed Myc-tagged CBL-Y371S, CBL-R420Q, CBL-R420L or the EV. Anti-Myc immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-CIN85, anti-Myc tag and anti-actin (loading control) antibodies as indicated. **e** Knock down efficiency of CIN85 shRNAs. Lysates from HEK293 cells transfected with Cont sh, CIN85 sh1, CIN85 sh2 and CIN85 sh3 were analysed by immunoblotting with anti-CIN85 and anti-actin antibodies.

**
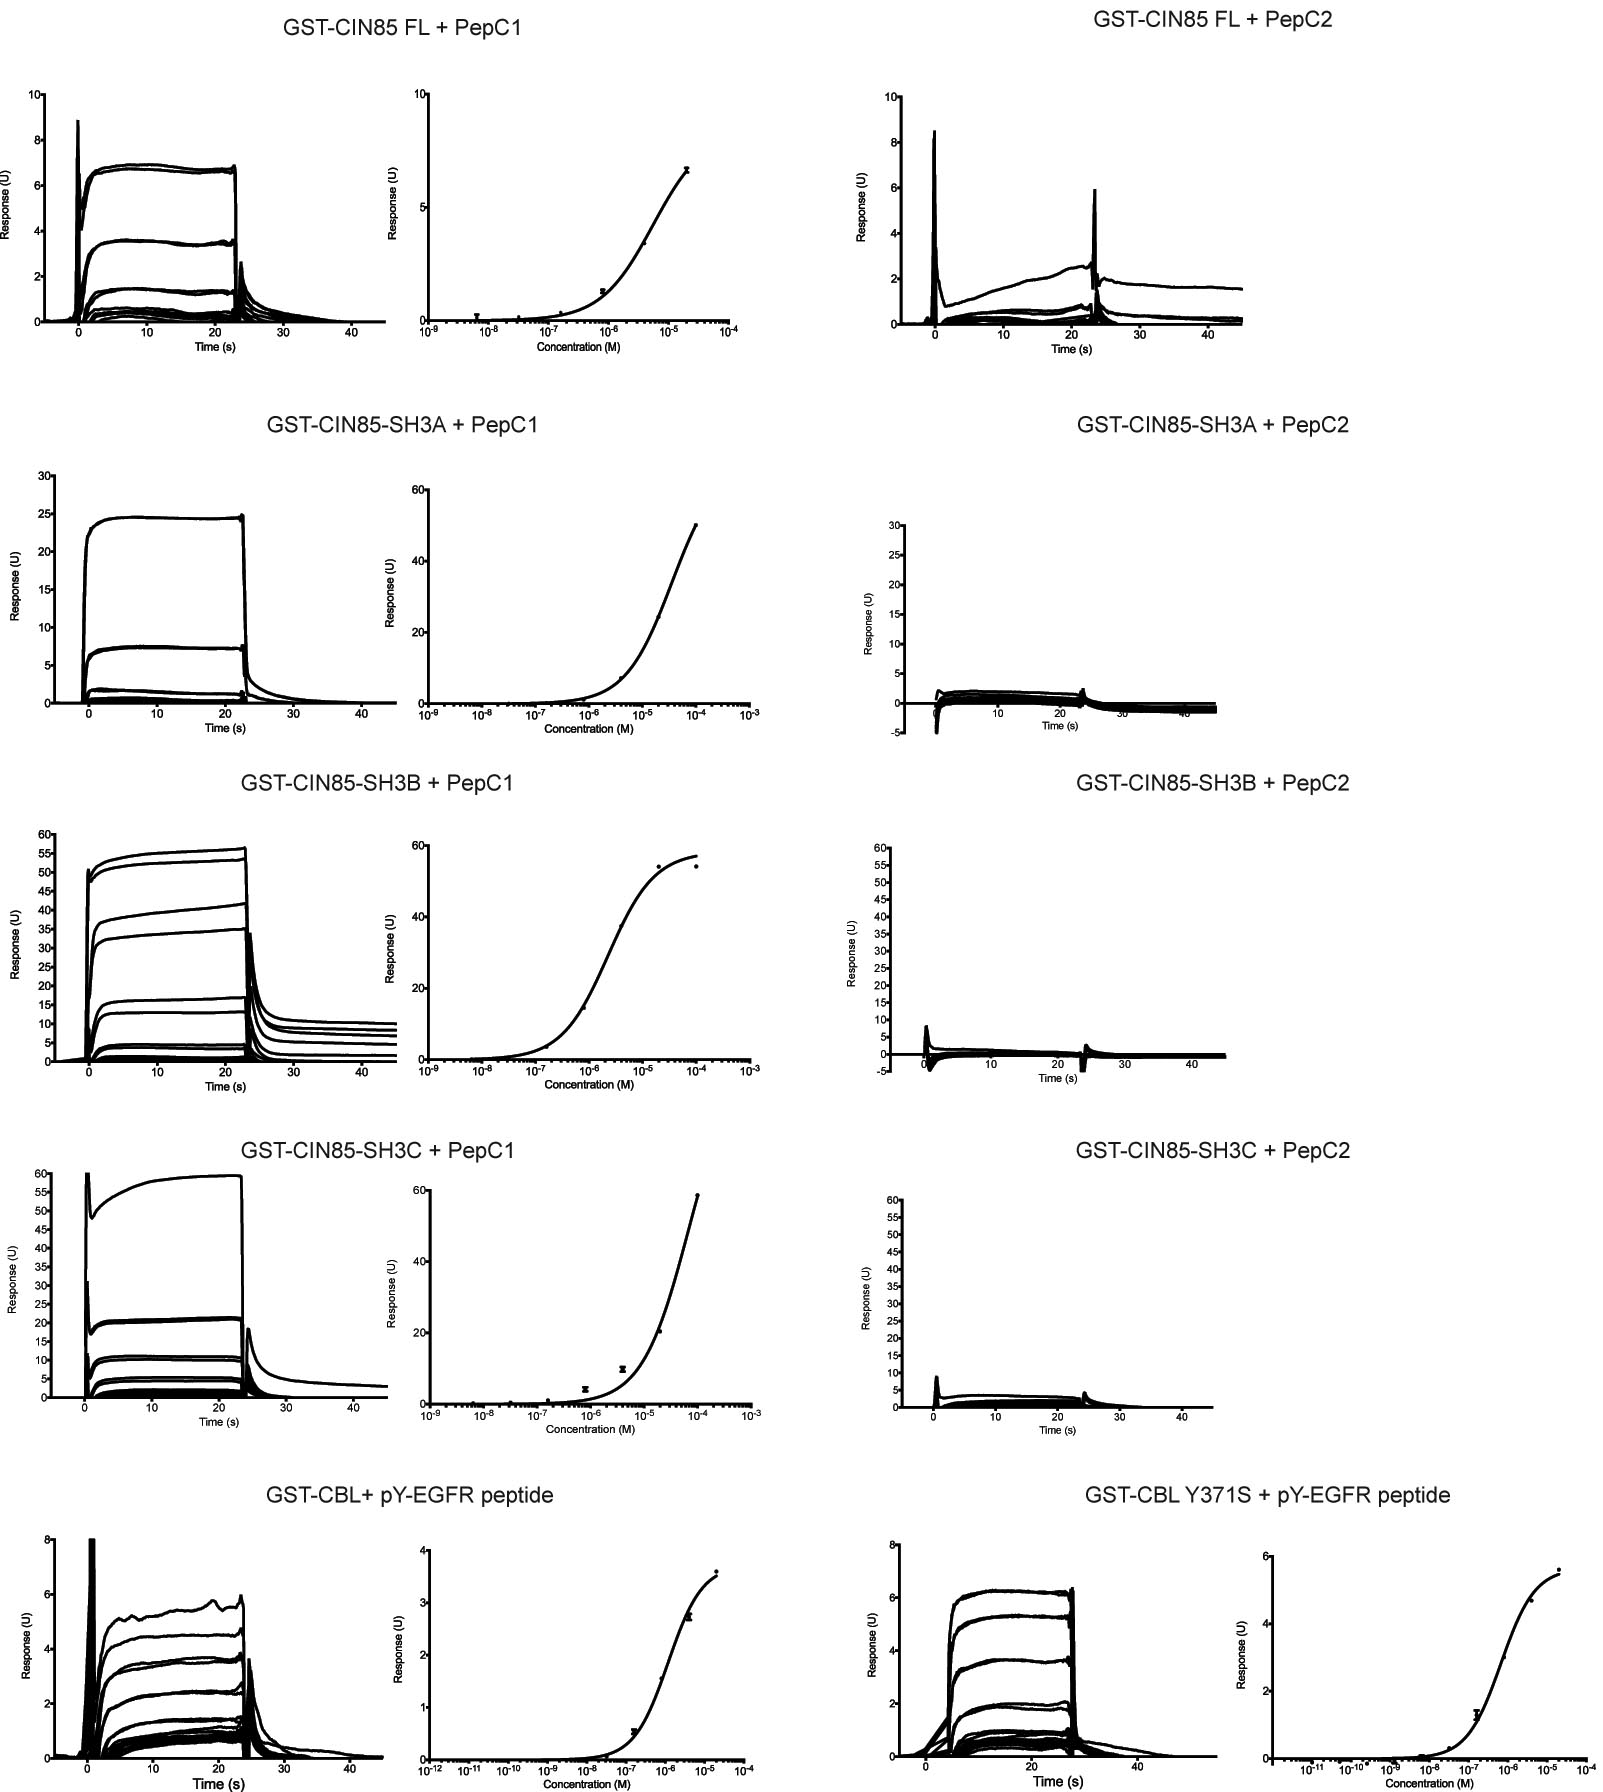
**

**Supplementary Fig. 2: SPR analyses of GST-bound ligand and analyte binding affinities, related to Table 1.**

Representative sensorgrams (left) and binding curves (right) for GST-CIN85 FL, GST-CIN85-SH3A, GST-CIN85-SH3B, GST-CIN85-SH3C, GST-WT-CBL (47-435) or GST-CBL-Y371S (47-435) and the analytes PepC1, PepC2 or pY-EGFR peptide as indicated above each sensorgram and binding curve set. Replicate (n = 2) for each binding curve. PepC2 did not bind CIN85 and therefore binding curves were not shown.

**
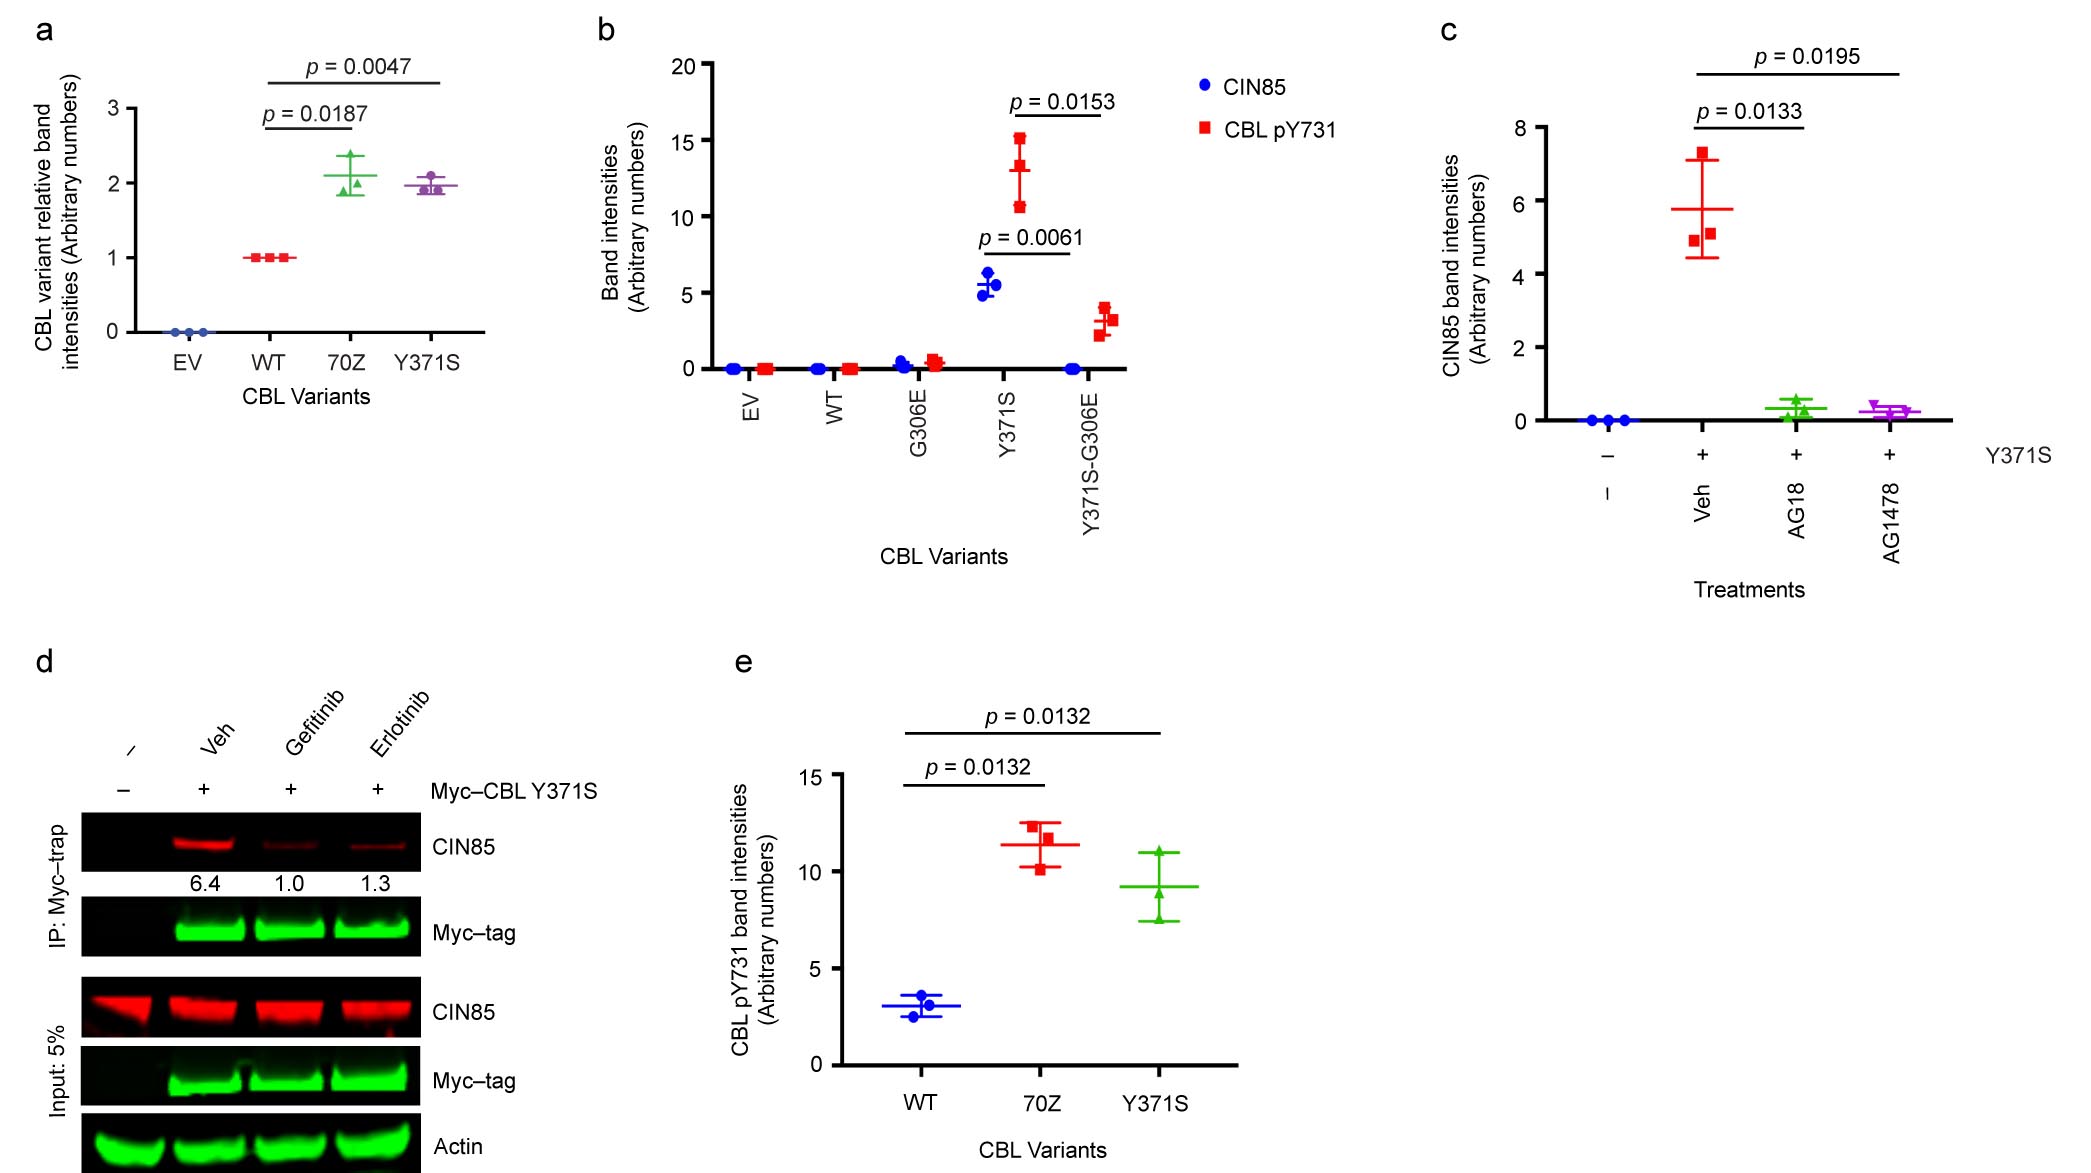
**

**Supplementary Fig. 3: CBL-Y371S requires RTK binding for its oncogenic potential. a** Quantification of immunoprecipitated CBL variant band intensities in Fig 3a. Band intensities of immunoprecipitated CBL variants were quantified and the values from (n = 3) independent experiments were plotted. **b** Quantification of immunoprecipitated CIN85 and CBL pY731 band intensities in Fig 3b. Band intensities of immunoprecipitated CIN85 and CBL pY731 against each CBL variant were quantified and the values from (n = 3) independent experiments were plotted. **c** Quantification of immunoprecipitated CIN85 band intensities in Fig 3c. Band intensities of immunoprecipitated CIN85 against CBL Y371S following different treatments were quantified and the values from (n = 3) independent experiments were plotted. **d** Co-immunoprecipitation assay of HEK293 cell lysates with overexpressed Myc-tagged CBL-Y371S or EV, left untreated or treated with vehicle (Veh), 10 μM Gefitinib or 20 μM Erlotinib for 24 h. Anti-Myc immunoprecipitates and cell lysates were analyzed by immunoblotting with anti-CIN85, anti-Myc tag and anti-actin antibodies as indicated. Band intensities of immunoprecipitated CIN85 are quantified and average values from (n = 2) independent experiments relative to Y371S (Gefitinib treated) are represented below the bands. **e** Quantification of CBL variant pY731 band intensities in Fig 3d. Band intensities of pY731 of each CBL variant were quantified and the values from (n = 3) independent experiments were plotted. Error bars represent ± SEM and Student’s t-test was used to calculate p-values in **a**, **b**, **c** and **e.**

**
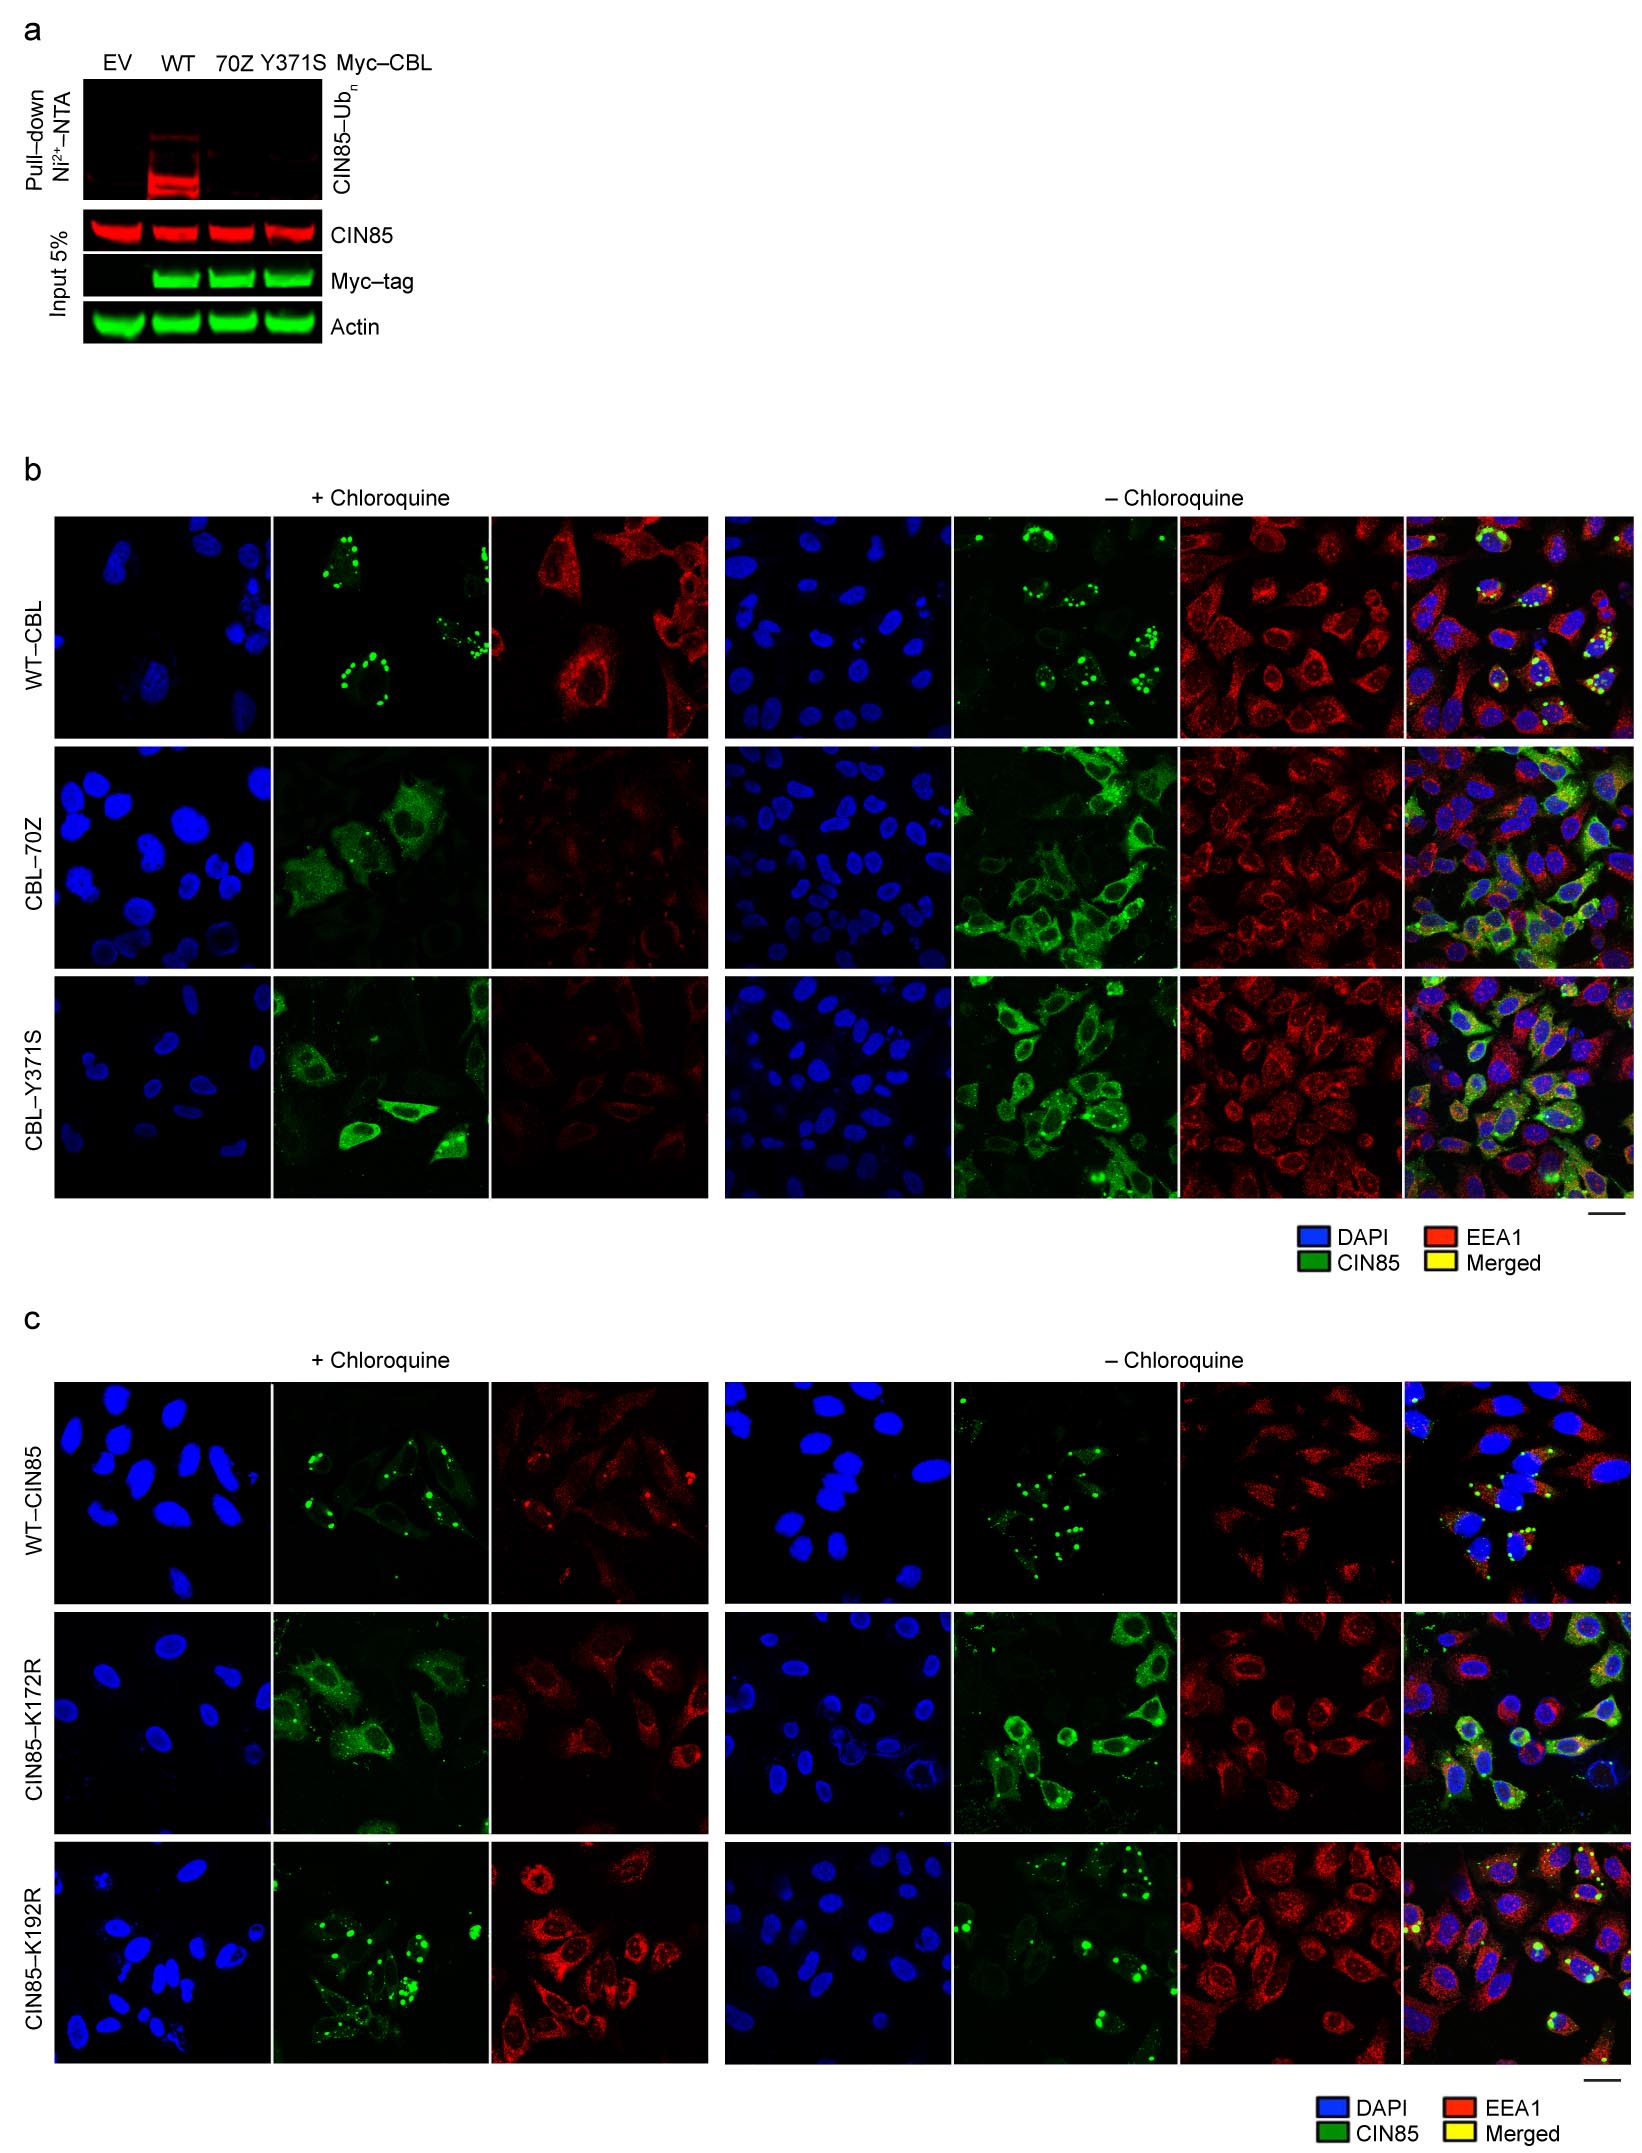
**

**Supplementary Fig. 4: CBL mutants fail to ubiquitinate and traffick CIN85 to endosomes, related to Fig. 4.** **a** Ubiquitination assay of HEK293 cell lysates with overexpressed Myc-tagged WT-CBL, CBL-70Z, CBL-Y371S, or EV along with His-Ub. Ni^2+^–pull-down products and the cell lysates were analyzed by immunoblotting against anti-CIN85, anti-Myc tag and anti-actin antibodies as indicated; n = 3 independent experiments. **b** Individual images related to Fig. 4b (chloroquine treated; left) and chloroquine untreated (right). HeLa cells stably expressing WT-CBL, CBL-70Z or CBL-Y371S were overexpressed with GFP-tagged CIN85 (green), fixed and subjected to immunofluorescence staining using antibodies against EEA1 (red) and DAPI (blue, nuclei). **c** Individual images related to Fig. 4f (chloroquine treated; left) and chloroquine untreated (right). HeLa cells stably expressing WT-CBL were overexpressed with GFP-tagged WT-CIN85, CIN85-K172R or CIN85-K192R (all green), fixed and subjected to immunofluorescence staining using antibodies against EEA1 (red) and DAPI (blue, nuclei). Images were captured using confocal microscopy. Scale bars, 25μm. The cells were treated with 50 μM chloroquine or left untreated for 24 hours and stimulated with 50 ng/ml EGF for 5 min prior to processing.

**
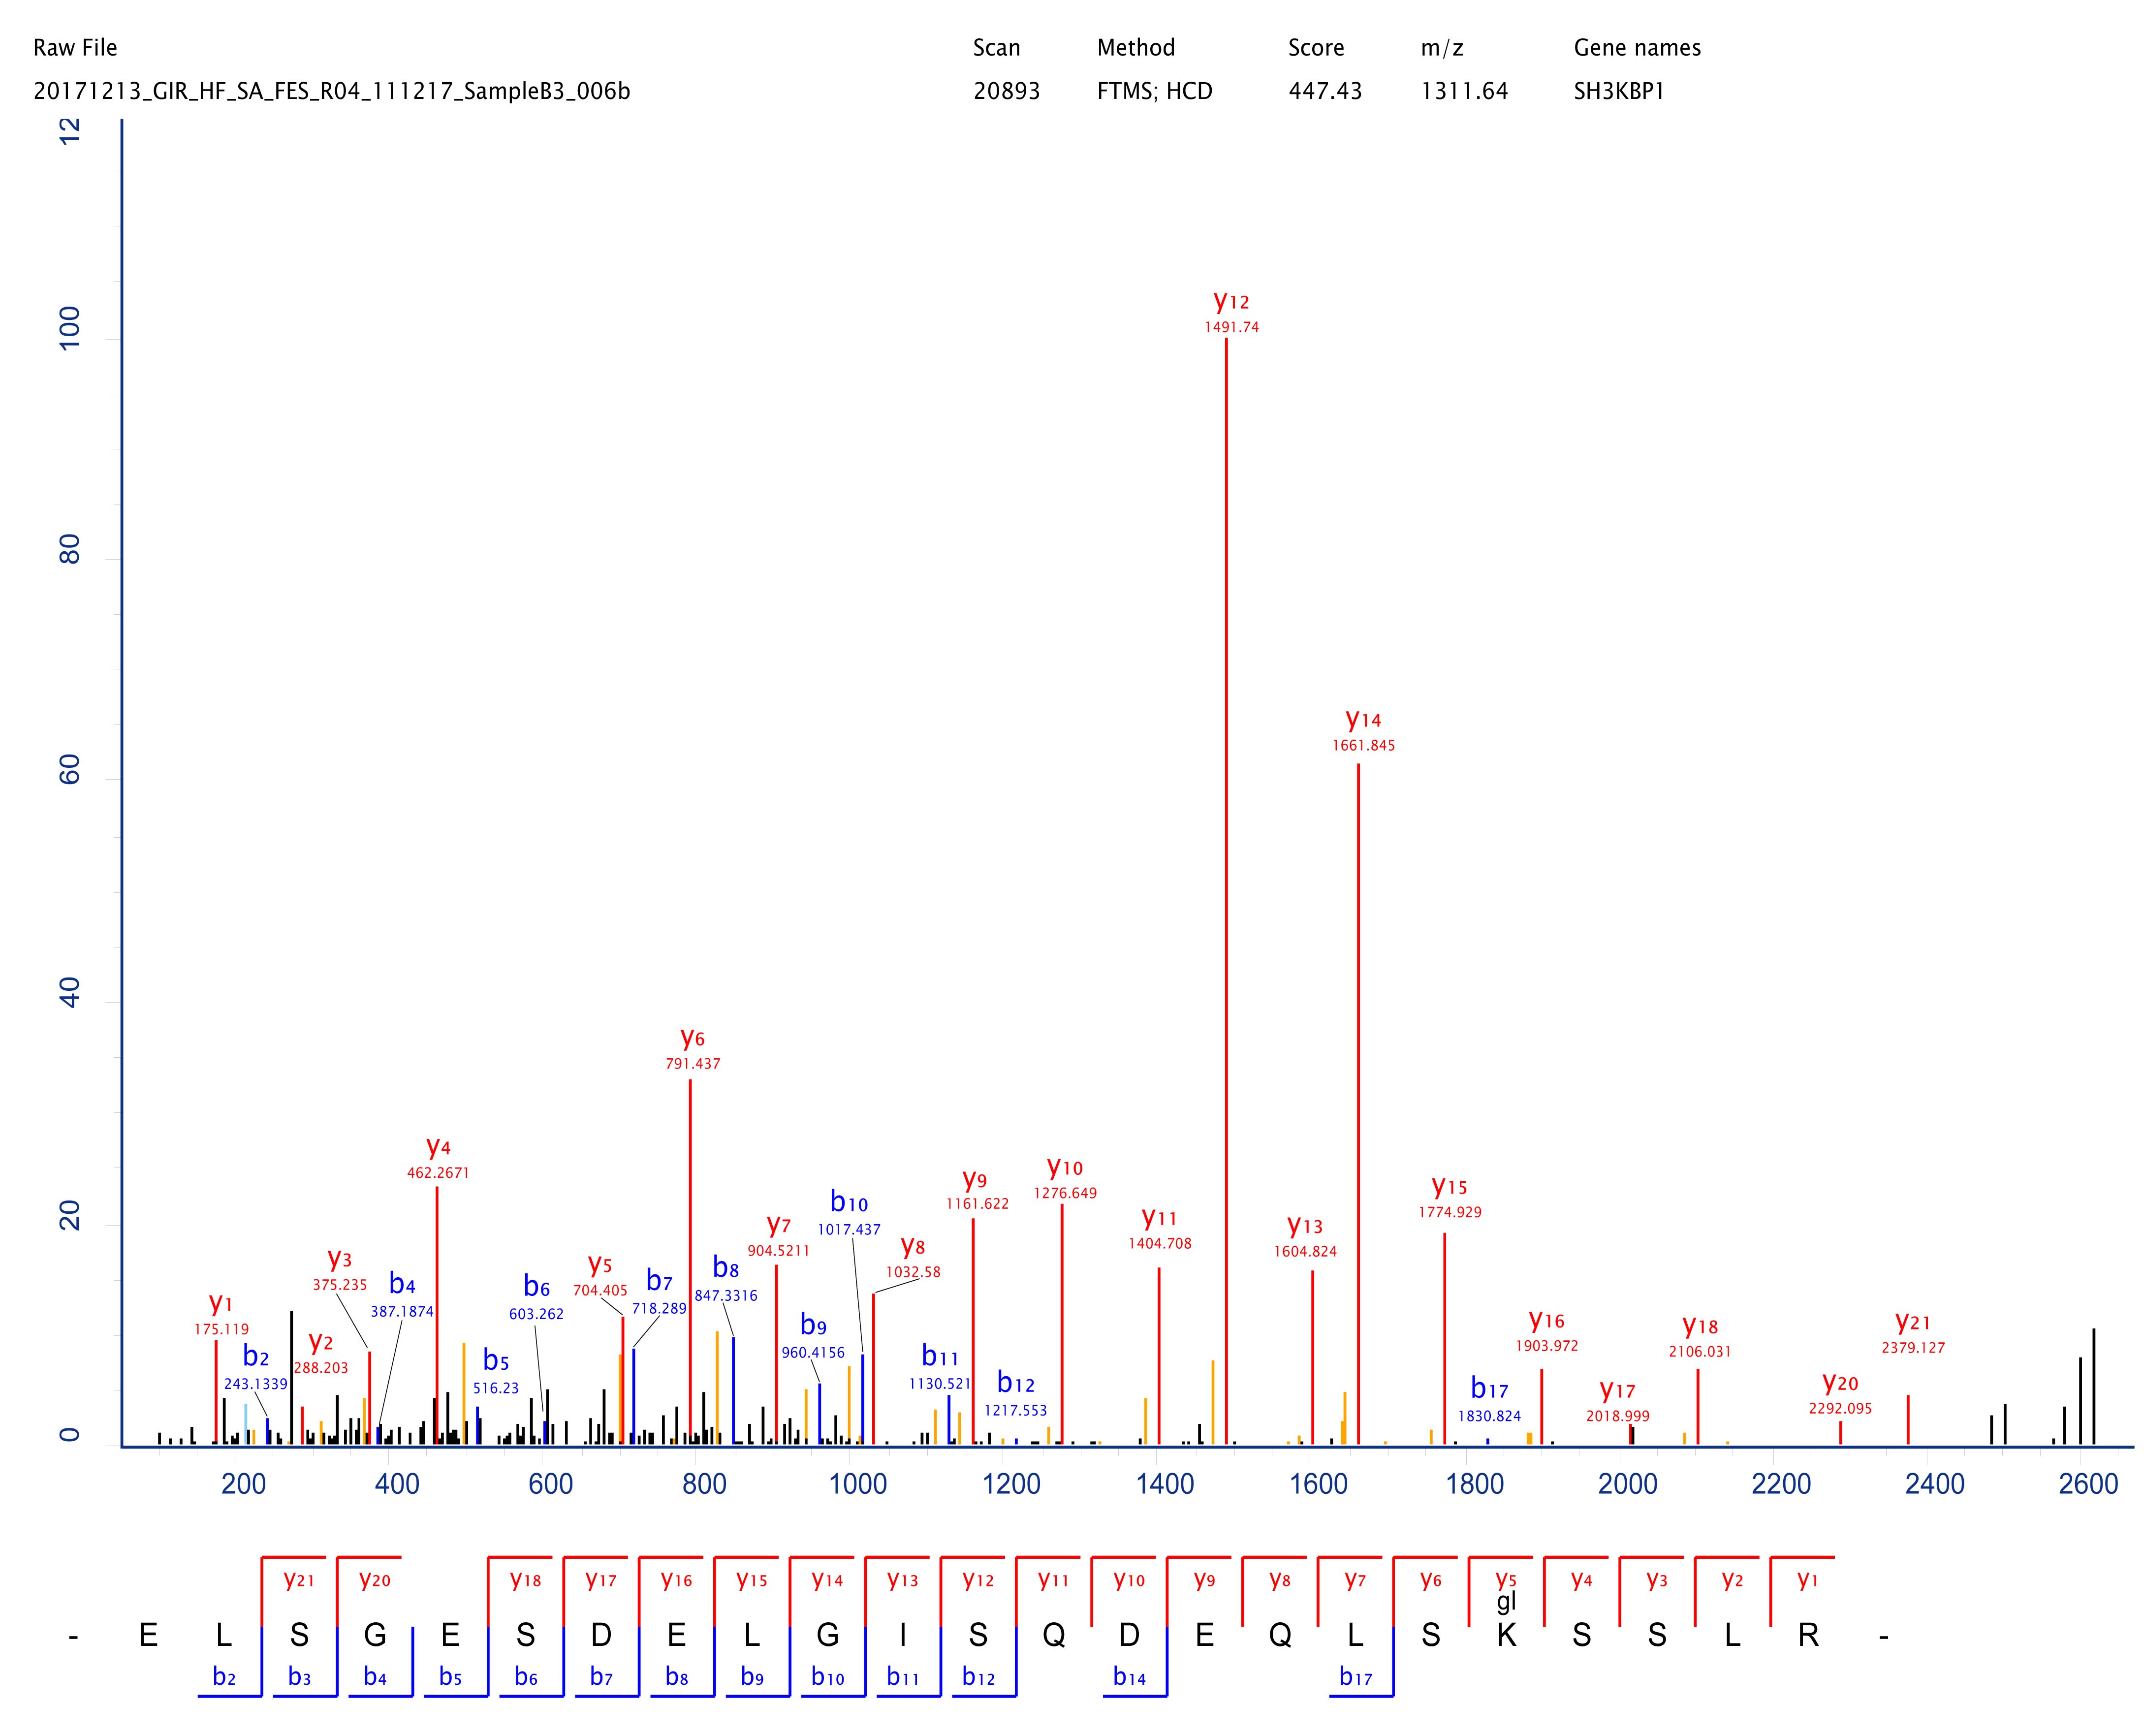
**

**Supplementary Fig. 5: Mass spectra profile for ubiquitinated CIN85-K172, related to Fig. 4d.**

**
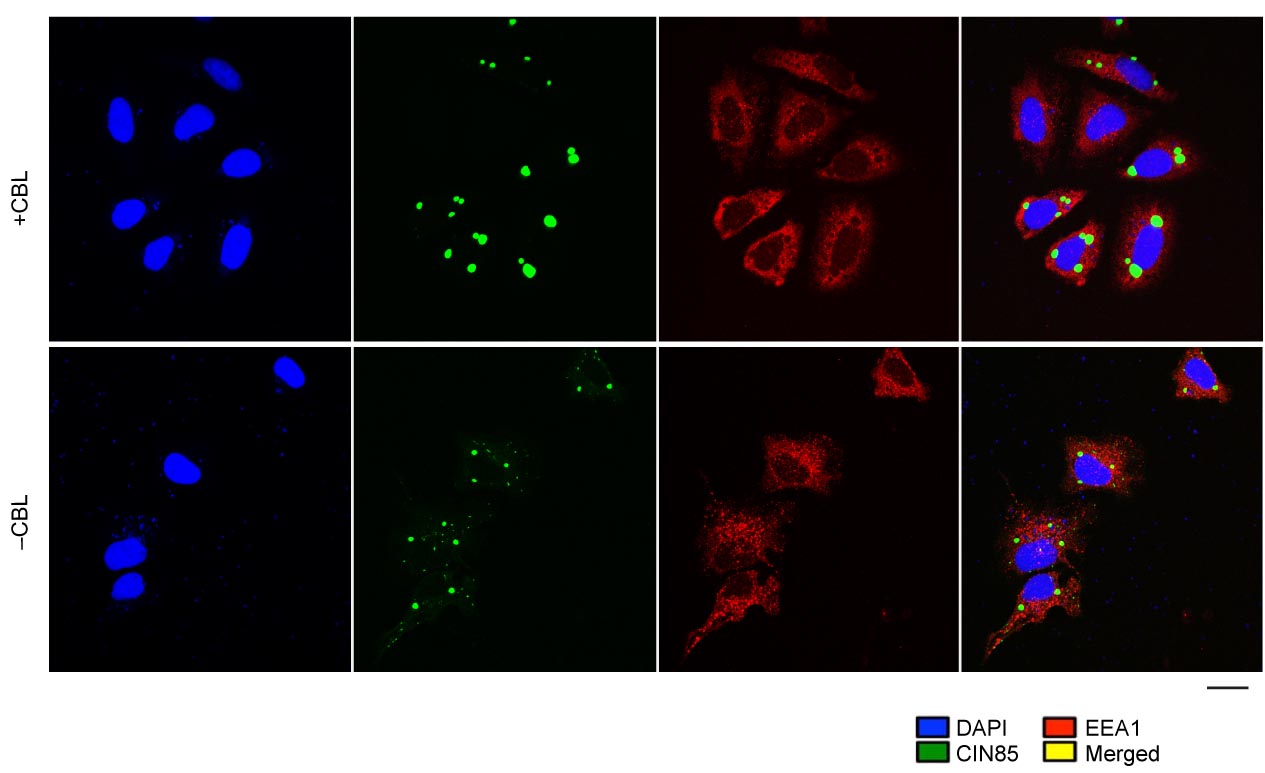
**

**Supplementary Fig. 6:** **WT-CBL overexpression induces fusion of early endosomes, related to Fig. 4.** HeLa cells stably expressing or not expressing WT-CBL were overexpressed with GFP-tagged CIN85 (green), fixed and subjected to immunofluorescence staining using antibodies against EEA1 (red) and DAPI (blue, nuclei). Images were captured using confocal microscopy. Scale bars, 25μm. The cells were treated with 50 μM chloroquine for 24 hours and stimulated with 50 ng/ml EGF for 5 min prior to processing.

**
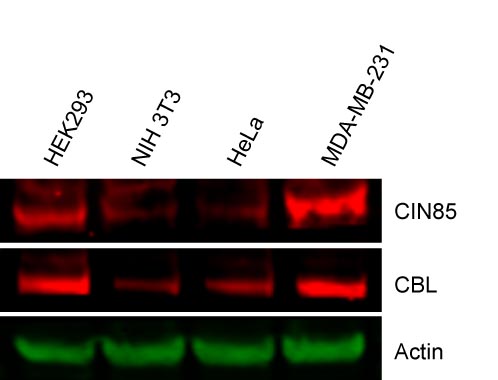
**

**Supplementary Fig. 7:** **Endogenous expression levels of** **CBL and CIN85 in different cell lines.** Lysates from mammalian cell lines HEK293, NIH3T3, HeLa and MDA-MB-231 were analyzed by immunoblotting against anti-CIN85, anti-CBL and anti-actin antibodies as indicated.

**
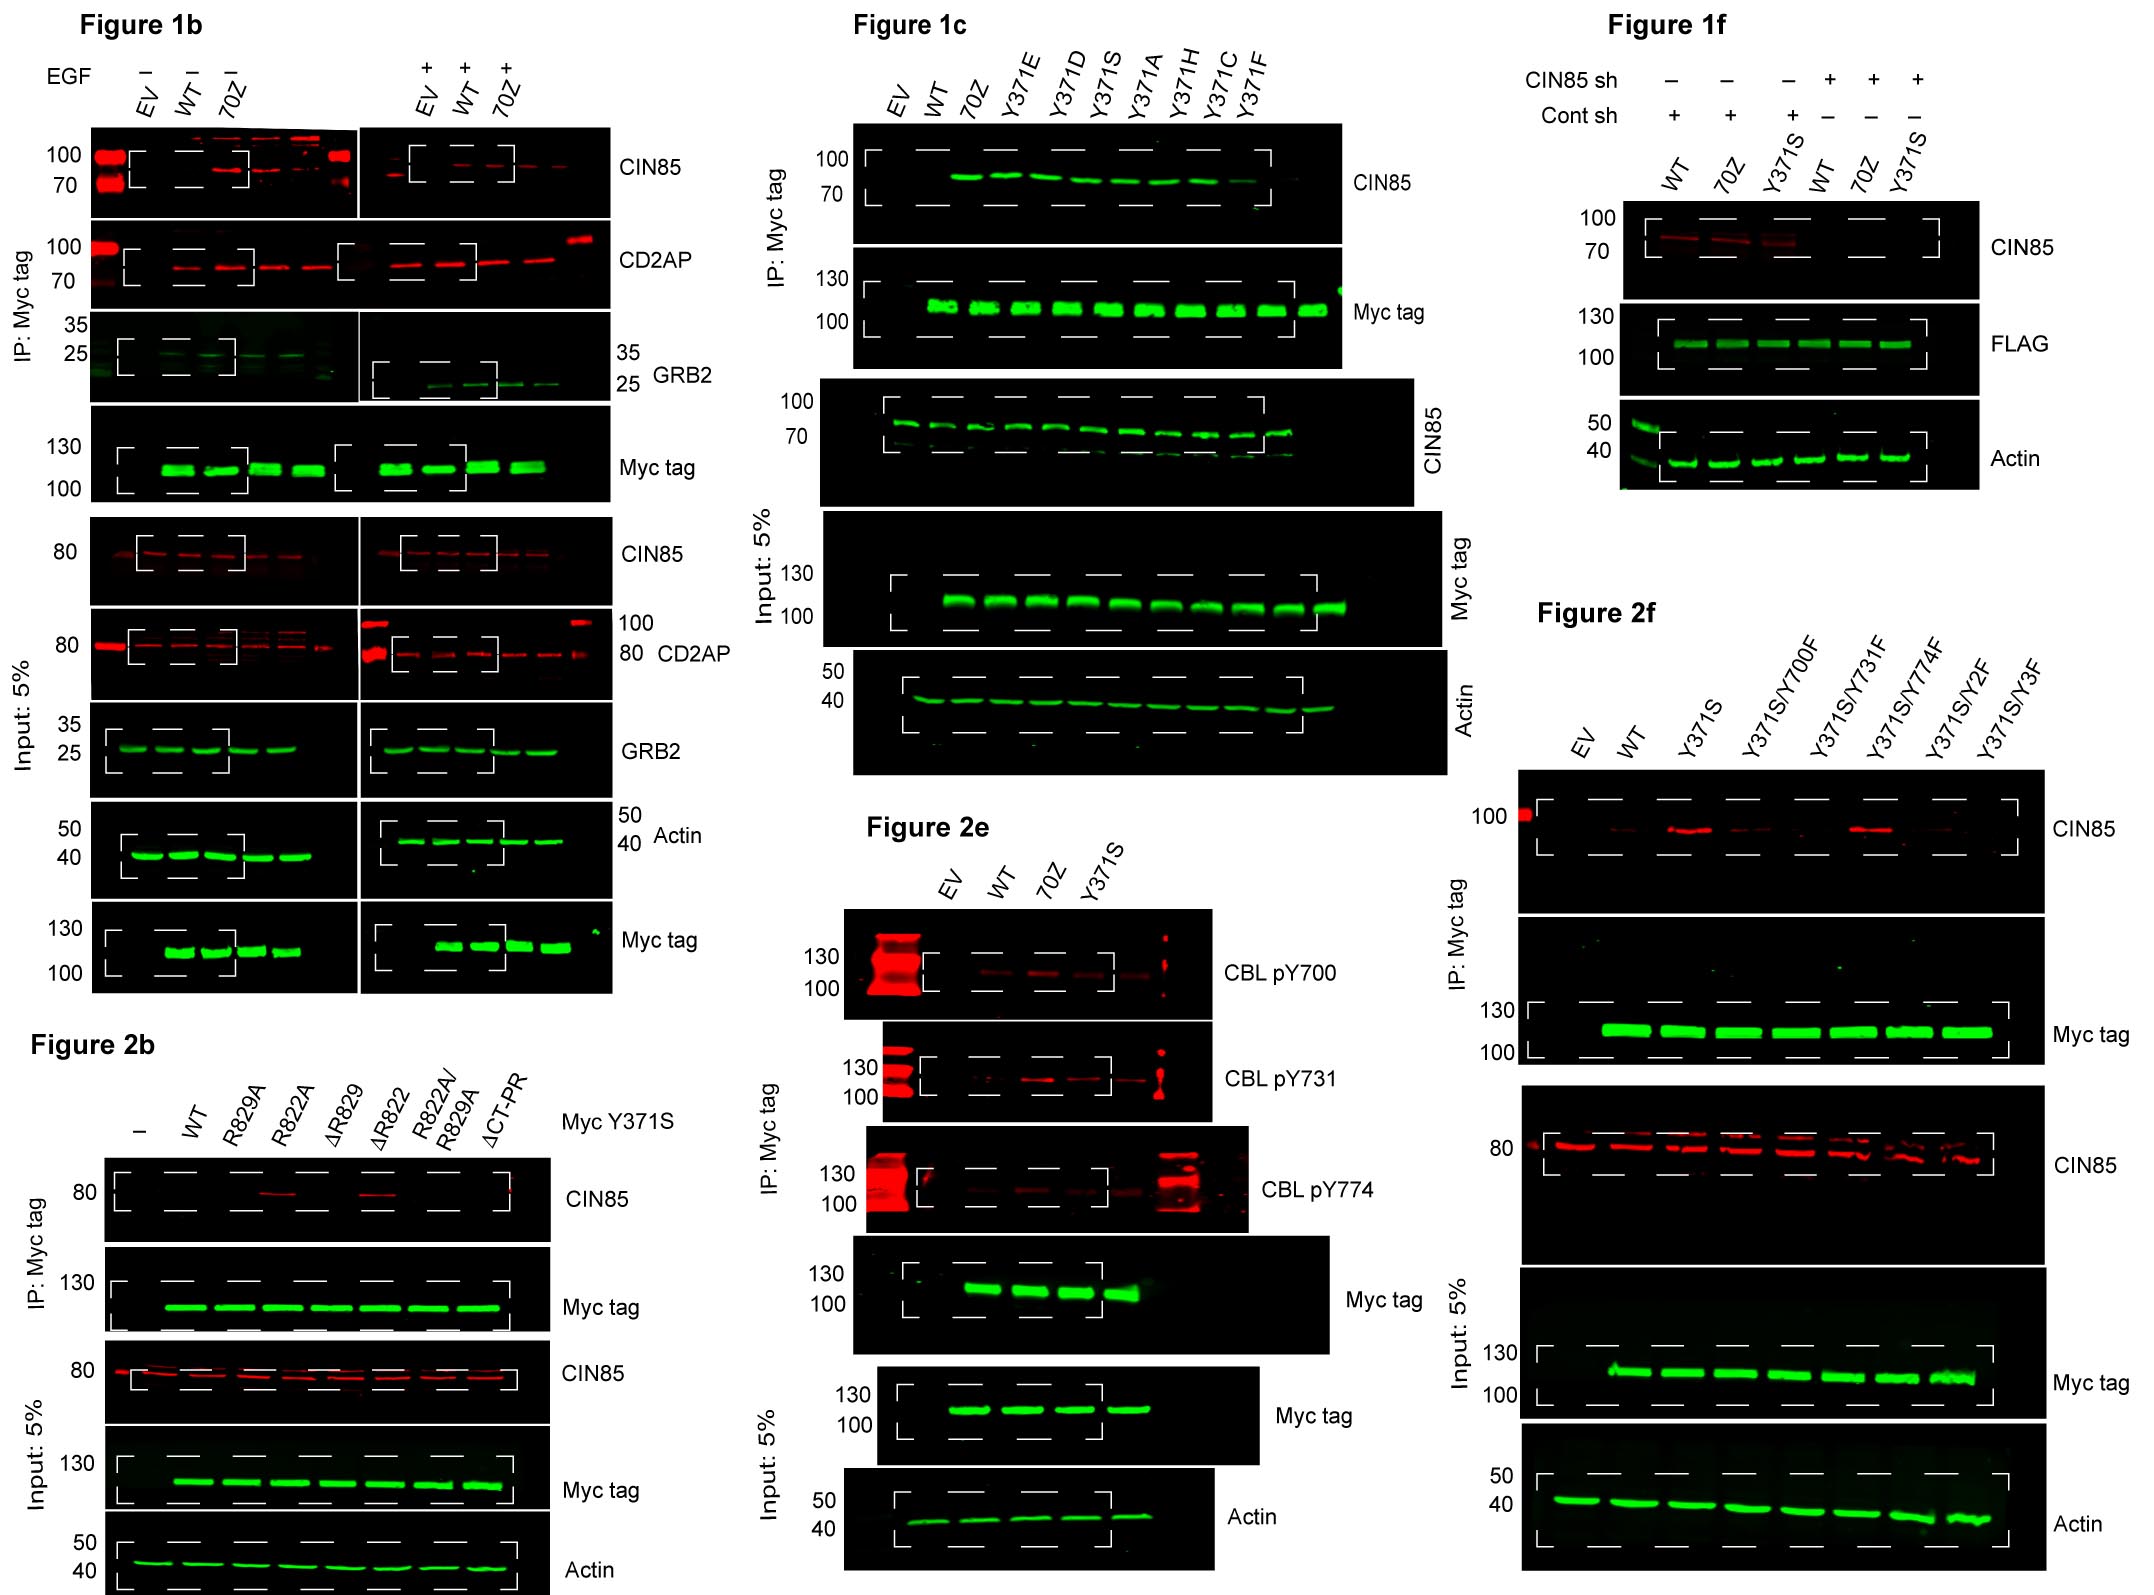
**

**
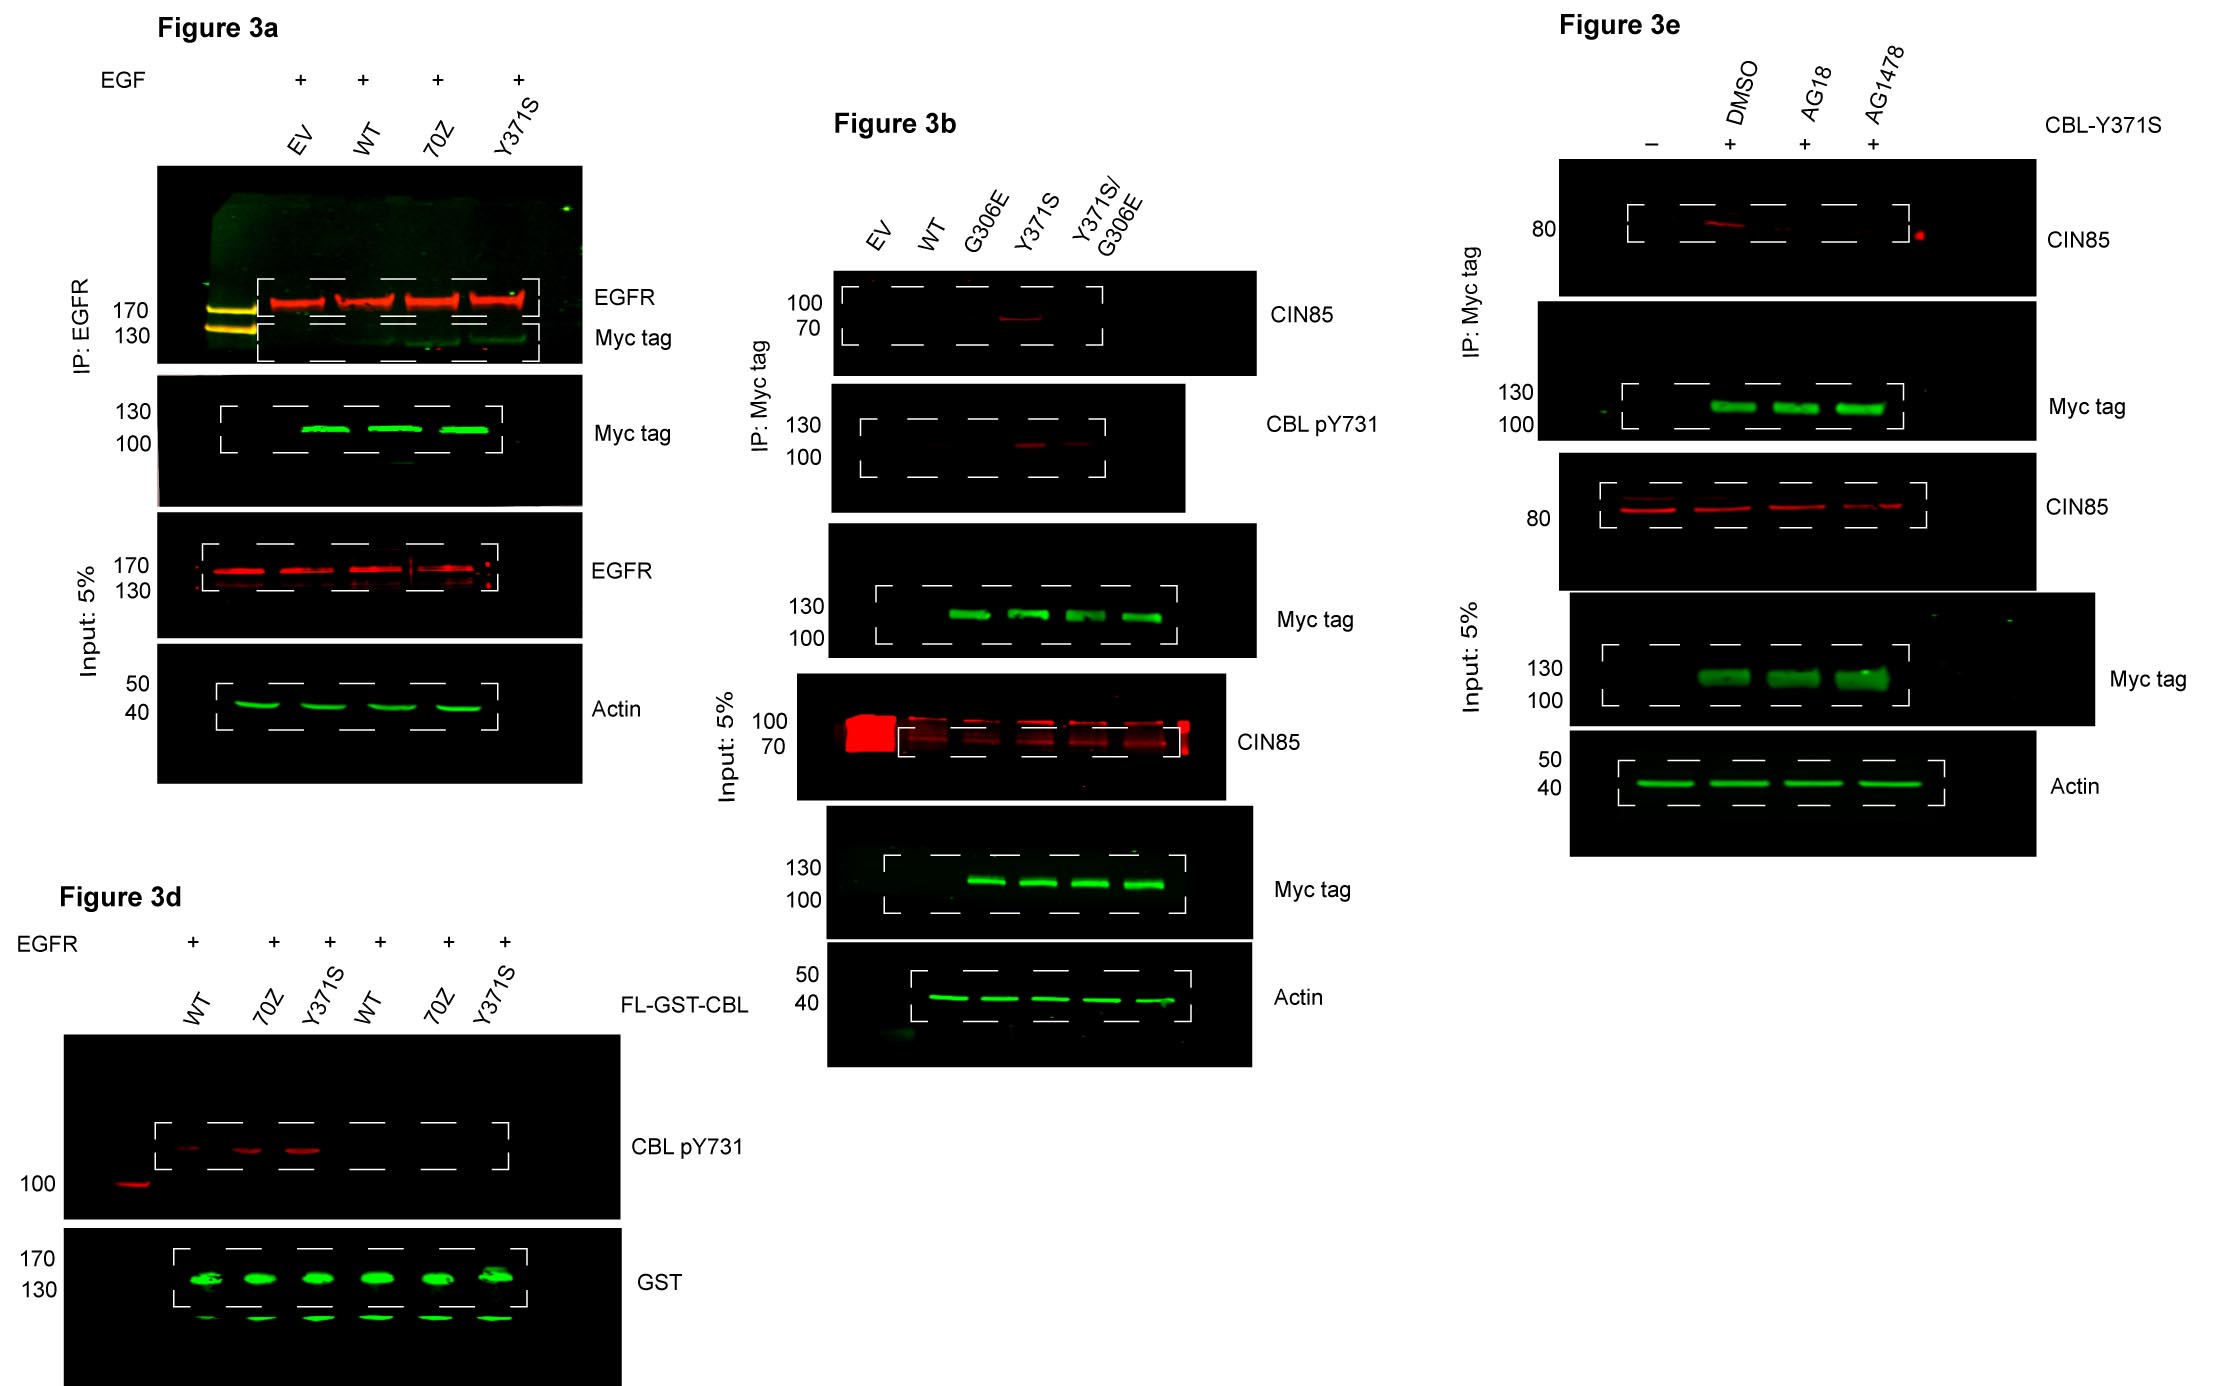
**

**
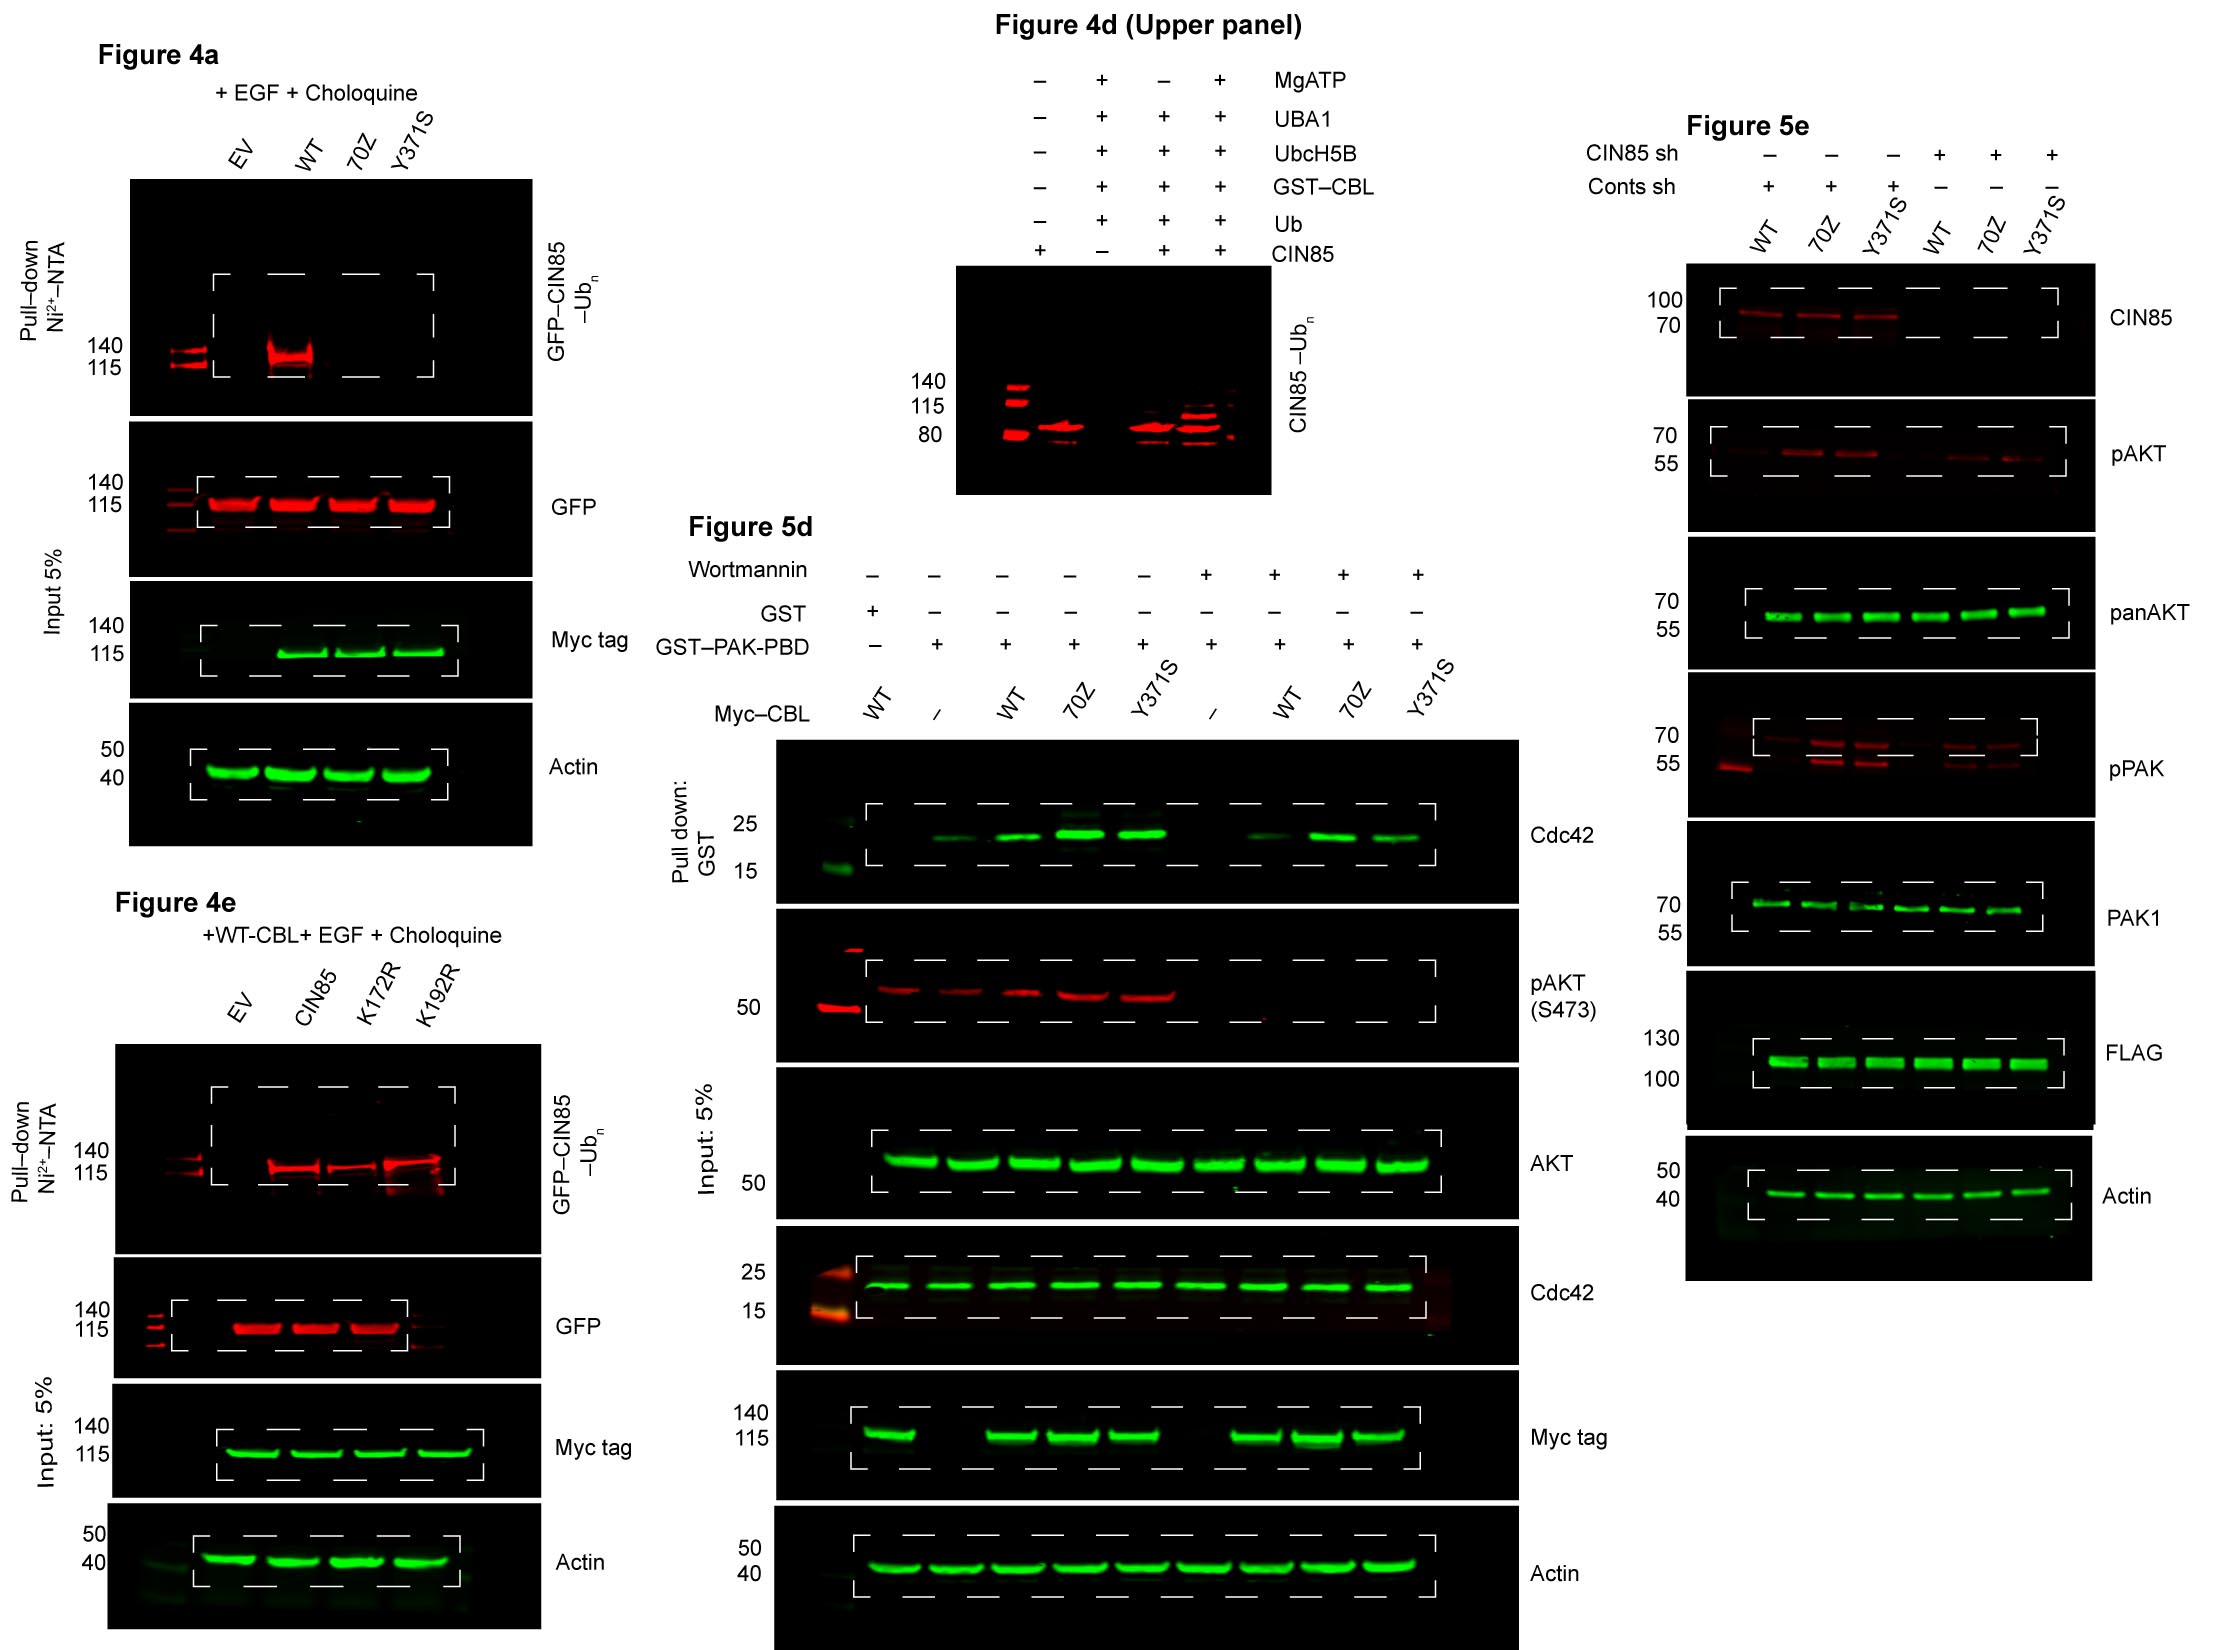
**

**
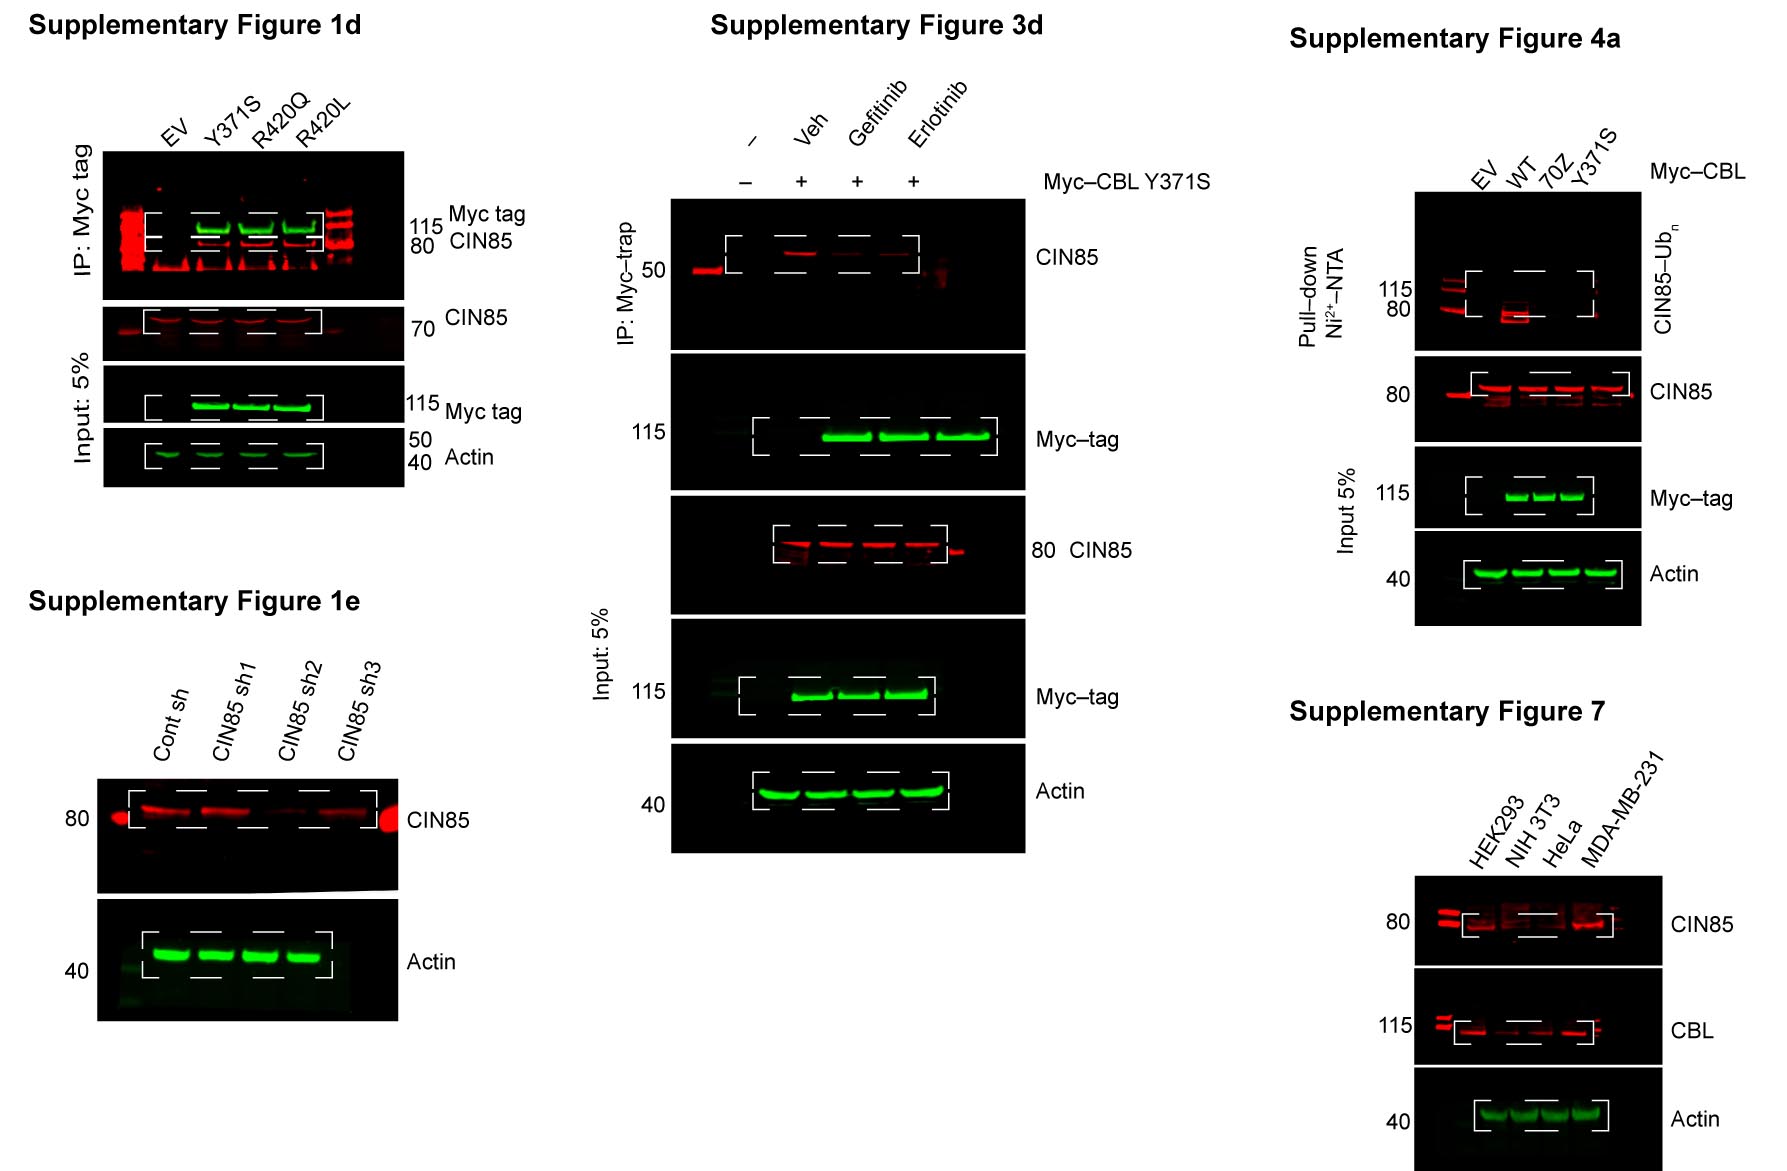
**

**Supplementary Fig. 8:** Unprocessed images of immunoblots. Unprocessed images of scanned immunoblots as shown in Figures and Supplementary Figures are provided. Regions that are presented in the main figures are outlined with a dashed grey rectangle.

**Materials and Methods**

Plasmids

The following constructs were generated in a previous study [50]: pcDNA3.1 Myc-CBL, pcDNA3.1 Myc-CBL-70Z, pcDNA3.1 Myc-CBL-Y371E, pcDNA3.1 Myc-CBL-Y371D, pcDNA3.1 Myc-CBL-Y371S, pcDNA3.1 Myc-CBL-Y371A, pcDNA3.1 Myc-CBL-Y371H, pcDNA3.1 Myc-CBL-Y371C, pcDNA3.1 Myc-CBL-Y371F, pBabe Puro FLAG-CBL, pBabe Puro FLAG-CBL-70Z, pBabe Puro FLAG-CBL-Y371S; pET23d *Arabidopsis thaliana* Uba1, pRSF_1b UbcH5B and RSF_Duet His-TEV GGS-Ub were designed as described previously [7].

The following constructs were generated in this study: pLKO.1 Cont sh, pLKO.1 CIN85 sh1, pLKO.1 sh2 (CIN85 sh), pLKO.1 sh3, pBabe Puro KRAS-G12D, pcDNA3.1 Myc-CBL-R420Q, pcDNA3.1 Myc-CBL-R420L, pcDNA3.1 Myc-CBL-Y371S/R829A, pcDNA3.1 Myc-CBL-Y371S/R822A, pcDNA3.1 Myc-CBL-Y371S/ΔR829A, pcDNA3.1 Myc-CBL-Y371S/ΔR822A, pcDNA3.1 Myc-CBL-Y371S/R822A/R829A, pcDNA3.1 Myc-CBL-Y371S/ΔCT-PR (Δ822-830), pBabe Puro CBL-Y371S/R822A, pBabe Puro CBL-Y371S/R829A, pBabe Puro CBL-Y371S/R822A/R829A, pcDNA3.1 Myc-CBL-Y371S/Y700F, pcDNA3.1 Myc-CBL-Y371S/Y731F, pcDNA3.1 Myc-CBL-Y371S/Y774F, pcDNA3.1 Myc-CBL-Y371S/Y700F/Y731F (Y2F), pcDNA3.1 Myc-CBL-Y371S/Y700F/Y731F/Y774F (Y3F), pBabe Puro FLAG-CBL-Y371S/Y700F, pBabe Puro FLAG-CBL-Y371S/Y731F, pBabe Puro FLAG-CBL-Y371S/Y774F, pBabe Puro FLAG-CBL-Y371S/Y3F, pcDNA3.1 Myc-CBL-G306E, pcDNA3.1 Myc-CBL-Y371S/G306E, pcDNA3.1 12X His-Ub, pGZ21dxZ GFP-CIN85, pGZ21dxZ GFP-CIN85-K172R, pGZ21dxZ GFP-CIN85-K192R, pGEX4T1 GST-TEV CIN85 FL, pGEX4T1 GST-TEV CIN85-SH3A (1-58), pGEX4T1 GST-TEV CIN85-SH3B (98-157), pGEX4T1-TEV CIN85-SH3C (263-328), pGEX4T1 His-GST-TEV CBL FL, pGEX4T1 His-GST-TEV CBL-70Z FL, pGEX4T1 His-GST-TEV CBL-Y371S FL, pGEX4T1 GST-TEV CBL (47-435) and pGEX4T1 GST-TEV CBL-Y371S (47-435).

shRNA knock down and stable cell line preparation

Target sequences for human specific CIN85-shRNA1 (5′–GAAAGTTGGCGACATC

ATAGA–3′), CIN85-shRNA2 (5′–AATGACATTGACTTAGAAGGT–3′) and CIN85-shRNA3 (5′–AAGAGGATAAGGAGGAACACA–3′) were selected using Whitehead Institute siRNA designing tool. Following a previously described protocol [I], sense and antisense oligonucleotides synthesized by IDT (Integrated DNA Technologies, Coralville, IA, USA) were annealed and inserted into pLKO.1 expression vector (Addgene). CIN85-shRNA2, which showed the best CIN85 knockdown efficiency (Supplementary Fig. 1e), was used to perform the subsequent experiments. Control shRNA in pLKO.1 was procured from Addgene. For stable cell line preparation, the human cell lines were transfected with the desired construct, selected and maintained in 1.5 μg/ml puromycin. Alternatively, Phoenix Eco cells were transiently transfected with the desired constructs and the packaged viral particles were used to infect NIH-3T3 cells (mouse fibroblast) followed by puromycin selection (2.0 μg/mL) as described previously [50].

Antibodies, chemicals and kits

Primary antibodies used in the study include: mouse anti-Myc tag (Cell Signaling, cat. no. 2276, 1:1,000 for western blot and 1:500 for immunoprecipitation), rabbit anti-CIN85 (Cell Signaling, cat. no. 12304, 1:1,000 for western blot), rabbit anti-CIN85 (Abcam, cat. no. ab151574, 1:200 for immunohistochemistry), goat anti-Actin (Santa Cruz Biotechnology, cat. no. sc-1616, 1:1,000 for western blot), mouse anti-CD2AP (Santa Cruz, cat. no. sc-25272, 1:1,000 for western blot), rabbit anti-GRB2 (Santa Cruz Biotechnology, cat. no. sc-225, 1:1,000 for western blot), rabbit anti-FLAG (Cell Signaling, cat. no. 14793, 1:1,000 for western blot), rabbit anti-phospho-CBL-Y700 (Cell Signaling, cat. no. 8869, 1:1,000 for western blot), rabbit anti-phospho-CBL-Y731 (Cell Signaling, cat. no. 3554, 1:1,000 for western blot), rabbit anti-phospho-CBL-Y774 (Cell Signaling, cat. no. 3555, 1:1,000 for western blot), rabbit anti-CBL (Santa Cruz Biotechnology, cat. no. sc-170, 1:200 for immunohistochemistry), rabbit anti-CBL-pY371 antibody was generated by Eurogentec (1:200 for immunohistochemistry), goat anti-GST (GE Healthcare, cat. no. 27457701v, 1:1,000 for western blot), rabbit anti-EGFR (Merck Millipore, cat. no. 06-847, 1:1,000 for western blot and 1:500 for immunoprecipitation), rabbit anti-EEA1 (Cell Signaling, cat. no. 3288, 1:100 for immunofluorescence), rabbit anti-phospho-AKT-Ser473 (Cell Signaling, cat. no. 9271, 1:1,000 for western blot), mouse anti-AKT (Cell Signaling, cat. no. 2920, 1:1,000 for western blot), rabbit-phospho-PAK1/PAK2/PAK3 (Abcam, cat. no. 40795, 1:1,000 for western blot), PAK1 (Abcam, cat. no. 154284, 1:1,000 for western blot), mouse anti-GFP (Santa Cruz Biotechnology, cat. no. sc-81045, 1:1000 for western blot). The following secondary antibodies were used: goat anti-rabbit IRDye 680LT (LI-COR Biosciences, cat. no. 925-68021, 1:20,000 for western blot), goat anti-mouse IRDye 680LT (LI-COR Biosciences, cat. no. 925-68020, 1:20,000 for western blot), goat anti-rabbit IRDye 800CW (LI-COR Biosciences, cat. no. 925-32211, 1:15,000 for western blot), goat anti-mouse IRDye 800CW (LI-COR Biosciences, cat. no. 925-32210, 1:15,000 for western blot), donkey anti-goat IRDye 800CW (LI-COR Biosciences, cat. no. 925-32214, 1:15,000 for western blot) and goat anti-rabbit Alexa Fluor 594 (ThermoFisher Scientific, cat. no. A11012, 1:250 for immunofluorescence). The sources of the compounds and kits are as follows: AG18 and AG1478 (Merck Millipore), Gefitinib, Erlotinib, Wortmannin and hEGF (Sigma–Aldrich), ATP (Fisher Bioreagents), chloroquine and active Cdc42 detection kit (Cell Signaling Technology). DAPI containing medium was obtained from Vectashield while Myc-trap was purchased from Chromotek.

Mass Spectrometry

The empty vector (EV), full-length WT-CBL and CBL-70Z were expressed in HEK293 cells and immunoprecipitated with Myc-trap in triplicate experiments. The beads were washed twice with IP lysis buffer and once each with IP wash buffer and HPLC grade water, and processed following a previously established protocol [II]. Digestion of samples was performed by subsequent use of both endoLysC and trypsin in AMBIC. The separation of digested immunoprecipitated proteins, acquisition and processing of raw data were done as described previously [III] with some modifications. Searching of the database was done assuming trypsin cleavage with two allowed missed cleavages. Cysteine carbamidomethylation was specified as a fixed modification while N-terminal acetylation, methionine oxidation and “GlyGly” on Lysine (Ubiquitination) were set as variable modifications. The peptide, protein and site false discovery rate (FDR) was set to 1%. For the analysis, identified protein groups with at least one assigned unique peptide were used while removing the common contaminant and reverse hits (as defined in MaxQuant output). The label-free quantification algorithm available in MaxQuant [IV] was used for quantification of proteins identified in all three replicates in at least one group; significantly enriched proteins were selected using a t-test analysis with 5% FDR.

Ubiquitination Assays

Cell-based ubiquitination assays were performed under denaturing conditions. HEK293 cells were transfected with plasmids to overexpress the proteins as indicated in the figures. Prior to harvesting, the cells were treated with chloroquine and EGF. Cells were lysed in Ubiquitination buffer A (UBA) (8 M Urea, 0.3 M NaCl, 50 mM phosphate pH 8.0, 100 μg ml−1 NEM) to a final volume of 1 mL. Following sonication and centrifugation, lysates were incubated with Dynabeads His-tag matrices (Invitrogen) on a rotatory shaker at 4 °C overnight and processed following previous protocol [V]. The Ni^2+^–pull-down products were separated using SDS-PAGE and the immunoblots were probed for the ubiquitinated adducts using the specific antibodies. *In vitro* ubiquitination assays were performed following a previously established protocol [7]. The reaction mixtures were separated using SDS-PAGE and the ubiquitinated bands were excised, processed and analyzed by mass spectrometry to identify ubiquitinated lysine residues.

*In vitro* kinase assay

Purified active EGFR (0.1 μg) was incubated with 1 μg of GST-tagged full-length CBL variants in kinase reaction buffer (15 mM HEPES, pH 7.0, 1 mM DTT, 5 mM MgCl_2_, 5 mM MnCl_2_ and 1 mM ATP) at 30 °C for 30 min. The reactions were stopped with 2X SDS gel loading dye, separated by SDS-PAGE and subjected to immunoblotting.

RNAseq and bioinformatic analysis

RNA was extracted using the TRIzol method and the quality of extracted RNA was checked using RNA screentape on an Agilent 2200 Tapestation. An adapted method from Fisher et al [VI] was followed to prepare libraries for cluster generation and DNA sequencing using an Illumina TruSeq RNA Library Preparation Kit v2. The DNA libraries were assessed for their quantity and quality on a Qubit (Thermo Fisher Scientific) and an Agilent 2200 Tapestation (D1000 screentape), respectively. A High Output 75 cycles kit (2x36cycles, paired end reads, single index) was used to run the libraries on an Illumina Next Seq 500. Fastq version 0.10.1 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and fastq version 0.4.2 (http://www.bioinformatics.babraham.ac.uk/projects/fastq_screen/) were used to assess the raw RNAseq files for quality. Paired-end RNAseq reads were aligned to the mouse genome (GRCm38) with Bowtie version 2.2.4.0 [VII] and tophat2 version 2.0.13 [VIII]. Determination of expression levels and statistical analyses were done with a combination of HTSeq version 0.9.1 (https://www.huber.embl.deusers/anders/HTSeq/doc/overview.html), the R environment, version 3.1.1 within the Bioconductor data analysis suite; differential gene expression analysis was based on the negative binomial distribution using the DESeq2 [IX] package.

cDNA Synthesis and Quantitative Real-Time PCR

RNA was extracted from the samples using the TRIzol method and the quality of RNA was assessed using agarose gel electrophoresis and A260/280 measurements. Using the High capacity cDNA reverse transcription kit (Thermo Fisher Scientific), cDNA was synthesized from the high quality RNA. Quantitative PCR reactions containing 200 ng cDNA and SYBR Green master mix (Thermo Fisher Scientific) were run on an Applied Biosystems 7500 Fast Real Time PCR system. As an internal control, 18S rRNA was used in all the experiments. The collected data were subsequently plotted in PRISM.

Cdc42 activation assay

Cdc42 activation assays were performed following the manufacturer’s protocol. Briefly, lysates (500 μL at 1 mg/ml) from HEK293 cells overexpressing WT-CBL, CBL-70Z or CBL-Y371S with or without Wortmannin treatment were incubated with glutathione resin and GST-PAK1-PBD or GST alone and incubated overnight at 4 °C on a rotatory shaker. The following day, bound active Cdc42 was eluted from each combination with 2X SDS gel loading dye, separated by SDS-PAGE and immunoblotted to check for bound active Cdc42 using a Cdc42 Mouse mAb.

Recombinant protein purification

Full length GST-CIN85 was expressed and purified using glutathione-affinity chromatography, followed by anion exchange and gel filtration chromatography. GST-tagged full-length CBL, CBL-70Z and CBL-Y371S were purified using glutathione-affinity chromatography followed by anion exchange chromatography. For surface plasmon resonance (SPR) analysis, the GST-tagged ligands (GST, GST-CIN85, GST-CIN85-SH3A (1-58), GST-CIN85-SH3B (98-157), GST-CIN85-SH3C (263-328), GST-CBL-WT (47-435) and GST-CBL-Y371S (47-435) were purified using glutathione-affinity chromatography. For *in vitro* ubiquitination assay, *Arabidopsis thaliana* Uba1, UbcH5B and Ub were purified as described previously [7]. EGFR was purified from A-431 cells as described previously [7]. Protein concentrations were measured by Bio-Rad protein assay and Ub concentration was determined by absorbance at 280 nm.

SPR Binding Assays

The SPR experiments were performed with CM-5 chips (GE Healthcare) on a Biacore T200 at 25 °C. GST-tagged proteins were captured onto a CM-5 chip coupled with anti-GST to 1000-2000 response units as described previously [7]. The analytes were diluted serially in running buffer (25 mM Tris-HCl, pH 7.6, 150 mM NaCl, 1 mM DTT and 0.005% (v/v) Tween-20). Concentration ranges as indicated in Supplementary Fig. S2 were used to measure binding. Differences in signal between GST-protein and GST alone are reported. The data were analyzed by steady-state affinity analysis using Biacore T200 BIAevaluation (GE Healthcare). Representative sensorgrams were prepared in GraphPad Prism (version 8.1.0).

Breast cancer tissue microarray

Breast cancer tissue array (BC081116a; US Biomax Inc.) contained 100 breast invasive ductal carcinoma samples, 6 adjacent normal breast tissue (NAT) samples and 4 breast adenosis samples (one core per case) further categorized into 10 NAT, 7 stage-I, 77 stage-II and 16 stage-III cases (Supplementary Table 4). Following IHC, expression of CIN85, CBL and pCBL were analyzed using HALO software, representative images exported and H-scoring performed manually from fully intact cores. The actual core numbers used for quantification for CIN85, CBL and pCBL for each stage after IHC are mentioned in the figure legends. Details for patient consents and ethical standards can be obtained from US Biomax Inc.

Cell proliferation assay

MDA-MB-231 cells were seeded in 96-well plates and treated with the following peptides: 1 μM Atennapedia alone (control) and in the presence of PepC1 or PepC2 as indicated in the Fig. 6g. The cells in each well were allowed to grow for 48 hours and assayed for proliferation by incubating with equal volumes of CyQUANT direct cell proliferation (Thermo Fisher Scientific) reagent for 1 h. After 1 h, a Tecan multimode plate reader was used to measure the fluorescence with excitation at 480 nm and emission detection at 535 nm. The experiment was performed in triplicate.

Supplemental References

I Paul I, Ahmed SF, Bhowmik A, Deb S, Ghosh MK. The ubiquitin ligase CHIP regulates c-Myc stability and transcriptional activity. Oncogene. 2013;32:1284-95.

II Unbekandt M, Belshaw S, Bower J, Clarke M, Cordes J, Crighton D et al. Discovery of Potent and Selective MRCK Inhibitors with Therapeutic Effect on Skin Cancer. Cancer Res. 2018;78:2096-114.

III Hubner NC, Bird AW, Cox J, Splettstoesser B, Bandilla P, Poser I et al. Quantitative proteomics combined with BAC TransgeneOmics reveals in vivo protein interactions. J Cell Biol. 2010;189:739-54.

IV Cox J, Hein MY, Luber CA, Paron I, Nagaraj N, Mann M. Accurate proteome-wide label-free quantification by delayed normalization and maximal peptide ratio extraction, termed MaxLFQ. Mol Cell Proteomics. 2014;13:2513-26.

V Magnussen HM, Ahmed SF, Sibbet GJ, Hristova VA, Nomura K, Hock AK et al. Structural basis for DNA damage-induced phosphoregulation of MDM2 RING domain. Nat Commun. 2020;11:2094.

VI Fisher S, Barry A, Abreu J, Minie B, Nolan J, Delorey TM et al. A scalable, fully automated process for construction of sequence-ready human exome targeted capture libraries. Genome Biol. 2011;12:R1.

VII Langmead B, Salzberg SL. Fast gapped-read alignment with Bowtie 2. Nat Methods. 2012;9:357-9.

VIII Kim D, Pertea G, Trapnell C, Pimentel H, Kelley R, Salzberg SL. TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol. 2013;14:R36.

IX Anders S, Huber W. Differential expression analysis for sequence count data.

Genome Biol. 2010;11:R106.

How the deposited data were processed for this re-analysis (not part of the article)

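The authors aligned the pairs of 36 bases to GRCm38 with TopHat2 2.0.13 and Bowtie2 2.2.4.0, after quality checks with FastQC 0.10.1 and fastq_screen 0.4.2, counted reads per gene with HTSeq 0.9.1 and normalized and tested with DESeq2, whose version is not stated. The annotation release, the strand setting of HTSeq and any threshold are not stated either. The library kit does not mark the strand. The deposited tables hold normalized counts (signal) per library, made by the authors with DESeq2, in 3 tables of 1 CBL line beside EV, each normalized on its own. The authors' tables also hold log2 fold changes, shrunken by DESeq2 and unshrunken, with their standard errors. They hold as well a Wald score from DESeq2 as deposited by the authors. The p-values deposited by the authors are those of the Wald test, with Benjamini-Hochberg adjustment.

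Each table had 42847 lines for 39179 gene IDs; 878 IDs had several lines with identical values, of which the first was kept. Names came from the tables for 22031 IDs and from the GRCm38 reference for 15945, and 1049 stayed unnamed. The reference copy is GENCODE M21 on GRCm38, the build the authors name, and holds 37607 of the IDs.

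The reads were recovered by finding for each library the factor that turns its values into whole numbers. At a tolerance of 1e-6, 100% of the values became whole, and the EV reads were identical in the 3 tables. The design was written for signal and kept as written, so the main test is limma on values, and tests on recovered reads are alternatives. edgeR on recovered reads with TMM called 6401, 3804 and 9189 genes in WT-CBL, CBL-70Z and CBL-Y371S against EV, and DESeq2 5205, 2904 and 7985.

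Values of the 12 libraries were put on one scale with median-of-ratios size factors of the recovered reads. Genes with a mean of at least 10 in a line were kept. limma (lmFit, contrasts, eBayes with trend) was run on log2(value + 1) with the 4 lines as groups, p-values were adjusted by Benjamini-Hochberg over the 15266 genes, and a gene is called at adjusted p below 0.05. SE is the moderated standard error of limma. Correlations of fold changes are over these genes. Depth was 20724468 to 29684881 reads in genes.

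Gene lists were written from general knowledge before the deposited values were seen. The ERK, matrix, contractile and invasion lists hold genes whose colors in the heatmap of these libraries (Fig. 5a) had been seen by then. All lists were tested with camera of limma at an inter-gene correlation of 0.01, adjusted over 125 tests (25 lists, 5 comparisons). Alternatives were a correlation estimated for each list, fry, a replicate block, removal of the length and GC trend and each library left out. Counts per list use the adjusted p over all genes, and where they differ those adjusted over the list alone are given. Where leaving out a library ended the call of a list, the highest adjusted p is given beside it. The lists were ERK pathway feedback and target genes, immediate early genes, CDC42 exchange factors, CDC42 effectors, PI3K-AKT components, CBL and CIN85 adaptors and endocytosis, receptor tyrosine kinases and growth factors, collagens and matrix, actin and contractile genes, YAP and TAZ targets, TGF-beta response, interferon response, replication and mitosis, cholesterol synthesis, glycolysis and hypoxia, proteases and invasion, chemokines and inflammation, p53 targets, unfolded protein and amino acid stress, mitochondrial transcripts, and blood, epithelial, endothelial, adipocyte and skeletal muscle markers.

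Genes were named by rule. These are the 10 highest and 10 lowest in WT-CBL against EV, the 10 highest and 10 lowest in both mutants against WT-CBL, and the 5 highest and 5 lowest in CBL-70Z against CBL-Y371S, among called genes with a CPM of at least 5 and no overlap of libraries. Symbols of Gm followed by a digit, symbols ending in Rik and names holding a gene ID were left out. Added to the genes of the rule were those of the paper's text and 20 genes read from Fig. 5a. Members of the gene lists that are named in the text, such as Fgd3, Mcm5 and Btc, and genes outside the lists and the rule (Cblb, Gm15272, Gm6695, Agtr2, Slc6a12 and Slc14a1), were chosen after their values were seen.

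Alternatives to the main test were DESeq2, edgeR with RLE or TMM factors, values scaled by TMM, pseudocounts of 0.5 and 5, no filter, a stricter filter, only the groups compared, a replicate block, a fold of 2 or more, the authors' p-values, each library left out, and a trend with exon length and GC content removed by a natural spline with 5 degrees of freedom. The last, with both TMM alternatives, was chosen after the data were seen. A count is said to differ beyond a ratio of 1.5. Unchanged genes with a shared EV were simulated 100 times. Cbl pseudogenes were found with BLAST+ 2.17.0.

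The test was tested on simulated data in which 50 genes per fold were changed. For WT-CBL, CBL-70Z and CBL-Y371S it found 68%, 62% and 68% at 1.25-fold. At 1.5-fold it found 86%, 80% and 80%. At 2.0-fold it found 92%, 94% and 100%. At 4.0-fold it found 100%, 100% and 100%. No gene was called in the wrong direction, and 17, 8 and 11 unchanged genes were called.

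Tools were R 4.3.3, limma 3.58.1, edgeR 4.0.16, DESeq2 1.42.0, statmod 1.5.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.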

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

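Each test in this part was chosen after the result it examines was seen.

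A single gene of the whole genome had no read in any EV library and at least 5 in every library of a CBL line. It is Gm15272, a processed pseudogene of Cbl on chromosome 10 (24514279 to 24514511 of GRCm38), 95.8% identical to the Cbl coding sequence over 237 bases. It was at 68.3 ± 10.2 normalized reads in WT-CBL, 124 ± 3.61 in CBL-70Z and 180.4 ± 53.4 in CBL-Y371S (n = 3 libraries each), or 60 to 73, 115 to 121 and 155 to 208 reads. With a floor of 3 reads over the EV group the folds over EV were at least 73.2, 134 and 189.8. A longer Cbl pseudogene, Gm6695 on chromosome 6 (91.2% identical over 1097 bases), went from 11.4 ± 4.10 in EV to 94.5 ± 21.5, 180.2 ± 31.1 and 195 ± 31.9 (log2 fold changes 2.99, 3.92 and 4.03, SE 0.21).

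Reads counted at Cbl were lower in WT-CBL cells than in cells expressing the mutants. EV had 650 to 824 reads per library at Cbl and 0 at Gm15272. WT-CBL had 679 to 870 at Cbl and 60 to 73 at Gm15272. These values argue against reads of mouse Cbl as the source of those at Gm15272. Whether reads from the transduced CBL, rather than an effect on mouse Cbl, give the order of the lines at Cbl itself stays open. Gm15272 and Gm6695 rose in all 3 lines, but the gain of WT-CBL over EV as a share of the mean gain of the mutants was 0.134 ± 0.0789 at Cbl and 0.449 ± 0.0599 and 0.472 ± 0.0787 (± SE) at these pseudogenes. Reads of a single transcript counted alike in all lines would not give such different shares, and without the sequences of the constructs the part of the transduced CBL in the Cbl reads cannot be told apart. A lower dose of CBL giving WT-CBL cells a weaker form of the change in the mutants does not by itself give opposite changes. With Bonferroni adjustment in all 3 comparisons, 17 genes were called on opposite sides of EV by WT-CBL and both mutants. Under the same rule 212 genes were called on the same side in all 3 lines, which a lower dose could give. A lower dose alone does not account for the 17 genes, and it stays open for the 212. A lower dose together with a change in the EV cells was not tested. Levels of CBL protein were not analysed here.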

How the results depend on the processing

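At a fold of 2 or more, 139 genes remained in WT-CBL, 130 in CBL-70Z and 502 in CBL-Y371S against EV, 203 and 206 in the mutants against WT-CBL and 237 between the mutants. The genes on opposite sides of EV then fell from 124 to 1, those on the same side in all 3 lines from 1982 to 20, and those with EV in between from 878 to 57. The opposite count was 192 after removal of the length and GC trend and 76 with the authors' p-values.

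The correlation of WT-CBL with CBL-70Z was 0.455 by rank and ranged from 0.367 to 0.456 with a library left out (0.454 without EV replicate 1, 0.456 without EV replicate 3). That of WT-CBL with CBL-Y371S was 0.762 with DESeq2, 0.591 without a filter and 0.778 with a stricter filter. Of 125 list tests 52 were called, against 14 with an estimated correlation and 88 with fry.

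Removal of the length and GC trend, added after the data were seen, turned falls into rises for Cd2ap in WT-CBL (0.18 in place of -0.12) and CBL-Y371S (0.15, -0.37), Itsn1 in WT-CBL (0.11, -0.21) and Cblb in CBL-Y371S (0.10, -0.19), all against EV. It left Dock11 in WT-CBL against EV (0.0120, -0.16) and Egfr in CBL-70Z against WT-CBL (-0.00386, 0.16) near 0, with the sign changed.

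Replicate numbers do not pair the libraries (5 of 12 correlated best with their own number), and with a replicate block the calls were 6270, 3619 and 9143 against EV. Over all alternatives, 9663 of 9923 gene results stayed the same, 208 weakened and 46 strengthened. Of list results 1889 of 2000 stayed, 54 weakened and 57 strengthened. The cause was not tested. Depth limits genes with few reads, such as Fgd4 in EV.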

Differences from the paper's values

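The paper's quantitative PCR and these libraries differ for Egr1 and Erf, and for Fgd4 when EV is the reference (Fig. 5b). For Fgd4 in CBL-70Z the figure shows about 30 times EV and the libraries give 15.0 (SD 2.62, 11.7 to 16.4 over 21 alternatives). That SD is of the CBL-70Z libraries over the EV mean and leaves out the spread of EV. For Fgd4 in CBL-Y371S the figure shows about 27 (Fig. 5b) and the libraries give 7.52 (5.99 to 8.26). For Fgd4 in WT-CBL the figure shows about 1.6 (Fig. 5b) and the libraries give 0.553 (0.465 to 0.746), from few reads. The paper compares the mutants with WT-CBL. On that reference the bars for Fgd4 give about 19 in CBL-70Z and about 17 in CBL-Y371S (Fig. 5b), and the libraries give 27.1 (17.5 to 32.1) and 13.6 (8.97 to 16.2), within 1.5 times of the figure in the main test and in all but 4 and 2 of 20 alternatives.

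For Egr1 the figure shows about 19 in CBL-70Z and about 10 in CBL-Y371S (Fig. 5b), and the libraries give 0.929 (0.904 to 0.963) and 0.950 (0.923 to 0.985). For Erf it shows about 22 and about 12 (Fig. 5b), and the libraries give 1.02 (1.01 to 1.03) and 1.10 (1.09 to 1.12). Each of these 7 values relative to EV differs from the figure by more than 1.5 times under all 21 alternatives, and none of the alternatives removes the difference. Relative to WT-CBL the bars give about 19 and about 10 for Egr1 and about 17 and about 9.2 for Erf (Fig. 5b), and the libraries give 1.02 and 1.04 for Egr1 and 1.04 and 1.12 for Erf, which differ under all 20 alternatives. In WT-CBL the figure shows about 1 for Egr1 and about 1.3 for Erf (Fig. 5b) and the libraries give 0.914 and 0.984, within 1.5 times of it. With simulated changes of 2-fold the test found 94% of them in CBL-70Z. Changes of the size in the figure would therefore be seen if these libraries held them. The RNA of the PCR is not stated to come from the same cultures, and the PCR was normalized to a ribosomal RNA. The simulation does not bear on that RNA, and the source of the difference was not tested. The range over alternatives for Egr1 in CBL-70Z stays under 1.

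The paper describes the expression of WT-CBL cells as the inverse of that of the mutants (Fig. 5a). Against EV the libraries give 124 genes in opposite directions and 1982 in the same direction in all 3 lines, all relative to the same EV libraries. Under each alternative the count in the same direction stayed the larger of the 2, with 192 and 2000 after removal of the length and GC trend. Between WT-CBL and the mutants, without EV, the order of the genes read from Fig. 5a is as the paper shows it, except for Igf2 in CBL-70Z (0.07, adjusted p = 0.150 in limma). These genes were picked from a heatmap of the same libraries, so this order follows from the choice and is no separate evidence.

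The rise of Fgd4 in both mutants (3.90 and 2.91 against EV) has the direction the paper gives (Fig. 5b).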

Other observations

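The gene groups below were tested with camera on lists written before the values were seen. The members named from those lists, genes named outside them, and the tests in this part, were chosen after the data were seen, with that for length and GC content set before its own result.

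Replication genes rose in every CBL line. Of the 26 measured DNA replication and mitosis genes, WT-CBL had 15 up and 2 down (adjusted p = 7.8e-04, 0.0466 with an estimated correlation) against EV. Replication genes in CBL-70Z had 23 up and 0 down (adjusted p = 3.0e-14, 0.00401 with an estimated correlation, 24 and 0 with p adjusted over the list alone). Replication genes in CBL-Y371S had 22 up and 2 down (adjusted p = 5.2e-09, 0.00702 with an estimated correlation). In CBL-Y371S the helicase subunits Mcm5 (0.50 ± 0.03), Mcm7 (0.56 ± 0.03), Mcm3 (0.50 ± 0.03) and Mcm6 (0.42 ± 0.03) were among those that rose. Replication genes relative to WT-CBL had 12 up and 0 down (adjusted p = 0.00131, 0.0523 with an estimated correlation) in CBL-70Z. The replication genes had 24 up and 0 down (adjusted p = 8.1e-13, 0.00401 with an estimated correlation) in CBL-Y371S relative to WT-CBL. Of the 20 measured glycolysis and hypoxia genes, WT-CBL had 12 up and 2 down (adjusted p = 0.0678) against EV. Glycolysis genes in CBL-70Z had 10 up and 3 down (adjusted p = 0.0417, 0.218 with an estimated correlation, up to 0.0719 with a library left out, 11 and 4 with p adjusted over the list alone). Glycolysis genes in CBL-Y371S had 11 up and 3 down (adjusted p = 0.00742, 0.134 with an estimated correlation). In CBL-Y371S, Eno1 (0.74 ± 0.05), Ldha (0.51 ± 0.03) and Gpi1 (0.42 ± 0.03) rose but Vegfa fell (-0.82 ± 0.03). Glycolysis genes relative to WT-CBL had 4 up and 3 down (adjusted p = 0.839, median 0.02 but mean -0.02) in CBL-70Z. The glycolysis genes had 11 up and 3 down (adjusted p = 0.00380, 0.0995 with an estimated correlation) in CBL-Y371S relative to WT-CBL. Among growth factor genes the ligand Btc rose in CBL-70Z (2.47 ± 0.24). In CBL-Y371S, Hgf (-1.23 ± 0.03), Fgf7 (-0.52 ± 0.03) and the receptor Pdgfra (-0.60 ± 0.03) fell. Of the 21 measured receptor tyrosine kinase and growth factor genes, WT-CBL had 0 up and 11 down (adjusted p = 9.5e-04, 0.218 with an estimated correlation) against EV. Growth factor genes in CBL-70Z had 6 up and 10 down (adjusted p = 0.0291, 0.409 with an estimated correlation, 6 and 11 with p adjusted over the list alone, median -0.12 but mean 0.05). Growth factor genes in CBL-Y371S had 5 up and 13 down (adjusted p = 0.00687, 0.299 with an estimated correlation). Growth factor genes relative to WT-CBL had 11 up and 6 down (adjusted p = 0.0352, 0.429 with an estimated correlation, up to 0.0702 with a library left out, 12 and 6 with p adjusted over the list alone) in CBL-70Z. The growth factor genes had 6 up and 10 down (adjusted p = 0.127) in CBL-Y371S relative to WT-CBL. After removal of the trend with gene length and GC content, the calls of this group in CBL-70Z became adjusted p = 0.0900 against EV and 0.122 against WT-CBL.

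Targets of YAP and of TGF-beta, tied to cell tension and matrix, were tested as 2 lists. Of the 21 measured YAP and TAZ targets, WT-CBL had 3 up and 10 down (adjusted p = 0.103) against EV. YAP targets in CBL-70Z had 0 up and 12 down (adjusted p = 3.3e-08, 0.0466 with an estimated correlation). YAP targets in CBL-Y371S had 4 up and 13 down (adjusted p = 0.00380, 0.218 with an estimated correlation). Ccdc80 (-0.84 ± 0.03), F3 (-0.92 ± 0.04), Amotl2 (-0.56 ± 0.03) and Crim1 (-0.71 ± 0.04) fell in CBL-Y371S. YAP targets relative to WT-CBL had 4 up and 9 down (adjusted p = 0.00461, 0.222 with an estimated correlation, 4 and 10 with p adjusted over the list alone) in CBL-70Z. The YAP targets had 1 up and 12 down (adjusted p = 7.8e-04, 0.177 with an estimated correlation) in CBL-Y371S relative to WT-CBL. Of the 15 measured TGF-beta response genes, WT-CBL had 3 up and 7 down (adjusted p = 0.0948, 4 and 7 with p adjusted over the list alone) against EV. TGF-beta genes in CBL-70Z had 1 up and 9 down (adjusted p = 1.2e-05, 0.0523 with an estimated correlation, 1 and 10 with p adjusted over the list alone). TGF-beta genes in CBL-Y371S had 2 up and 9 down (adjusted p = 0.00592, 0.178 with an estimated correlation, 3 and 9 with p adjusted over the list alone). Inhba (-1.10 ± 0.08), Skil (-1.02 ± 0.04), Tgfbi (-0.77 ± 0.03) and Tgfbr1 (-0.75 ± 0.05) fell in CBL-Y371S. TGF-beta genes relative to WT-CBL had 6 up and 5 down (adjusted p = 0.782, 7 and 6 with p adjusted over the list alone, median 0.01 but mean -0.04) in CBL-70Z. The TGF-beta genes had 3 up and 7 down (adjusted p = 0.0291, 0.255 with an estimated correlation) in CBL-Y371S relative to WT-CBL.

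Cholesterol synthesis genes fell in WT-CBL, among them Cyp51 (-0.23 ± 0.03), Lss (-0.22 ± 0.03) and Hmgcs1 (-0.22 ± 0.03). Of the 19 measured cholesterol synthesis genes, WT-CBL had 2 up and 13 down (adjusted p = 6.1e-04, 0.0386 with an estimated correlation) against EV. Cholesterol genes in CBL-70Z had 4 up and 1 down (adjusted p = 0.213, 6 and 2 with p adjusted over the list alone). Cholesterol genes in CBL-Y371S had 7 up and 5 down (adjusted p = 0.903). Cholesterol genes relative to WT-CBL had 15 up and 1 down (adjusted p = 2.7e-06, 0.0108 with an estimated correlation) in CBL-70Z. The cholesterol genes had 11 up and 2 down (adjusted p = 0.00461, 0.0692 with an estimated correlation, 12 and 3 with p adjusted over the list alone) in CBL-Y371S relative to WT-CBL. The p53 targets Cdkn1a (0.34 ± 0.03), Phlda3 (0.35 ± 0.03), Bax (0.30 ± 0.04) and Sesn1 (0.26 ± 0.04) rose in WT-CBL. Of the 15 measured p53 targets, WT-CBL had 10 up and 2 down (adjusted p = 7.8e-04, 0.0386 with an estimated correlation) against EV. Targets of p53 in CBL-70Z had 4 up and 3 down (adjusted p = 0.563, 5 and 3 with p adjusted over the list alone). Targets of p53 in CBL-Y371S had 8 up and 3 down (adjusted p = 0.127). Targets of p53 relative to WT-CBL had 0 up and 10 down (adjusted p = 5.4e-04, 0.0386 with an estimated correlation) in CBL-70Z. The targets of p53 had 4 up and 6 down (adjusted p = 0.702, 4 and 7 with p adjusted over the list alone) in CBL-Y371S relative to WT-CBL. Of the 16 measured unfolded protein and amino acid stress genes, WT-CBL had 4 up and 1 down (adjusted p = 0.733) against EV. Stress genes in CBL-70Z had 0 up and 9 down (adjusted p = 4.5e-06, 0.218 with an estimated correlation, 0 and 11 with p adjusted over the list alone). Stress genes in CBL-Y371S had 3 up and 9 down (adjusted p = 0.265). Chac1 (-0.66 ± 0.04), Trib3 (-0.66 ± 0.06), Ddit3 (-0.39 ± 0.05) and Herpud1 (-0.28 ± 0.03) fell in CBL-70Z. Stress genes relative to WT-CBL had 1 up and 13 down (adjusted p = 2.7e-06, 0.216 with an estimated correlation, 1 and 14 with p adjusted over the list alone) in CBL-70Z. The stress genes had 2 up and 9 down (adjusted p = 0.0255, 0.533 with an estimated correlation, up to 0.147 with a library left out, 3 and 9 with p adjusted over the list alone) in CBL-Y371S relative to WT-CBL. Of the 10 measured mitochondrially encoded transcripts, WT-CBL had 5 up and 0 down (adjusted p = 0.0159, 0.336 with an estimated correlation) against EV. Mitochondrial transcripts in CBL-70Z had 4 up and 0 down (adjusted p = 0.0786). Mitochondrial transcripts in CBL-Y371S had 3 up and 2 down (adjusted p = 0.608). In WT-CBL mt-Nd6 gave 0.41 ± 0.05 and mt-Cytb 0.16 ± 0.04. Mitochondrial transcripts relative to WT-CBL had 0 up and 1 down (adjusted p = 0.222) in CBL-70Z. The mitochondrial transcripts had 0 up and 4 down (adjusted p = 0.116) in CBL-Y371S relative to WT-CBL.

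Signaling components near CBL were tested as 2 lists. Of the 19 measured PI3K-AKT pathway components, WT-CBL had 3 up and 11 down (adjusted p = 0.00131, 0.264 with an estimated correlation, 3 and 12 with p adjusted over the list alone) against EV. PI3K components in CBL-70Z had 4 up and 1 down (adjusted p = 0.927, 4 and 3 with p adjusted over the list alone, median -0.03 but mean 0.03). PI3K components in CBL-Y371S had 3 up and 11 down (adjusted p = 0.0237, 0.431 with an estimated correlation). Rictor (-0.70 ± 0.04) and Pdpk1 (-0.69 ± 0.05) fell in CBL-Y371S. PI3K components relative to WT-CBL had 10 up and 2 down (adjusted p = 0.00169, 0.265 with an estimated correlation, 11 and 2 with p adjusted over the list alone) in CBL-70Z. The PI3K components had 3 up and 7 down (adjusted p = 0.391) in CBL-Y371S relative to WT-CBL. Of the 17 measured CBL and CIN85 adaptor and endocytosis genes, WT-CBL had 2 up and 10 down (adjusted p = 0.0139, 0.265 with an estimated correlation) against EV. Adaptor genes in CBL-70Z had 4 up and 3 down (adjusted p = 0.504). Adaptor genes in CBL-Y371S had 4 up and 10 down (adjusted p = 0.108, 4 and 11 with p adjusted over the list alone). In WT-CBL, Sos1 gave -0.38 ± 0.05, Eps15 -0.18 ± 0.03 and Crkl -0.25 ± 0.04. Adaptor genes relative to WT-CBL had 10 up and 1 down (adjusted p = 9.5e-04, 0.177 with an estimated correlation) in CBL-70Z. The adaptor genes had 5 up and 8 down (adjusted p = 0.902, median -0.04 but mean 0.01) in CBL-Y371S relative to WT-CBL. After removal of the trend with gene length and GC content, PI3K components gave adjusted p = 0.113 in WT-CBL and 0.145 in CBL-Y371S against EV, and adaptors 0.221 in WT-CBL. The calls of CBL-70Z against WT-CBL remained (0.0295 and 0.0115), and invasion genes in CBL-70Z against EV gave 0.0514. Calls gained by the removal were those of p53 targets (0.0346, upward) and stress genes (0.0234, downward) in CBL-Y371S against EV, and of adipocyte markers in CBL-70Z against WT-CBL (0.0304, downward).

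Immediate early, interferon and chemokine genes were not called as groups. Of the 24 measured immediate early genes, WT-CBL had 5 up and 7 down (adjusted p = 0.787) against EV. Immediate early genes in CBL-70Z had 4 up and 8 down (adjusted p = 0.0715, 6 and 8 with p adjusted over the list alone). Immediate early genes in CBL-Y371S had 8 up and 10 down (adjusted p = 0.902). Nr4a1 gave -0.47 ± 0.04 in CBL-Y371S. Immediate early genes relative to WT-CBL had 3 up and 6 down (adjusted p = 0.253) in CBL-70Z. The immediate early genes had 5 up and 6 down (adjusted p = 0.927, upward in the test but with a median of -0.03) in CBL-Y371S relative to WT-CBL. Of the 17 measured interferon response genes, WT-CBL had 0 up and 3 down (adjusted p = 0.646, 0 and 2 with p adjusted over the list alone) against EV. Interferon genes in CBL-70Z had 2 up and 5 down (adjusted p = 0.526, 3 and 7 with p adjusted over the list alone, median -0.03 but mean 0.02). Interferon genes in CBL-Y371S had 3 up and 7 down (adjusted p = 0.373). Stat2 gave -0.46 ± 0.04 in CBL-Y371S. Interferon genes relative to WT-CBL had 3 up and 3 down (adjusted p = 0.927) in CBL-70Z. The interferon genes had 1 up and 7 down (adjusted p = 0.432, 2 and 7 with p adjusted over the list alone) in CBL-Y371S relative to WT-CBL. Of the 15 measured chemokine and inflammatory genes, WT-CBL had 5 up and 3 down (adjusted p = 0.563) against EV. Chemokine genes in CBL-70Z had 4 up and 5 down (adjusted p = 0.787, median -0.01 but mean 0.12). Chemokine genes in CBL-Y371S had 7 up and 5 down (adjusted p = 0.927, downward in the test but with a median of 0.11). Cxcl12 gave -0.69 ± 0.03 in CBL-Y371S. Chemokine genes relative to WT-CBL had 2 up and 5 down (adjusted p = 0.212, 2 and 6 with p adjusted over the list alone, median -0.05 but mean 0.09) in CBL-70Z. The chemokine genes had 4 up and 5 down (adjusted p = 0.526, median -0.06 but mean 0.08) in CBL-Y371S relative to WT-CBL. Markers of other cell types were measured in small numbers. Of the 3 measured blood cell markers, WT-CBL had 0 up and 0 down (adjusted p = 0.712) against EV. Blood cell markers in CBL-70Z had 0 up and 0 down (adjusted p = 0.592, 0 and 2 with p adjusted over the list alone). Blood cell markers in CBL-Y371S had 2 up and 0 down (adjusted p = 0.737). Blood cell markers relative to WT-CBL had 0 up and 2 down (adjusted p = 0.351) in CBL-70Z. The blood cell markers had 0 up and 1 down (adjusted p = 0.902) in CBL-Y371S relative to WT-CBL. Of the 5 measured epithelial markers, WT-CBL had 1 up and 0 down (adjusted p = 0.651) against EV. Epithelial markers in CBL-70Z had 0 up and 0 down (adjusted p = 0.563). Epithelial markers in CBL-Y371S had 2 up and 0 down (adjusted p = 0.554). Krt18 gave 1.73 ± 0.61 in CBL-Y371S. Epithelial markers relative to WT-CBL had 0 up and 1 down (adjusted p = 0.202) in CBL-70Z. The epithelial markers had 0 up and 0 down (adjusted p = 0.787) in CBL-Y371S relative to WT-CBL. Of the 3 measured endothelial markers, WT-CBL had 1 up and 0 down (adjusted p = 0.902, median -0.08 but mean 0.07) against EV. Endothelial markers in CBL-70Z had 0 up and 0 down (adjusted p = 0.936, median -0.04 but mean 0.06). Endothelial markers in CBL-Y371S had 2 up and 0 down (adjusted p = 0.733). Vwf gave 0.86 ± 0.28 in WT-CBL. Endothelial markers relative to WT-CBL had 0 up and 1 down (adjusted p = 0.913, 1 and 1 with p adjusted over the list alone, median 0.01 but mean -0.01) in CBL-70Z. The endothelial markers had 1 up and 0 down (adjusted p = 0.737) in CBL-Y371S relative to WT-CBL. Of the 3 measured adipocyte markers, WT-CBL had 1 up and 0 down (adjusted p = 0.891) against EV. Adipocyte markers in CBL-70Z had 0 up and 2 down (adjusted p = 0.0536, 0 and 3 with p adjusted over the list alone). Adipocyte markers in CBL-Y371S had 0 up and 3 down (adjusted p = 0.202). Relative to WT-CBL, CBL-Y371S was lower at Lpl (-0.55), Retn (-0.97) and Fabp4 (-0.75). Adipocyte markers relative to WT-CBL had 0 up and 3 down (adjusted p = 0.0536) in CBL-70Z. The adipocyte markers had 0 up and 3 down (adjusted p = 0.0367, 0.176 with an estimated correlation, up to 0.0972 with a library left out) in CBL-Y371S relative to WT-CBL. Of the 3 measured skeletal muscle markers, WT-CBL had 1 up and 0 down (adjusted p = 0.787, median -0.05 but mean 0.02) against EV. Muscle markers in CBL-70Z had 1 up and 0 down (adjusted p = 0.927, 1 and 2 with p adjusted over the list alone, upward in the test but with a median of -0.78). Muscle markers in CBL-Y371S had 1 up and 1 down (adjusted p = 0.737, median -0.09 but mean 0.10). Tnnt2 gave 1.43 ± 0.12 in CBL-Y371S. Muscle markers relative to WT-CBL had 1 up and 0 down (adjusted p = 0.925) in CBL-70Z. The muscle markers had 1 up and 0 down (adjusted p = 0.642, median -0.03 but mean 0.08) in CBL-Y371S relative to WT-CBL.

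The mutants also differed from each other. CBL-70Z and CBL-Y371S differed at 7701 genes (3961 higher and 3740 lower in CBL-70Z). This difference followed exon length (Spearman rho 0.58 over abundant genes) and GC content (-0.51), and 6231 genes were called after removal of the trend. Against EV, 1536 genes were up and 1520 down in both mutants, with 118 on opposite sides, where independent calls would give 553, 561 and 1114. Their fold changes against EV correlated with r = 0.620 (covariance 0.0796), where the shared EV libraries alone gave 0.501 (covariance 0.0124). Part of the excess may come from a change in the EV cells. WT-CBL was not called at 950 of the genes shared by the mutants. Relative to WT-CBL, 5379 genes were called in CBL-70Z and 6103 in CBL-Y371S. The zinc-finger gene Zfp871 (1.62 ± 0.10), the aminopeptidase Lnpep (1.52 ± 0.07), the nuclear receptor corepressor Lcor (1.42 ± 0.13) and the copper transporter Atp7a (1.40 ± 0.07) were higher in CBL-70Z than in CBL-Y371S, as was Zbed6 (1.63 ± 0.11), which lies within Zc3h11a. The little-studied gene U90926 (-1.35 ± 0.07), Id1 (-0.80 ± 0.04) and the lipoprotein gene Apoe (-0.79 ± 0.09) were lower. Htra1 (-0.96 ± 0.28), which overlaps Fgfr2, and Rpl17 (-0.86 ± 0.29), with near-identical copies and a high value in CBL-Y371S replicate 2, are uncertain. The angiotensin receptor gene Agtr2 was at 0.961 in EV, 3.60 in WT-CBL, 78.9 in CBL-70Z and 39.2 in CBL-Y371S (log2 fold changes 1.48, 5.66 and 4.67, SE 0.43, WT-CBL libraries overlapping those of EV). The urea transporter gene Slc14a1 rose from 29.9 in EV to 200.0 in CBL-70Z and 167 in CBL-Y371S, with 28.5 in WT-CBL (-0.01, 2.78 and 2.52, SE 0.21). The betaine transporter gene Slc6a12 was at 5.25, 142, 5.60 and 53.4 in the same order (4.58, 0.14 and 3.18, SE 0.25).

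The log2 fold changes against EV ran the same way in WT-CBL and CBL-Y371S cells, with a covariance of 0.0951. One source may be a trend with gene length and GC content between libraries, but with that trend removed the covariance was 0.0788, and over abundant genes it went from 0.0609 to 0.0389, so the trend accounts for a part only. Another is the EV libraries shared by both comparisons, which alone gave at most 0.0135 in simulation. The change that sets WT-CBL replicate 3 apart within its group may add to it. Over abundant genes the covariance of the other 2 WT-CBL libraries with CBL-Y371S went from 0.0522 to 0.0305 once that profile was taken out. That profile, a difference within 1 line, correlated with the fold changes against EV of CBL-Y371S (r = 0.588) and less with those of CBL-70Z (0.240). The CBL-Y371S fold changes thus ran in part along a difference between libraries of 1 line. The length and GC trend and this profile were not removed together. A change in the EV cells rather than in the CBL cells cannot be told apart from a shared effect of CBL with 1 group of EV libraries, and a further vector line would be needed.

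WT-CBL replicate 3 differed from WT-CBL replicates 1 and 2 beyond sampling noise, with a chi-square per degree of freedom of 5.90 and 5.84. The other pairs within a line had up to 2.88, and the next highest were those with CBL-Y371S replicate 2 (2.71 and 2.88). The difference of WT-CBL replicate 3 may come in part from a trend with gene length, as its deviation followed exon length with a rank correlation of -0.595. With the length and GC trend removed, the SD of its log2 differences from replicates 1 and 2 over abundant genes was 0.109 and 0.111, against 0.0808 between those 2 libraries. A mislabelled sample is unlikely, as 0 libraries correlated best with another line, and so is a few abundant genes taking a larger share of the counts, as the 10 most abundant genes held 6.37% of its counts.

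With 3 libraries per line, 6 libraries can be divided in 10 ways, and those 10 splits are too few for a share under 0.05. In splits of each comparison the real grouping, 1 of 10, gave 5874 genes for WT-CBL, 4905 for CBL-70Z and 9408 for CBL-Y371S against EV, 4739 and 5197 for the mutants against WT-CBL, and 7892 between the mutants. The highest count in any other of the splits was 0.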
